# Prediction of Gene Activity in Early B Cell Development Based on an Integrative Multi-Omics Analysis

**DOI:** 10.4172/jpb.1000302

**Published:** 2014-02-17

**Authors:** Mohammad Heydarian, Teresa Romeo Luperchio, Jevon Cutler, Christopher J. Mitchell, Min-Sik Kim, Akhilesh Pandey, Barbara Sollner-Webb, Karen Reddy

**Keywords:** Immuno-precipitation, B cell lymphocyte, Post-transcriptional mechanisms, Multi-potent progenitors, RNA-seq analysis

## Abstract

An increasingly common method for predicting gene activity is genome-wide chromatin immuno-precipitation of ‘active’ chromatin modifications followed by massively parallel sequencing (ChIP-seq). In order to understand better the relationship between developmentally regulated chromatin landscapes and regulation of early B cell development, we determined how differentially active promoter regions were able to predict relative RNA and protein levels at the pre-pro-B and pro-B stages. Herein, we describe a novel ChIP-seq quantification method (cRPKM) to identify active promoters and a multi-omics approach that compares promoter chromatin status with ongoing active transcription (GRO-seq), steady state mRNA (RNA-seq), inferred mRNA stability, and relative proteome abundance measurements (iTRAQ). We demonstrate that active chromatin modifications at promoters are good indicators of transcription and steady state mRNA levels. Moreover, we found that promoters with active chromatin modifications exclusively in one of these cell states frequently predicted the differential abundance of proteins. However, we found that many genes whose promoters have non-differential but active chromatin modifications also displayed changes in abundance of their cognate proteins. As expected, this large class of developmentally and differentially regulated proteins that was uncoupled from chromatin status used mostly post-transcriptional mechanisms. Strikingly, the most differentially abundant protein in our B-cell development system, 2410004B18Rik, was regulated by a post-transcriptional mechanism, which further analyses indicated was mediated by a micro-RNA. These data highlight how this integrated multi-omics data set can be a useful resource in uncovering regulatory mechanisms. This data can be accessed at: https://usegalaxy.org/u/thereddylab/p/prediction-of-gene-activity-based-on-an-integrative-multi-omics-analysis

## Introduction

Murine B cell development is a leading developmental system for the analysis of gene-regulatory networks that orchestrate cell fate ‘choice’ and lineage commitment [1–3]. Since progenitor cells and discrete developmental intermediates can be isolated and experimentally manipulated, the lymphoid system is particularly well suited for studies involving epigenetic, transcriptional, and protein networks that control cell fate choice. The analyses of early B cell development are thus highly advanced, as regulatory networks of signaling molecules and transcription factors have been elucidated that endeavor to account for the generation of B lineage progeny from multi-potent progenitors (MPP). Importantly, genetically altered mouse lines that harbor deletions in key B cell development factors exist, enabling *ex vivo* expansion of cells arrested at discrete points during lymphopoiesis and B cell specification (Figure 1) [4].

Published work suggests that B lymphocytes develop from lymphoid-primed multi-potent progenitors (LMPPs) in the bone marrow that also give rise to myeloid progeny such as macrophages and granulocytes [3,4]. Restriction of these LMPPs to the B lineage (B cell specification) is controlled by the coordinate activity of a number of transcription factors, including E2a (Tcf3 [transcription factor 3]) and Ebf1 (early B-cell factor 1) which regulate, among other things, rearrangement of the immunoglobulin heavy chain (*Igh*) locus and pre-B cell receptor expression (Figure 1) [5–7]. The *E2a* gene encodes two basic helix-loop-helix isoforms, E12 and E47, generated by alternative splicing [8,9]. Ebf1 is an atypical helix-loop-helix zinc finger protein which, in the hematopoietic system, is expressed exclusively in B lineage cells [10]. Targeted inactivation/deletion of either *E2a* or *Ebf1* leads to a blockade of B cell development at the onset of expression of early B lineage genes, which is the stage at which DNA rearrangements occur between the D to J regions of the *Igh* locus (LMPP or pre-pro-B stage, Figure 1) [11–14]. Cells lacking either E2a or Ebf1 can be cultured *ex vivo* in the presence of Scf (Stem cell factor), Flt3l (Fms-related Tyrosine Kinase 3 Ligand) and Il-7 (Interleukin-7). E2a and Ebf1 both function to activate transcription of several early B lineage genes (Figure 1), and cells lacking these transcription factors are arrested at the pre-pro-B cell stage and do not express key B cell factors, such as Pax-5 (paired-box 5) or Ikzf3 (Aiolos) [4]. In contrast, Rag (Recombination Activating Gene) proteins are necessary for recombination of immunoglobulin genes, and deletion of *Rag1* or *Rag2* leads to a complete block of *Igh* rearrangement and a developmental block at the pro-B cell stage. Ebf1-and E2a–initiated programs to specify B cell developmental progression are intact in these Rag deficient pro-B cells [15,16]. Specifically, Pax-5, Ikzf3 and other key B cell specification factors are present. Importantly, these cells no longer rely on Scf or Flt3l for *ex vivo* survival and the cognate receptors are down-regulated, although they remain dependent on Il-7. Thus, *E2a* or *Ebf1* deletion leads to an early block at the pre-pro-B cell stage, while *Rag* disruption causes a block at the committed pro-B cell stage. These two stages of B lymphopoiesis can be compared to discern key regulatory molecules and events that enable specification to the B cell fate, i.e. the transition from a multi-potent progenitor (pre-pro-B) to a committed B lineage cell (pro-B) (Figure 1).

Using such genetically arrested cells and a ChIP-seq experimental approach, it has recently been determined how Ebf1 and E2a contribute to an altered epigenetic landscape to specify lymphoid cells to the B cell lineage [5]. These results suggest that during the transition from pre-pro-B cell to pro-B cells, enhancers of E2a–regulated genes become mono-methylated on lysine 4 of histone H3 (H3K4me1). Subsequently, the transcription factors Ebf1 and Foxo1 (Forkhead box protein O1) are involved in accumulation of active histone modifications such as tri-methylation on lysine 4 of histone H3 (H3K4me3) at promoters of B cell-specifying genes [5]. In addition, findings from the same laboratory have shed light on Ebf1-mediated epigenetic regulation of its target genes [5]. Ebf1 targets were classified as ‘activated’, ‘repressed’ or ‘primed’ genes and it was observed that, in pro-B and pre-B cells (a later stage in B cell development), the ‘activated’ genes are enriched in H3K4me3 and acetylation on lysine 9 and 14 of histone H3 (H3ac) active chromatin modifications and show low levels on tri-methylated lysine 27 of histone H3 (H3K27me3), a repressive chromatin modification [5]. In contrast, ‘repressed’ genes show the opposite pattern of histone modifications, while enhancers of ‘primed’ genes are enriched for H3K4me1. Thus, the chromatin state of developmentally regulated genes appears to be coincident with their developmental potential. In addition, Global Run-On followed by massively parallel sequencing (GRO-seq) data, which measures ongoing transcription of genes performed on both *E2a deficient* (pre-pro-B) and *Rag1 deficient* (pro-B) cells has demonstrated differential transcription levels at of key developmental genes between these two cells types [17].

Te deep-sequencing technologies enabling elucidation of transcription and chromatin linked developmental programs are indeed a boon in understanding complex developmental programs and much has been gleaned from studying *differential* expression and chromatin status in mediating developmental progression. There is a recurring theme in such epigenetic studies of regulatory elements, however: the supposition that there is a direct link between the changing chromatin state at the promoters of a set of genes and developmental progression. Indeed, to date, almost all studies in developmental systems have focused on chromatin state alone, mRNA levels alone or, at most, a general intersection of chromatin state data with RNA expression data. We hypothesized that assessing the link between changes in chromatin state of protein-coding gene promoters and changes in protein abundance between two distinct stages of B cell development would yield a more refined picture of the link between the changing chromatin state of promoters and the real developmental programs experienced by the cells. We note that other studies have indicated that promoter activity status does not necessarily indicate a change in steady state RNA [18,19], however, we propose to expand on these previous studies by systematically investigating how well correlated *differential* promoter chromatin state is with concordant *differential* ongoing transcription and steady state mRNA levels, as well as *differential* protein levels. By generating and analyzing relative protein abundance and steady state RNA-seq data from pre-pro-B and pro-B cells, along with previously published chromatin and ongoing transcription data in the same cell types, we investigated the link between ongoing transcription, steady state mRNA, inferred mRNA stability and protein levels relative to promoter chromatin state. Our data confirm that active chromatin at gene promoters is a good indicator of appreciable levels of transcription and steady state mRNA and that differentially active chromatin states at promoters are generally good indicators of differential transcription and differential steady state mRNA levels. We further show that chromatin state changes at gene promoters frequently lead to changes in protein abundance. However, many differentially abundant proteins derive from genes whose promoters display active chromatin in both cellular states, generally due to various forms of post-transcriptional regulation. Taken together, these data shed light on differential regulation of proteins that may impact B cell development, but have been missed by ChIP-seq or RNA-based methods alone.

## Methods

### Cell culture

*Ebf1 −/−* pre-pro-B cells and *Rag2 −/−* pro-B cells were cultured on OP-9 stromal cells in Opti-MEM, supplemented with 5% defined FBS (HyClone SH30070.03), 2 mM glutamine, 1% penicillin/streptomycin, beta-mercaptoethanol (1:1000 dilution) and cytokines [pre-pro-B cells: Il-7 (5 ng/mL; Cell Signaling Technology 5217SC), Scf (10 ng/mL; Cell Signaling Technology 5223SC), Flt3l (10 ng/mL; R&D systems 427-FL-025); pro-B cells: Il-7 (5 ng/mL)] under standard tissue culture conditions [3]. Cells were harvested by washing media over stromal cells to liberate B cells, which were then placed in a fresh tissue culture flask to allow residual stromal cells to attach to the culture vessel for 30 minutes under standard tissue culture conditions; B cells in suspension were then removed and washed three times in cold phosphate buffered saline (pH 7.4) before downstream analysis. We note that *Ebf1 −/−* cells were derived from female embryonic E13.5 livers and *Rag2 −/−* null cells were derived from adult male bone marrow.

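The sex of the donors was visible in the RNA-seq libraries made from these cells, 1 library per cell type, for which the authors estimated FPKM, the fragments per kilobase of transcript scaled to library size, for each RefSeq transcript. Of 8 Y-linked genes examined, 4 reached an FPKM of at least 1 in a library, and all 4 were higher in pro-B cells. *Eif2s3y* (chromosome Y of mm9, 346986 to 365290) had an FPKM of 151 in pro-B cells (Cuffdiff's 95% confidence interval 34.6 to 268) and of 0.176 in pre-pro-B cells (interval 0 to 0.537). The FPKM of *Ddx3y* was 85.0 in pro-B cells and 0.151 in pre-pro-B cells. For *Uty* the FPKM was 55.3 and 0.0663, and for *Kdm5d* it was 19.4 and 0.0274, in the same order. *Zfy1*, *Zfy2*, *Usp9y* and *Sry* were listed at 0 in both libraries. *Xist*, the non-coding RNA of the inactive X chromosome, was singled out after its values were seen. Its more abundant transcript, NR_001463, had an FPKM of 505 in pre-pro-B cells (interval 0.191 to 1509) and of 1.60 in pro-B cells (interval 0.0636 to 3.52).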

### ChIP-seq analysis

Chromatin immuno-precipitation (ChIP) of tri-methylated lysine 4 of histone H3 (H3K4me3) and acetylated lysine 9 and 14 of histone H3 (H3ac) followed by massively parallel sequencing (ChIP-seq) in *Ebf1 −/−* pre-pro-B cells and *Rag1 −/−* pro-B cells was performed in Lin et. al. [5] (GEO accession: GSE21978). These raw data were obtained from the European Nucleotide Archive (ENA) and we assigned generic fastq quality scores to all reads, as no quality score was included with the sequence reads. Raw reads were aligned to the mouse reference genome (mm9) with Bowtie [20]. To generate predicted ChIP peaks, the MACS (Model-based Analysis of ChIP-Seq) algorithm was run on all samples (full parameter settings in Supplemental file 1) [21]. Peaks predicted for H3K4me3 and H3ac by MACS were merged for each cell line to demarcate ‘active regions’. Genes were predicted to have ‘active’ promoters as scored by MACS if a peak in the respective cell type overlapped by 10 base pairs (bp) a protein-coding RefSeq promoter, here defined by the 200 bp region upstream of the transcription start site (TSS).

As an alternative to MACS-based peak calling, to quantify the abundance of active chromatin modifications in discrete regions, reads of each ChIP-seq sample that showed any overlap with an interval as defined below were counted. These counts were normalized to the interval size and ChIP-seq library size, to generate a ChIP reads per kilobase per million reads value. H3K4me3 and H3ac ChIP reads per kilobase per million read values for each cellular state were summed to yield a cumulative ChIP reads per kilobase per million reads, which we refer to as the ‘cRPKM’ score. We calculated cRPKM for promoter regions, identified as 200 bp upstream and downstream of each annotated murine protein-coding RefSeq TSS (cRPKM_P_). For comparison, we further examined intervals of 400 bp from regions 2 kilobases (kb) upstream of TSSs (cRPKM_U_) and from 1 million random genomic intervals (cRPKM_R_). All ChIP-seq analysis was performed on Galaxy Cloudman using Amazon web services (AWS) [22,23].

### GRO-seq analysis

Global run-on sequencing was performed on *E2a −/−* pre-pro-B cells and *Rag1 −/−* pro-B cells in Lin et al. [17] (GEO accession: GSE40173). Corresponding raw data were obtained from ENA in fastq format, then cleaned by ‘Fastq quality trimmer by sliding window’ to trim both ends of the reads examining a window size of 3 nucleotides (nt), with a step size of 1 nucleotide, requiring ‘aggregates’ (windows) to meet a mean quality score greater than 20.0 for inclusion in the ‘cleaned’ data sets [24]. To filter reads of repetitive genes, cleaned GRO-seq reads were aligned to a custom genome consisting of all rRNA sequences (including immature) and the most canonical entry of each repetitive element in Repeat Masker (based on the Smith Watterman alignment score) with Bowtie [20]. Unmapped reads were mapped to a second custom genome consisting of the whole gene sequences of all mouse protein-coding RefSeq genes. Mapped reads were quantified as in [25] to generate reads per kilobase per million reads (RPKM) expression values for all protein-coding RefSeq genes. All differential RPKM expression values are expressed as log_10_(RPKM_pro-B_/RPKM_pre-pro-B_). All GRO-seq data analysis was performed with Galaxy Cloudman using AWS [22,23]. *E2a −/−* progenitor cells were derived from female embryonic E13.5 livers and *Rag1 −/−* pro-B cells were derived from male adult bone marrow.

### RNA-seq analysis

Total RNA was extracted from *Ebf1 −/−* pre-pro-B cells and *Rag2 −/−* pro-B cells by TRIzol, then subject to DNAse digestion to remove residual DNA and cleaned over a RNeasy (Qiagen 74104) column using the manufacturer’s ‘cleanup protocol’ to remove contaminants and deplete RNAs < 200 nt. RNA quality was assessed using a RNA 6000 nano total RNA kit (Agilent 5067-1511) with a 2100 Bioanalyzer (Agilent G2938C); all samples had RNA integrity numbers of 9.9. RNA samples were depleted of mature ribosomal RNA (rRNA) transcripts with Ribo ZERO (Epicentre RZH1064) following the manufacturer’s recommendation, using 2 µg of RNA as input. RNA depleted of rRNA was converted to indexed, strand-specific RNA sequencing libraries using the ScriptSeqv2 system (Epicentre SSV21106) following the manufacturer’s recommendation, using 50 ng of rRNA-depleted RNA as input. These RNA-seq libraries were sequenced on a HiSeq 2000 (Illumina SY-401–1001) to a read depth of ~90,000,000 single end 97 bp reads per sample. Raw reads were ‘cleaned’ using ‘Fastq quality trimmer by sliding window’ as described above. Cleaned reads were aligned to the mouse reference genome (mm9) with TopHat using strand-specific parameters [26]. Transcript abundance (measured as fragments per kilobase per million reads, FPKM) and differential expression estimates were generated by running Cuffdiff2.1.1 on the aligned reads using the protein-coding genes of RefSeq as the reference. RNA-seq analysis parameters are listed in Supplemental file 1 [27]. All differential FPKM expression values are expressed as log_10_(FPKM_pro-B_/FPKM_pre-pro-B_). All RNA-seq analysis was performed on Galaxy Cloudman using AWS [22,23]. FPKM/RPKM ratios were generated for each protein-coding RefSeq gene by dividing FPKM values of RNA-seq by RPKM values of GRO-seq.

### iTRAQ-based quantification of differential protein abundance

*Ebf1 −/−* pre-pro-B cells and *Rag2 −/−* pro-B cells were harvested as above, lysed in 0.5% SDS supplemented with complete EDTA-free protease inhibitors (Roche 11836170001) on ice, sonicated at 55 watts for 10 seconds for 5 cycles with an Ultrasonic Processor (GE601) at 4°C; samples were placed on ice for 1 minute between cycles. Lysates were clarified by centrifugation at 16,000 x *g* for 20 minutes at 4°C; then protein concentrations were determined using the BCA concentration assay (Pierce 23227), and samples were subsequently processed for iTRAQ analysis with the iTRAQ Reagents Multiplex Kit (AB Sciex 4352135) following the manufacturer’s recommendations with minor modifications. Briefly, 100 µg of each protein lysate was diluted to equal volumes with 0.5 M triethylammonium (dissolution buffer), then reduced using 3 mM tris-(2-carboxyethyl)-phosphine (TCEP, Reducing reagent) for one hour at 60°C and alkylated with iodoacetamide at a final concentration of 5.7 mM for 10 minutes at room temperature. Samples were diluted with 0.5 M triethylammonium to reduce SDS to < 0.05% and then digested with 1 µg Lys-C (Wako Chemicals USA, Inc.125-05061) for four hours at 37°C. Lys-C was inactivated by heating the digested peptides for 30 minutes at 60°C. Peptides were further digested with 1 µg trypsin (Promega V5111) for 12 hours at 37°C, then concentrated in a cooled speed vacuum to a volume of ~5 µL and diluted to 30 µL with 0.5 M triethylammonium. 3 µL of each peptide sample was removed to verify protein digestion by SDS-PAGE. The remaining 27 µL of the pre-pro-B and pro-B samples were labeled with iTRAQ 114 and iTRAQ 115, respectively. The labeled peptides from the two samples were mixed in equal amounts and diluted in 5 mM potassium phosphate buffer, 25% acetonitrile (pH 2.7) (solvent A). The labeled peptides were fractionated by offline strong cation exchange chromatography in the first dimension using a polysulfoethyl A column (5 µm, 200 × 2.1 mm, PolyLC) on an Agilent 1100 series HPLC system using a gradient of increasing salt concentration of up to 350 mM KCl in solvent A. A total of 9 fractions were prepared, dried in a vacuum dryer, reconstituted in 40 µL of 0.1% trifluoroacetic acid and desalted by STAGE-tips. Desalted peptides were loaded onto a trap column (2 cm, 3 µm size, 100 Å pore), separated in the second dimension by reversed phase liquid chromatography on an analytical column (15 cm, 3 µm, 100 Å) using Easy-nLC system (Thermo Scientific) and analyzed on a LTQ-Orbitrap Elite mass spectrometer (Thermo Scientific). The peptide ions were generated by spraying through a nanoelectrospray emitter tip (New Objective). The column contained 0.1% formic acid (solvent A) and was developed with solvent A mixed with the following steps or linear gradients of 90% acetonitrile, 0.1% formic acid (solvent B): 5% of solvent B for 2 min, 5–10% of solvent B for 2 min, 10–30% of solvent B for 70 min, 30–95% of solvent B for 11 min and 95% of solvent B for 17 min, all at a constant flow rate of 250 nL/min. The nanoelectrospray voltage used was 1.8 kV. Tandem mass spectrometry data were acquired in a data dependent manner. Briefly, the 15 most intense precursor ions from a precursor scan were selected for sequencing. Both MS and MS/MS scans were acquired using the *high-high* mode on an Orbitrap mass analyzer at resolution settings of 120,000 and 30,000, respectively. Higher energy collision dissociation technology was employed to fragment peptide ions with normalized collision energy of 35. The automatic gain control for full MS was set to 1,000,000 ions while for MS/MS it was set to 50,000 ions with maximum accumulation times of 100 msec and 300 msec, respectively.

The tandem mass spectrometry data obtained were searched against the mouse RefSeq 52 protein database using the Mascot database searching algorithm via Proteome Discoverer platform (version 1.4, Thermo Fischer Scientific). Search parameters were set as following: trypsin as the digestion enzyme allowing up to one missed cleavage; carbamidomethylation at cysteine and iTRAQ labeling at the N-terminus and lysine as a static modification; oxidation at methionine, protein N-terminal acetylation and pyroglutamine modification at glutamine as variable modifications; mass tolerance of 10 ppm for precursor ions and 0.8 Da for fragment ions. The cut-off of 1% false discovery rates was applied to peptide identification. Peptides unambiguously mapped to a single RefSeq gene were used for downstream integrative analysis.

## Results

### Examining the ability of chromatin modifications to predict changes in protein abundance – initial approach

To experimentally explore the power of differentially active chromatin modifications at promoters (which we will henceforth call predicted ‘active’ promoters) to predict differential protein levels from that gene, we first compared previously published chromatin data with proteomic data generated in our laboratory. Specifically, differential protein abundance between pre-pro-B and pro-B cells was determined using iTRAQ-based proteome quantification, a mass spectrometry technique that monitors relative changes in protein abundance across divergent cell types [28]. The resulting peptides were mapped to the RefSeq database to identify their cognate genes, enabling multi-omics analysis with genome-wide data. In addition, we used H3K4me3 and H3ac ChIP-seq data from pre-pro-B (*Ebf1 −/−* or ‘*Ebf1* null’) and pro-B (*Rag1 −/−* or ‘*Rag1* null’) cell lines (GEO accession: GSE21978) [5]. Initially, we employed the MACS peak calling strategy for identifying regions enriched in H3K4me3 and H3ac in both pre-pro-B and pro-B cells (see Methods). The identified peaks were then intersected with a database of murine protein-coding RefSeq promoters. A promoter was predicted to be ‘active’ if either a H3K4me3 or a H3ac peak overlapped the promoter.

As a first step in determining how closely changes in promoter chromatin state correlated with protein differential abundance, we identified predicted differentially active promoters between pre-pro-B and pro-B cell stages. ‘Exclusively pro-B’ promoters have a peak of either or both of the active chromatin modifications overlapping the promoter region in pro-B cells but not in pre-pro-B cells. We then examined whether a substantial portion of the proteins corresponding to the ‘exclusively pro-B’ active promoters were differentially abundant by iTRAQ-based proteome quantification. Plotting the differential protein abundance [log_2_(iTRAQ_pro-B/pre-pro-B_)] as a frequency graph shows a general lack of concordance between promoters predicted by the MACS algorithm to be in the ‘exclusively pro-B’ active class and higher levels of their proteins in pro-B cells (Figure 2A). We had expected that these proteins would show a sizable population of positive differential abundance (i.e. skew to the right) indicating that many would be up-regulated in pro-B cells (Figure 2A). There was a similar lack of concordance between promoters predicted to be ‘exclusively pre-pro-B’ active class and higher levels of their proteins in pre-pro-B cells (data not shown).

This discordance led us to revisit our analyses of the ChIP-seq data, but we were unable to find parameters for the MACS algorithm that successfully discriminated many promoters as active, even though visual inspection clearly showed they had peaks in both chromatin modifications (Supplemental Figure 1, black bars). MACS missed even intense signals when they were in broad peaks, and further modifying our parameters resulted in a large number of false positives (Supplemental Figure 1 and data not shown).

### Examining the ability of chromatin modifications to predict changes in protein abundance in early B cell development – a modified approach

Given these issues with the MACS algorithm, we asked if we could use RPKM (reads per kilobase per million reads), similar to methods employed in quantifying RNA-seq data, to categorize promoters into ‘active’ versus ‘inactive’ based on their cumulative H3K4me3 and H3ac modifications. We postulated that by using a defined promoter region for each gene and not requiring a ‘peak’ to have a particular shape, this approach would not suffer from some of the issues we encountered when using MACS to identify promoters enriched in these active chromatin modifications. We identified promoters as within 200 bp (+/−200 bp) of the transcription start site (TSS) of all protein-coding RefSeq genes and then counted the number of reads for H3K4me3 and H3ac in the ChIP-seq data that overlap these regions. Summing the values for both active chromatin modifications provides what we are calling the cumulative ChIP RPKM (cRPKM, see Methods), a cumulative index of predicted promoter activity. Its cumulative nature should improve analyses since we need to overcome sequencing depth issues as we note that the sequencing depths of the previously published H3K4me3 and H3ac ChIP-seq libraries were 70% lower and 17% lower, respectively, in pre-pro-B cells than in pro-B cells (library depth can be found in Supplemental File 2 and in reference [5]).

As an initial attempt to validate the cRPKM method, we determined the distribution of cRPKM values for promoter regions of all annotated protein-coding genes in RefSeq (cRPKM_P_) in both pre-pro-B and pro-B cells, and compared that to the distribution of cRPKM values for corresponding regions 2 kb upstream (cRPKM_U_) and for randomly generated 400 bp genomic intervals (cRPKM_R_) (Supplemental Figure 2A and B). These data demonstrate that a substantial proportion of promoters display higher cRPKM distribution than regions 2 kb upstream or random genomic regions, which uniformly displayed relatively low cRPKM scores (Supplemental Figure 2A and B). Notably, the distribution of cRPKM_P_ values of promoters of all proteincoding RefSeq genes exhibits a clear separation into sub-populations displaying low and high cRPKM_P_ scores in both pre-pro-B and pro-B cells (Supplemental Figure 2A). Since only a fraction of all promoters would be expected to be active in pre-pro-B or pro-B cells, and since the distribution of the low cRPKM_P_ scores of promoters reflects the distribution of cRPKM_U_ and cRPKM_R_ scores of regions not selected to be promoters, we infer that this low cRPKM_P_ sub-population of promoters corresponds to ones that are inactive in this cell type. Conversely, the high cRPKM_P_ sub-population corresponds to the active promoters. As shown in the plot in Supplemental Figure 2A (see arrow), a cRPKM value of 8 discriminates these distinct populations of active from inactive promoters.

To validate our cRPKM_P_ of > 8 cut-off for active promoters we calculated cRPKM_R_ for one million random 400 bp genomic intervals irrespective of RefSeq promoter location and determined if those with cRPKM_R_ values > 8 selectively identified promoter regions (Supplemental Figure 3). This was expected because H3K4me3 and H3ac modifications have previously been demonstrated to be enriched on transcriptionally active promoters [29]. We employed the Genometricorr package [30], using relative distance tests to determine whether the random genomic intervals with cRPKM_R_ > 8 and with cRPKM_R_ < 8 are positioned closer to or further away from RefSeq TSSs than expected by chance. Both the Jaccard similarity coefficient and the projection statistical test (Genometricorr’s name for a binomial test of query positions compared to reference intervals) indicate that the random genomic intervals of cRPKM_R_ > 8 showed significantly more overlap with RefSeq promoters than expected by chance (Supplemental Figure 3A and B; p < 0.01), and conversely that the random genomic intervals of cRPKM_R_ < 8 were depleted in these regions (Supplemental Figure 3C and D; p < 0.01). Using the Genomic Hyper browser to perform analogous statistical tests yielded similar results (Supplemental Figure 3E) [31]. Given that these H3K4me3 and H3ac chromatin modifications reside on the 5’ region of active genes, the cRPKM_P_ > 8 cut-off predicts active promoters. Gratifyingly, this new cRPKM_P_ method to assess RefSeq protein-coding promoter regions is able to accurately capture representative active promoter elements that were missed using the MACS peak-calling algorithm (Supplemental Figure 1, gray bars). Thus, we will use cRPKM_P_ > 8 to predict active promoters for our subsequent main analyses.

We next used the new cRPKM_P_ method with a cut-of of 8 to identify active or inactive promoters and grouped them into four classes according to their predicted differential activity between pre-pro-B and pro-B cells. The ‘active in both’ and ‘inactive in both’ classes represent a similar number of promoters (11,767 and 12,666, respectively) (Figure 3A). As expected, the exclusively active classes contain much lower numbers of promoters, with 325 identified as exclusively active in pre-pro-B cells (‘exclusively pre-pro-B’) and 1,656 as exclusively active in pro-B cells (‘exclusively pro-B’) (Figure 3A). However, those precise numbers might be affected by the depth of the ChIP-seq libraries, as addressed below. Very few genes displayed only H3K4me3 or only H3ac modifications on their promoters and all of these were the result of a single spurious amplicon skewing the number of reads observed, so those promoters were considered to be ‘inactive’. Importantly, this new cRPKM_P_ method correctly categorizes known differentially active genes, examples of which are shown in Figure 3B–E. As expected, the *E2a* promoter is classified as ‘active in both’, while the promoter of the muscle-specific *MyoD* gene [9] is classified as ‘inactive in both’ (Figure 3B and E). An example of a gene with a promoter representing the ‘exclusively pre-pro-B’ class is *Cd34*, which is known to be expressed in early hematopoiesis, including in multi-potent cells (Figure 3C) [32]. Also as expected, the developmentally regulated *Ikzf3* (Aiolos) promoter is in the ‘exclusively pro-B’ class, in agreement with previous data and its well documented transcription status during B cell development (Figure 3D and Figure 1) [33].

Using the now-verified cRPKM_P_ method to determine active promoters, we revisited our initial comparison of differentially active promoters with differential protein abundance. We again plotted the distribution of relative protein levels [log_2_(iTRAQ_pro-B/pre-pro-B_)] from promoters that were predicted to be exclusively active in pro-B cells (cRPKM_P_ method with a cut-off of 8, Figure 2B) and again we expected a substantial sub-population displaying higher protein abundance in pro-B than pre-pro-B cells (skewed to the right). This indeed was observed (Figure 2B), indicating that our cRPKM_P_ method yields a better correlation between predicted differential promoter activity and differential protein abundance. However, even using the cRPKM method to predict exclusively active pro-B promoters, an appreciable fraction does not display higher protein levels in pro-B cells (Figure 2B), contrary to expectation from a naïve strictly transcriptional regulatory model. An analogous comparison performed for genes with promoters predicted by cRPKM to be exclusively active in pre-pro-B cells also revealed an appreciable fraction that does not have higher protein levels in pre-pro-B cells (data not shown). Therefore, these populations indicate a lack of concordance between differential protein regulation and differential chromatin state. We next endeavored to investigate the coupling of chromatin regulation with the transcriptional and post-transcriptional steps of gene expression during these stages of B cell development by assaying the differential regulation occurring between pre-pro-B and pro-B cell stages by monitoring ongoing transcription (GRO-seq) through steady state mRNA levels (RNA-seq) and differential protein abundance (iTRAQ), relative to promoter chromatin status.

### cRPKM_P_ identified ‘active’ promoters identify stage specific transcriptionally active promoters

Since the predicted promoter classes have correctly identified key genes whose expression is known to be differentially regulated in the two different cell types (Figure 3) but do not fully correlate with differentially abundant proteins (Figure 2B), we asked how well these predicted promoter activity classes correlate with ongoing genome-wide transcription. To this end, we used publicly available global run-on-deep-sequencing (GRO-seq) data generated in murine pre-pro-B and pro-B cells (GEO accession: GSE40173) [17]. We aligned these strand-specific reads to a custom genome consisting of all gene loci that correspond to protein-coding RefSeq entries, and quantified the alignments to obtain reads per kilobase per millions reads (RPKM), as in [25]. We initially explored the relationship between cRPKM_P_ and RPKM by asking if our cRPKM_P_ cut-off of 8 delineates promoters that yield significant levels of transcription from those considered ‘inactive’, as would be expected. The cRPKM_P_ values for promoters of genes in the highest and with lowest quartiles of RPKM values were plotted against the extent of the RPKM value within that quartile, for pre-pro-B cells (Supplemental Figure 4A) and pro-B cells (Supplemental Figure 4B). As a group, the highly transcribed genes in the top quartile of GRO-seq values clearly have higher cRPKM_P_ values than the lowly transcribed genes in the bottom quartile (Supplemental Figure 4A and B), and the cRPKM_P_ cut-of of 8 is validated as it discriminates between these groups.

We next examined the interrelationship between our promoter classes and ongoing active transcription. To enable such an analysis, we plotted RPKM values of the four predicted promoter classes (described above), both as quartile distributions in box-and-whisker plots (Figure 4A and B) and as frequency distributions of log_10_(RPKM) (Figure 4C and D). We would expect that genes with promoters in the predicted ‘exclusively pre-pro-B’ class would be enriched for high RPKM values in pre-pro-B cells (Figure 4A) but should not be enriched for high RPKM values in pro-B cells (Figure 4B). The converse should also be true for genes whose promoters are in the predicted ‘exclusively pro-B’ class. Also, genes with promoters in the ‘active in both’ and ‘inactive in both’ classes should, consistently in both cell types, display higher and lower RPKM values, respectively. We do indeed find that if a promoter is classified as either ‘active in both’ or ‘exclusively pre-pro-B’, that gene is much more likely to have a higher RPKM value by GRO-seq in pre-pro-B cells (Figure 4A and C). The same holds true for the ‘active in both’ and ‘exclusively pro-B’ classes in pro-B cells (Figure 4B and D).

In considering the above data, we note that the numbers of RefSeq genes represented in the ‘inactive in both’ (12,666) and ‘active in both’ (11,767) predicted promoter classes are substantially higher than the exclusively active classes (325 for pre-pro-B and 1,656 for pro-B), so the sum of the distribution of the GRO-seq values for ‘inactive in both’ and ‘active in both’ predicted promoter classes represents the general distribution of GRO-seq values. Given this, we note that the distribution of GRO-seq values form two quite distinct populations, one that is transcribed two to three orders of magnitude lower than the other and that our cRPKM_P_ > 8 cut-off discriminates between these two populations. In fact, we find that while approximately one quarter of the genes with predicted ‘inactive in both’ promoters had an RPKM of zero (and therefore are not represented in Figure 4C and D), the remaining three quarters did show expression, primarily at very low levels (Figure 4C and D). This expression may represent transcription in only a very small fraction of the cells at any one time, and when assayed by ChIP-seq, these promoters may well not have appreciable active chromatin modifications yielding cRPKM < 8 scores. Some of these RNAs could also reflect initiation from TSSs that were not annotated by RefSeq. In addition, while genes in both ‘exclusively active’ promoter classes have markedly different RPKM distributions between the two cell types, the distinctions between these classes are less pronounced than those between the ‘inactive in both’ and ‘active in both’ classes (Figure 4A–D). The cause of this discordance is unclear but could be due to many possible causes, including to a potential temporal discordance between alterations in active transcription and acquisition of promoter chromatin modifications. Statistical analyses using the Wilcoxen-Mann-Whitney test (WMW or U-test), a non-parametric analog of the t-test used in determining significance between skewed or non-normally distributed populations [33,34], revealed that all four predicted promoter classes were significantly different from each other, in both cell lines (p < 0.0001).

We found that the ‘active in both’ predicted promoter class contained not only numerous housekeeping and pleiotropic genes, as expected, but also genes previously shown as being involved B cell and early progenitor stage identity. For example, special AT-rich sequence binding protein 1 (*SatB1*), AT-rich interactive domain 3a (*Arid3a*), *Foxo1*, homeobox protein A3 (*Hoxa3*), and runt-related transcription factor 2 (*Runx2*), all factors implicated in hematopoiesis, are in this group, but show different levels of ongoing transcription [5,35–38]. Thus, it is important to note that some of these genes do display differential expression, even though they are in the ‘active in both’ class, indicating a co-transcriptional means of regulation uncoupled from changing promoter chromatin status as assayed by these two modifications (see later sections). In the exclusively active classes, by essentially filtering the GRO-seq data with predicted promoter status, we are able to identify and enrich for genes that are regulated at the transcription level coupled to a specific chromatin state change and implicated in B cell development. Examples of genes that are included in this group are Pituitary-specific Pit-1, Octamer transcription factor, and neural Unc-86 transcription factor class 2 associating factor 1 (*Pou2af1*), *Aiolos* (*Ikzf3*) and Interferon regulatory factor 4 (*Irf4*), which are upregulated in pro-B cells, and *Cd34*, which is up-regulated in pre-pro-B cells [1,13,32,33,39].

As expected, when plotting the frequency distributions of differential ongoing transcriptional activity [log_10_(RPKM_pro-B_/RPKM_pre-pro-B_)], the ‘exclusively pre-pro-B’ and ‘exclusively pro-B’ predicted promoter classes segregate, demonstrating that a large fraction of genes in these classes exhibit differential ongoing transcription levels (Figure 4E and F). The MACS peak calling strategy (shown in Supplemental Figure 5) does not predict ongoing transcriptional levels of the exclusively active predicted promoter classes as clearly as does the cRPKM_P_ method (compare especially Figure 4C and F with Supplemental Figure 5C and F).

### cRPKM_P_ identified ‘active’ promoters identify stage specific steady-state mRNAs

Since ongoing transcription was expected to be highly correlated with promoter status and differential transcription with differential promoter status, we next asked if these general trends hold true when comparing the various predicted promoter classes with steady state RNA levels (Figure 5). To enable such an experimental test, we generated genome-wide RNA-seq data in our model system. Specifically, isolated total RNA from *Ebf1* null pre-pro-B cells and *Rag2* null pro-B cells was depleted of ribosomal and small RNAs using RiboZero and size exclusion columns, respectively. This mRNA-enriched preparation was subjected to standard RNA-seq library preparation and sequenced on an Illumina HiSeq 2000. 

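The targeted genes were examined first. In the library from *Ebf1* null pre-pro-B cells, *Ebf1* (NM_007897, chromosome 11 of mm9, 44430819 to 44821593) had an FPKM of 64.0 (Cuffdiff's 95% confidence interval 2.78 to 149), against 273 (interval 8.50 to 729) in pro-B cells. In the library from *Rag2* null pro-B cells, *Rag2* (NM_009020, chromosome 2, 101464875 to 101472685) had an FPKM of 22.9 (interval 1.75 to 44.3), against 34.5 (interval 2.88 to 66.7) in pre-pro-B cells. Each targeted gene was thus lower in the library of its own null cells, with overlapping intervals, and neither was at 0. An FPKM covers the whole RefSeq transcript, so these values do not show which part of each gene the reads came from. With 1 library per cell type, no difference between the cell types has a replicate check. By the authors' Supplemental Data File 2, 92.5 M reads were sequenced from pre-pro-B cells, of which 87.9 M (95.0%) aligned, and 87.7 M from pro-B cells, of which 79.8 M (90.9%) aligned. The authors aligned the 97 bp single-end reads to mm9 with TopHat 1.4.0, allowing up to 20 alignments per read, and estimated FPKM with Cuffdiff 2.1.1, which divides reads that match several transcripts or several places among them. The deposited values cover 30485 RefSeq transcripts, of which 26968 are protein-coding. An FPKM above 0 was given to 17464 protein-coding transcripts in pre-pro-B cells and to 16486 in pro-B cells. A listed 0 is not read as absence here. All 4 transcripts of *Zfp207*, with a summed FPKM of 158 in pre-pro-B cells, were listed at 0 in pro-B cells because their quantification failed, and the ribosomal protein gene *Rps27*, singled out after its values were seen, was listed at 0 in pre-pro-B cells. The predicted promoter classes, the GRO-seq RPKM and the protein ratios used beside the FPKM are the paper's values from Supplemental Data File 3, of which 1996 of 26414 entries, the first in alphabetical order of gene name, were available. The GRO-seq cells had other genotypes (*E2a* null pre-pro-B cells and *Rag1* null pro-B cells) than the RNA-seq cells.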

Sequence reads were aligned with TopHat, quantitative estimation of FPKM (fragments per kilobase per million reads) was assigned to each protein-coding RefSeq gene for each cell type, and differential expression was determined using Cuffdiff2.1.1 [26,27]. 

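Of the protein-coding RefSeq transcripts, 15073 had an FPKM above 0 in both cell types. At a threshold of 2-fold and without a pseudocount, 2899 of them (19.2%) were higher in pro-B cells, 3642 (24.2%) were lower in pro-B cells, and 8532 lay within 2-fold. A further 2391 transcripts had an FPKM above 0 only in pre-pro-B cells, 1413 only in pro-B cells, and 8091 were listed at 0 in both. The counts moved most when an FPKM of at least 1 was required in both libraries, which left 1320 higher and 1449 lower transcripts among 10127. Rescaling each library to TPM, which makes both sum to the same total, shifted every log2 ratio by -0.12, and rescaling by the median ratio shifted it by 0.07. With FPKM summed over the transcripts of each gene and a pseudocount of 1, the largest rises were those of *Igll1* (FPKM 1.17 in pre-pro-B cells and 798 in pro-B cells), *Pou2af1*, *Vpreb3* (2.02 and 877), *Vpreb1* (0.359 and 335) and *Slamf6* (1.02 and 347). The largest falls were those of *Cd34*, *Tyrobp* (463 and 1.28), *Fcer1g* (395 and 1.46), *Zfp207*, whose quantification failed in pro-B cells, and *Flt3*. The authors' deposited Cuffdiff table, made with a dispersion estimated across both libraries as if they were replicates and a false discovery rate of 0.05, calls 83 protein-coding transcripts significant, 66 lower and 17 higher in pro-B cells. Of these 83 transcripts, 80 were listed at 0 in 1 of the libraries. The other 3 are transcripts of *Akap12*, *Prkcb* and *Cecr2*, which were singled out after their values were seen. Among 160 transcripts of the genes examined by name here, 0 are called significant in that table.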

Not surprisingly, these steady state RNA levels demonstrate a general concordance with expected gene activity based upon predicted promoter classes (Figure 5A–D). 

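Among the genes that Figure 3 shows as examples of the promoter classes, *Tcf3*, which encodes E2a and represents the 'active in both' class, lies on chromosome 10 of mm9 (79872259 to 79896392). Its FPKM summed over 8 transcripts was 42.4 in pre-pro-B cells and 97.5 in pro-B cells, a log2 ratio of 1.20. The most abundant of these transcripts, NM_001164151, had an FPKM of 18.4 (Cuffdiff's 95% confidence interval 0.287 to 45.1) and of 38.4 (interval 0.0340 to 99.6). *Myod1*, the example of the 'inactive in both' class, was listed at 0 in both libraries, and 3 fragments would have given it an FPKM of 0.0184 in pre-pro-B cells and of 0.0203 in pro-B cells. Of other genes that define these stages in Figure 1 or the introduction, *Pax5* had an FPKM of 1.13 in pre-pro-B cells and 239 in pro-B cells, and *Kit* had 107 and 0.377. The FPKM of *Rag1* was 24.4 in pre-pro-B cells and 64.4 in pro-B cells. *Ikzf1* (240 and 133) and *Il7r* (349 and 424) differed by less than 2-fold.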

The distribution of FPKM values for the different predicted promoter classes demonstrates higher steady state mRNA levels for active promoters, whether ‘active in both’ or ‘exclusively’ active in the appropriate cell type. Thus, the ‘exclusively pre-pro-B’ predicted promoter class displays higher FPKM levels than the ‘exclusively pro-B’ class in pre-pro-B cells, and vice versa in pro-B cells. However, the differences between these ‘exclusive’ classes appear less substantial, although statistically significant, than the different distributions of abundance between the ‘active in both’ and ‘inactive in both’ predicted promoter classes (Figure 5A–D), as was also observed in the GRO-seq analysis (WMW p < 0.0001) (Figure 4). 

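In the available part of Supplemental Data File 3, with the paper's class assignments, the median FPKM of the 809 'active in both' transcripts was 8.11 in pre-pro-B cells (95% interval of the median, from its order statistics, 7.09 to 9.09) and 6.81 in pro-B cells (interval 5.92 to 8.11). The 23 'exclusively pre-pro-B' transcripts had a median FPKM of 2.10 in pre-pro-B cells (interval 0.0392 to 5.88) and of 0.0186 in pro-B cells (interval 0.000100 to 0.0839). The 111 'exclusively pro-B' transcripts had a median FPKM of 0.0806 in pre-pro-B cells (interval 0.0276 to 0.240) and of 0.0620 in pro-B cells (interval 0.00437 to 0.184). In pre-pro-B cells, an FPKM of at least 1 was reached by 60.9% of the 'exclusively pre-pro-B' transcripts (exact 95% confidence interval 38.5 to 80.3) and by 31.5% of the 'exclusively pro-B' transcripts (interval 23.0 to 41.0). In pro-B cells it was reached by 0 of 23 'exclusively pre-pro-B' transcripts, which allows a share of up to 14.8%, and by 28.8% of the 'exclusively pro-B' transcripts (interval 20.6 to 38.2). Among transcripts with an FPKM above 0 alone, the median of the 'exclusively pro-B' class was 0.467 in pro-B cells, the largest relative move of a class median above 0 under the alternatives tried. From the FPKM distributions of all genes in Figure 5, the paper concludes that promoters predicted to be active have higher steady state mRNA levels.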

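In the available part of Supplemental Data File 3, 392 of the 1053 'inactive in both' transcripts had an FPKM above 0 in pre-pro-B cells (37.2%, exact 95% confidence interval 34.3 to 40.2), and 319 had one in pro-B cells (30.3%, interval 27.5 to 33.2). An FPKM above 0 in at least one of the libraries was found for 482 of them (45.8%), and in both libraries for 229 (21.7%). Among those above 0, the median FPKM was 0.147 in pre-pro-B cells and 0.109 in pro-B cells. An FPKM of at least 1 was reached by 9.69% of the class in pre-pro-B cells and by 7.12% in pro-B cells, against 83.7% and 79.7% of the 'active in both' class.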

Only one third of the genes in the predicted ‘inactive in both’ predicted promoter class yielded transcripts with detectable RNA by RNA-seq (FPKM > 0), consistent with their inactive chromatin status, and the majority of these transcripts displayed several orders of magnitude lower RNA abundance than genes in the ‘active in both’ predicted promoter class. As expected, the exclusively active promoter classes display global differential steady-state mRNA expression levels [log_10_(FPKM_pro-B_/ FPKM_pre-pro-B_)] (Figure 5E and F). 

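The change between cell types was computed for transcripts of the available part with an FPKM above 0 in both libraries. Of 16 such 'exclusively pre-pro-B' transcripts, 14 were at least 2-fold lower in pro-B cells and 1 was at least 2-fold higher, with a median log10 ratio of pro-B to pre-pro-B FPKM of -1.98. Of 64 'exclusively pro-B' transcripts, 28 (43.8%) were at least 2-fold higher in pro-B cells and 20 (31.2%) were at least 2-fold lower, with a median log10 ratio of 0.143. In the 'active in both' class, 107 of 738 transcripts (14.5%) were higher and 159 (21.5%) were lower. In the 'inactive in both' class, 62 of 229 transcripts (27.1%) were higher and 84 (36.7%) were lower.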

The MACS strategy was employed to predict promoter classes (Supplemental Figure 6) and was much less successful at faithfully classifying differentially active promoters (compare Figure 5C and F with Supplemental Figure 6C and F).

Within the cRPKM_P_ defined ‘active in both’ predicted promoter class some genes do display differential steady state RNA levels between pre-pro-B cells and pre-B cells. 

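Of the 'active in both' genes named above for their roles in hematopoiesis, *Satb1* (chromosome 17 of mm9, 51875512 to 51972615) had an FPKM summed over its 4 transcripts of 199 in pre-pro-B cells and of 1.99 in pro-B cells, a log2 ratio of -6.64. *Arid3a* (chromosome 10, 79389788 to 79417763) had an FPKM of 30.6 (Cuffdiff's 95% confidence interval 1.46 to 79.8) in pre-pro-B cells and of 6.42 (interval 0.230 to 17.5) in pro-B cells, so that the intervals overlapped. *Foxo1* (chromosome 3, 52072259 to 52154031) rose from an FPKM of 1.78 (interval 0.00712 to 3.59) to 53.3 (interval 12.5 to 94.1), and these intervals did not overlap. The FPKM of *Hoxa3* was 3.44 (interval 0 to 8.64) and 0.203 (interval 0 to 0.653), with overlap. *Runx2*, summed over its 6 transcripts, had an FPKM of 22.3 in pre-pro-B cells and of 0.307 in pro-B cells, all of the latter from NM_001145920. For each transcript of *Satb1* and *Runx2*, the intervals of the cell types overlapped. Those of the most abundant *Satb1* transcript, NM_001163630, were 0.590 to 283 in pre-pro-B cells and 0.0264 to 4.69 in pro-B cells.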

As indicated above, numerous genes also displayed differential ongoing transcription (GRO-seq), thus there are likely co-transcriptional and post-transcriptional means of regulating mRNA levels (e.g. RNA stability, see below). In the exclusively active classes, by filtering the RNA-seq data with predicted promoter status, we are able to identify and enrich for genes that are likely mostly transcriptionally regulated in a specific developmental program (i.e. at the level of chromatin—active in both-, but differential ongoing transcription and differentially maintained steady-state RNA levels). Examples of known B cell development regulatory genes that are included in this group are *Pou2af1*, *Aiolos* (Ikzf3), and *Irf4* that are upregulated in pro-B cells, while *Cd34* and *Flt3* are upregulated in pre-pro-B cells, most of which were also identified as displaying differential ongoing transcription (GRO-seq) [1,6,13,32,33]. However, there are a number of genes that appear to have differential mRNA abundance that cannot be ascribed to differential levels of ongoing transcription (see below).

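*Pou2af1* (chromosome 9 of mm9, 51021795 to 51048184) had an FPKM of 1.63 in pre-pro-B cells (Cuffdiff's 95% confidence interval 0 to 3.25) and of 860 in pro-B cells (interval 118 to 1597), a log2 ratio of 9.05. *Ikzf3* (chromosome 11, 98326216 to 98407345) had an FPKM of 0.471 (interval 0 to 1.89) and of 71.6 (interval 8.97 to 197), a log2 ratio of 7.25. *Irf4* (chromosome 13, 30841095 to 30858796) had an FPKM of 9.90 (interval 1.08 to 18.8) and of 272 (interval 8.54 to 536), a log2 ratio of 4.78, and its intervals overlapped. *Cd34* (chromosome 1, 196765015 to 196787486) had an FPKM summed over its transcripts of 534 in pre-pro-B cells and of 1.52 in pro-B cells. Its more abundant transcript, NM_133654, had an FPKM of 457 (interval 49.0 to 866) and of 1.29 (interval 0 to 3.75). *Flt3* (chromosome 5, 148142317 to 148212065) had an FPKM of 303 (interval 5.91 to 746) and of 0.916 (interval 0 to 2.90), a log2 ratio of -8.37. In the authors' deposited Cuffdiff table, none of these transcripts is called significant, and the smallest q-value among them is 0.103, that of *Irf4*.

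**Figure D1:**
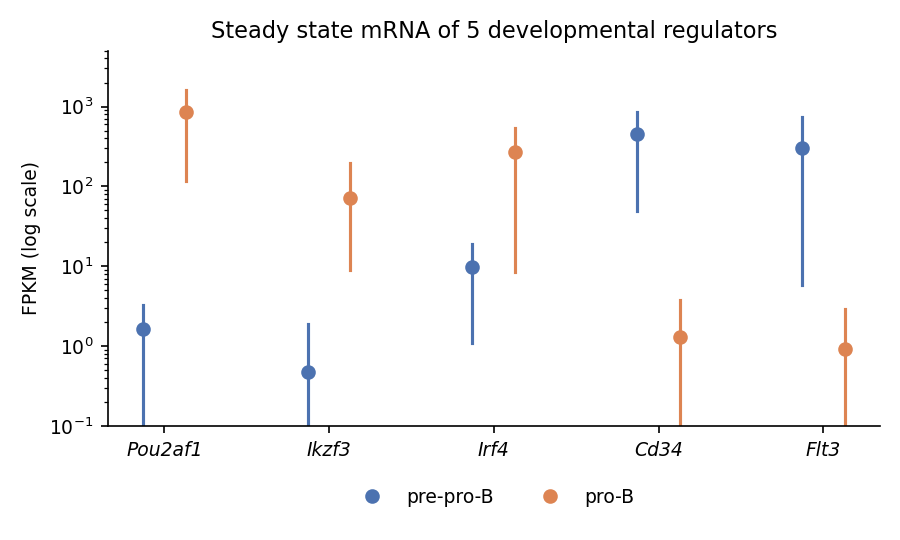
FPKM (log axis) of *Pou2af1*, *Ikzf3*, *Irf4*, *Cd34* (transcript NM_133654) and *Flt3* in the pre-pro-B and the pro-B library, 1 library each. Points are FPKM and lines are Cuffdiff's 95% confidence intervals, drawn down to the axis where the lower limit is 0. The intervals overlap for *Irf4* alone among the 5 genes.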

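In the available part of Supplemental Data File 3, 737 'active in both' transcripts had an FPKM above 0 and, in the paper's GRO-seq values, an RPKM above 0 in both cell types. The FPKM of 266 of them (36.1%) differed at least 2-fold between the cell types. For 160 of these 266, the paper's RPKM differed by less than 2-fold. Genes with several RefSeq transcripts accounted for 76 of the 160 (47.5%), against 34.7% of the 737. For 44 of the 160 (27.5%), the FPKM summed over all transcripts of the gene changed less than 2-fold.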

### A subset of genes with ‘active’ promoters are regulated by RNA stability

In order to understand the role that RNA stability may play in regulating early B-cell development, we next compared our GRO-seq with our steady-state RNA-seq data for all expressed genes. Specifically, we plotted RPKM (ongoing transcription) versus FPKM (steady state mRNA) for both cell types, scoring each promoter class separately as well as all genes together (Supplemental Figure 7). These data were divided into quadrants to more easily separate active and relatively inactive genes. As expected, genes with promoters in the predicted ‘active in both’ class display the densest distribution in the upper right quadrant for both cell types, i.e., high RPKM and high FPKM values (Supplemental Figure 7A and B). Conversely, genes with promoters in the predicted ‘inactive in both’ class display the greatest density in the lower left quadrant, i.e., low RPKM and low FPKM (Supplemental Figure 7C and D), with the majority of the genes in this promoter class not represented on these plots as they did not have measurable RPKM and/or FPKM values. 

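With the quadrant lines of Supplemental Figure 7, at an RPKM of 0.1 and an FPKM of 1, the available 'active in both' transcripts with both values above 0 were counted with the paper's RPKM. In pre-pro-B cells, 656 of 764 (85.9%) had high RPKM and high FPKM, 65 (8.51%) had high RPKM and low FPKM, 20 (2.62%) had low RPKM and high FPKM, and 23 (3.01%) were low in both. In pro-B cells, 637 of 757 (84.1%) were high in both, 77 (10.2%) had high RPKM and low FPKM, 8 (1.06%) had low RPKM and high FPKM, and 35 (4.62%) were low in both. Of the 'inactive in both' transcripts, 350 in pre-pro-B cells and 305 in pro-B cells had both values above 0. Low RPKM and low FPKM were found for 53.4% and 56.7% of these, high values of both for 21.4% and 21.3%, high RPKM with low FPKM for 18.3% and 18.7%, and low RPKM with high FPKM for 6.86% and 3.28%.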

For genes with promoters in the exclusively active predicted classes, one would expect the high density signal to be in the upper right quadrant (high RPKM and FPKM) for the cognate cell type and in the lower left quadrant for the alternate cell type (low RPKM and FPKM). This is indeed the case for genes with promoters in the predicted ‘exclusively pre-pro-B’ class (Supplemental Figure 7E and F) and for genes with promoters in the predicted ‘exclusively pro-B’ class in pro-B cells (Supplemental Figure 7H). However, genes with promoters in the predicted ‘exclusively pro-B’ class in pre-pro-B cells show a significant deviation from this pattern, with two obvious populations, not only the expected low RPKM and low FPKM population but also an appreciable amount of a high RPKM and high FPKM population (Supplemental Figure 7G). That population could potentially be explained if the lower ChIP-seq library depth in pre-pro-B cells, which was noted above, led to under-calling of promoters with activating chromatin modifications in this cell type. This would cause some promoters that should really be in the ‘active in both’ class to be mis-classified as ‘exclusively pro-B’. Nonetheless, there is a clear enrichment of differentially active genes based upon our predictions in both ‘exclusively pre-pro-B’ and ‘exclusively pro-B’ classes, compared to the distribution of all genes (Supplemental Figure 7I and J) and the ‘active in both’ and ‘inactive in both’ classes.

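Of the 81 available 'exclusively pro-B' transcripts with both values above 0 in pre-pro-B cells, 41 (50.6%) had low RPKM and low FPKM, 21 (25.9%) had high RPKM and high FPKM, 13 (16.0%) had low RPKM and high FPKM, and 6 (7.41%) had high RPKM and low FPKM. In pro-B cells, 24 of 74 (32.4%) were high in both, 28 (37.8%) were low in both, 14 (18.9%) had high RPKM and low FPKM, and 8 (10.8%) had low RPKM and high FPKM. The 'exclusively pre-pro-B' class was smaller. In pre-pro-B cells 11 of 19 transcripts were high in both and 4 were low in both, and in pro-B cells 12 of 16 were low in both and 4 had high RPKM and low FPKM. The RPKM are the paper's.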

A small but obvious minority of the genes in each promoter class, but especially the ‘active in both’ predicted promoter class, have much lower FPKM (steady state RNA) than RPKM (ongoing transcription) levels (bottom portion of the graphs in Supplemental Figure 7A and B and highlighted in Supplemental Figure 8A and B). This suggests that the transcripts of these genes may be markedly unstable and that RNA stability of these genes could possibly play a significant role in early B cell development. 

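An FPKM can be turned into the approximate number of fragments behind it by multiplying by the transcript length in kilobases and the library's aligned reads, on the scale of the FPKM. On this conversion the FPKM of all transcripts add up to 93.2% of the aligned reads in pre-pro-B cells and 93.3% in pro-B cells. The aligned reads cancel in this share, so it does not show how many of them came from these transcripts. Among all protein-coding transcripts with an FPKM above 0, 8 of 9314 that are the single transcript of their locus had an FPKM worth less than 1 fragment in pre-pro-B cells (0.0859%, exact 95% confidence interval 0.0371 to 0.169). Where several transcripts share a locus, 883 of 8150 did (10.8%, interval 10.2 to 11.5). In pro-B cells the numbers were 12 of 8859 (0.135%, interval 0.0700 to 0.236) and 940 of 7627 (12.3%, interval 11.6 to 13.1). A transcript was counted as collapsing when its FPKM was above 0 and below 0.01 in one cell type, the level of the boxes in Supplemental Figure 8, and at least 1 in the other. There were 346 such transcripts, 124 low in pre-pro-B cells and 222 low in pro-B cells, and for 286 of them (82.7%, interval 78.2 to 86.5) the low FPKM was worth less than 1 fragment. Of the 346, 320 (92.5%, interval 89.2 to 95.0) belong to genes with several RefSeq transcripts, against 36.0% of the 12875 transcripts with an FPKM of at least 1 in a library. Of all transcripts above 0 and below 0.01, such genes held 85.0% of 1192 in pre-pro-B cells and 88.3% of 1168 in pro-B cells. Most of the 92.5% thus goes with the low FPKM itself. For 138 of the 346 (39.9%, interval 34.7 to 45.3), the FPKM summed over the gene changed less than 2-fold, against 63.9% of the 12875. With the low level set at 0.1 instead of 0.01, the alternative that moved these shares most, 59.0% of the collapsing transcripts belonged to genes with several transcripts and 21.2% had a gene total that changed less than 2-fold.

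**Figure D2:**
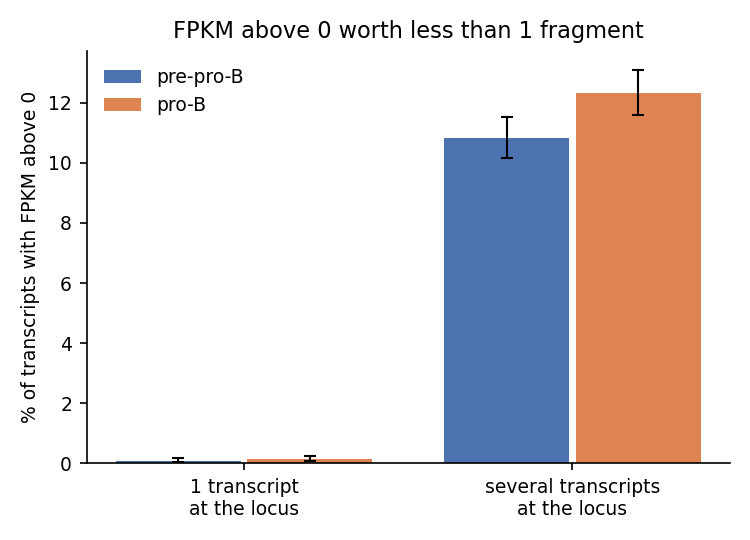
Percent of protein-coding transcripts with an FPKM above 0 whose FPKM is worth less than 1 fragment, by whether 1 or several transcripts lie at the locus, in the pre-pro-B and the pro-B library. Error bars are exact 95% binomial confidence intervals. The bars for loci with 1 transcript stand at 0.0859% and 0.135%, and those for loci with several transcripts at 10.8% and 12.3%.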

To examine whether the genes displaying this apparent RNA instability are the same or different between the two cell types, we specifically compared their differential expression values in the two cell types by plotting the differential steady state mRNA abundance [log_2_(FPKM_pro-B_/FPKM_pre-pro-B_)] on the Y axis and differential ongoing transcription [log_2_(RPKM_pro-B_/RPKM_pre-pro-B_)] on the X axis, color-coding these data for the two cell types (Supplemental Figure 8C). There are three discrete sub-populations, with the majority of these genes exhibiting large positive or negative differential levels of steady state mRNA level between the two cell types but minimal differential levels of ongoing transcription. 

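Of the available 'active in both' transcripts, 15 lay in the low-FPKM population in pre-pro-B cells and 18 in pro-B cells, counted as an FPKM above 0 and below 0.01 with the paper's RPKM above 0.1. Only 2 lay in it in both cell types, which makes 31 transcripts in all. Each of the 31 belongs to a gene with several RefSeq transcripts, against 38.4% of the 'active in both' transcripts. Among all protein-coding transcripts with an FPKM above 0 and below 0.01, the share was 85.0% in pre-pro-B cells and 88.3% in pro-B cells. For 21 of the 31 (67.7%), the FPKM summed over the transcripts of the gene changed less than 2-fold between the cell types. In the library where the transcript was low, the summed FPKM of the gene was at least 1 for 26 of the 31.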

Color-coding the genes to indicate ones that are in this low-FPKM sub-population only in pre-pro-B cells (orange), only in pro-B cells (burgundy) or in both cell types (blue) shows that a large proportion of these genes exhibit this striking instability only in pre-pro-B cells or only in pro-B cells, although some genes exhibit the same differential in both cell types (Supplemental Figure 8C). 

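*Dnmt3a* and *Creb1* each have 3 RefSeq transcripts in the deposited values. The *Dnmt3a* transcript NM_001271753 (gene on chromosome 12 of mm9, 3806007 to 3914443) had an FPKM of 5.88 in pre-pro-B cells (Cuffdiff's 95% confidence interval 0.00334 to 16.7) and of 0.00261 in pro-B cells (interval 0 to 0.00354), the latter worth 2.02 fragments. NM_007872 went the other way, from an FPKM of 0.00596 (interval 0 to 0.0100) to 4.75 (interval 0.0177 to 12.2). NM_153743 had an FPKM of 17.7 (interval 0.858 to 37.9) in pre-pro-B cells and of 9.44 (interval 0.123 to 20.5) in pro-B cells. Summed over the gene, the FPKM of *Dnmt3a* was 23.6 in pre-pro-B cells and 14.2 in pro-B cells, a 1.66-fold difference. For *Creb1* (chromosome 1, 64579378 to 64651121), NM_009952 had an FPKM of 0.00730 in pre-pro-B cells (interval 0 to 0.00612, which lies below the estimate) and of 15.6 in pro-B cells (interval 0 to 48.3). NM_001037726 had an FPKM of 5.29 in pre-pro-B cells (interval 0 to 22.6) and was listed at 0 in pro-B cells. The most abundant transcript, NM_133828, had an FPKM of 48.3 (interval 2.31 to 95.2) and of 50.0 (interval 1.80 to 104). The summed FPKM of *Creb1* was 53.6 in pre-pro-B cells and 65.6 in pro-B cells, a 1.22-fold difference.

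**Figure D3:**
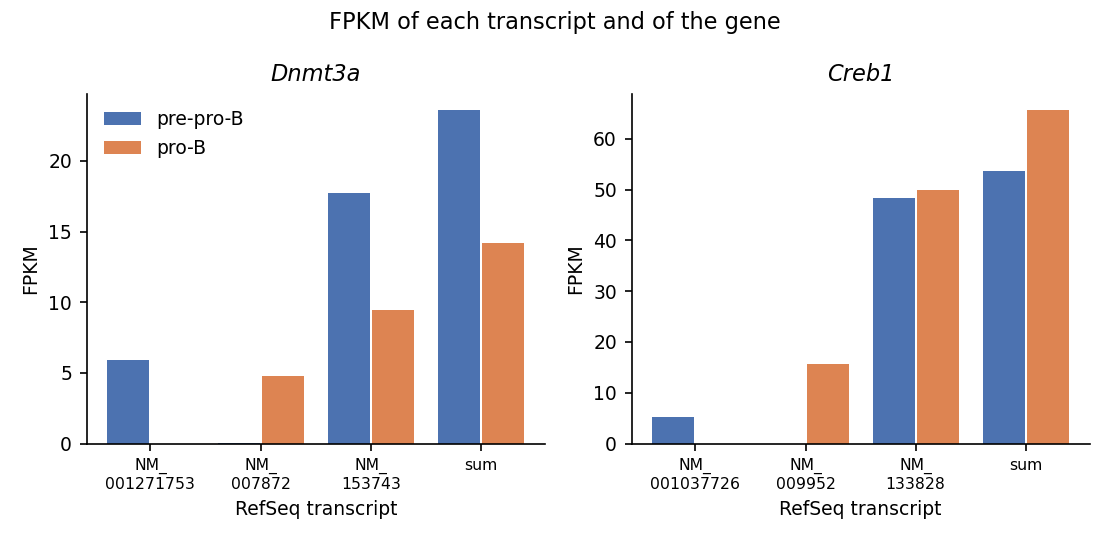
FPKM of each RefSeq transcript of *Dnmt3a* and *Creb1* and their sum per gene in the pre-pro-B and the pro-B library, 1 library each. Each gene has a transcript near 0 in pre-pro-B cells and another near 0 in pro-B cells, while the sums differ by 1.66-fold and 1.22-fold.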

Intriguingly, several genes encoding transcription factors and chromatin modifiers (along with many others) previously implicated in B cell development were identified to be amongst these differentially unstable mRNAs, including [(DNA methyltransferase 3a (*Dnmt3a*) and cyclic AMP responsive element binding protein 1 (*Creb1*)] [40,41]. These analyses also identified genes encoding many zinc finger proteins (Zfp) and zinc finger and BTB (Zbtb) transcription factors of unknown import to B cell development (*Zfp27*, *Zfp94*, *Zfp120*, *Zfp275*, *Zfp710*, *Zfp821*, *Zbtb3*, *Zbtb25*, *Zbtb43*, *Zbtb44*) as potentially being regulated post-transcriptionally through a mechanism that affected RNA stability (see supplemental file 3).

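All 10 of these zinc finger and BTB genes have 2 or 3 RefSeq transcripts, and in each gene at least one transcript had an FPKM above 0 and below 0.01 in one of the cell types. In *Zfp120* (chromosome 2 of mm9, 149940142 to 149962444), NM_023266 had an FPKM of 0.000922 in pre-pro-B cells, worth 0.327 fragments, and of 9.55 in pro-B cells, while NM_181266 had 15.2 and 5.88. The summed FPKM of *Zfp120* was 15.2 in pre-pro-B cells and 15.4 in pro-B cells, and this difference changes sign when the libraries are rescaled to TPM. In *Zfp275* (chromosome X, 70587959 to 70604419), NM_031494 fell from an FPKM of 2.93 to 9.99e-05, worth 0.0508 fragments, while NM_001160229 had 5.46 and 5.69, and the sum was 8.40 in pre-pro-B cells and 5.70 in pro-B cells. *Zfp27* (chromosome 7, 30678352 to 30691591) had a summed FPKM of 7.98 in pre-pro-B cells and of 0.0642 in pro-B cells, a log2 ratio of -6.96, and its more abundant transcript NM_001037707 fell from 4.68 (Cuffdiff's 95% confidence interval 0.0638 to 11.1) to 0.0641 (interval 0 to 0.204). Without *Zfp27*, the largest difference in a summed FPKM among these genes was the 2.41-fold fall of *Zbtb43*, from 12.3 to 5.10. The sums of *Zbtb44* (39.4 and 17.0) and *Zfp710* (5.42 and 2.67) also fell by more than 2-fold. With the libraries rescaled by their median ratio the fall of *Zfp710* was 1.94-fold, and with them rescaled to TPM it was 2.21-fold. The sums of *Zfp94*, *Zfp821*, *Zbtb3* and *Zbtb25* changed by less than 2-fold. From the low FPKM of these genes beside their ongoing transcription, the paper proposes that a mechanism acting on RNA stability regulates them after transcription.

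**Figure D4:**
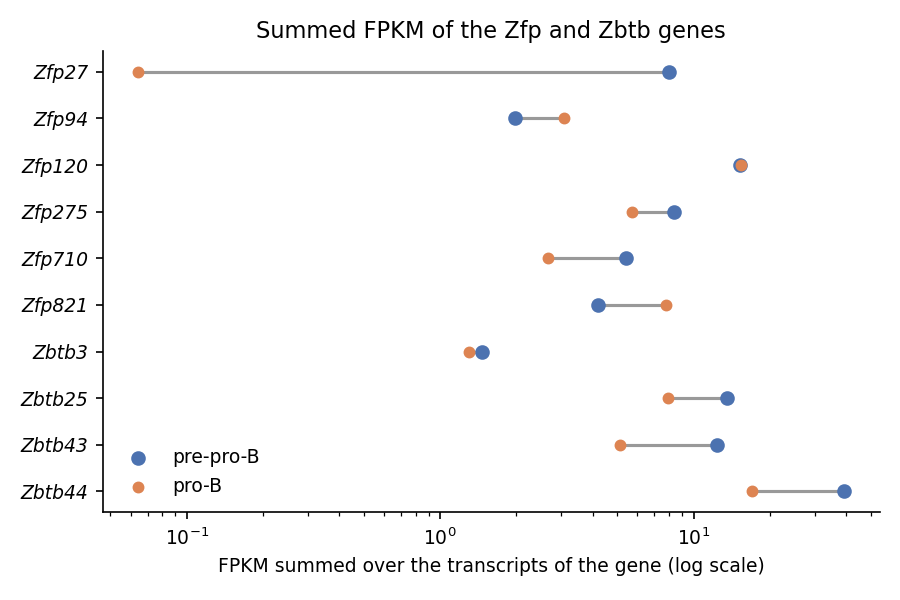
FPKM summed over the RefSeq transcripts of each Zfp and Zbtb gene (log axis) in the pre-pro-B and the pro-B library, 1 library each, with a line joining the 2 values of a gene. *Zfp27* spans a log2 ratio of -6.96, and the next largest difference is the 2.41-fold fall of *Zbtb43*.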

Since we observed that certain populations of genes could have such dramatic cell type specific differential between steady state mRNA levels and ongoing transcription levels, we explored the global relationship between our predicted promoter classes and mRNA stability—specifically asking if promoter status may somehow be linked to this type of post-transcriptional regulation. By taking the ratio of FPKM (steady state mRNA) and RPKM (ongoing transcription) values for all protein-coding RefSeq genes, we generated an inferred measure of stability for each transcript. While the frequency distributions of these calculated ratios for the two exclusively active predicted promoter class appears quite similar in both cellular state (Figure 6A and B), and when compared between cellular states (Figure 6C), statistical analyses reveal that these actually represent different populations (WMW p < 0.0001), with the ranked means of the active classes being larger than the inactive classes (i.e. active groups appear to generate more stable mRNAs). Thus, it is tempting to speculate that the modifications on active promoters (in this case H3K4me3 and H3ac) not only affect the transcriptional on/off state, but also transcript stability, perhaps through their reported role in facilitating elongation [42]. This same analysis performed with the MACS-based promoter prediction strategy showed no striking global differences (Supplemental Figure 9). 

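The log10 ratio of FPKM to the paper's RPKM was computed for the available transcripts with both values above 0. In the 'active in both' class its median was 1.02 in pre-pro-B cells (quartiles 0.659 and 1.31, 764 transcripts) and 0.973 in pro-B cells (quartiles 0.584 and 1.31, 757 transcripts). In the 'inactive in both' class the median was 0.584 in pre-pro-B cells (quartiles 0.0210 and 1.02) and 0.503 in pro-B cells (quartiles -0.0913 and 1.11). The 'exclusively pre-pro-B' class had medians of 0.827 over 19 transcripts and 0.0653 over 16, in the same order, and the 'exclusively pro-B' class had medians of 0.813 over 81 transcripts and 0.636 over 74. The ratios join *Ebf1* null and *Rag2* null RNA-seq cells with GRO-seq cells of other genotypes.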

Taken together, these data show that a number of genes display differential stability in a developmental stage specific manner.

### The majority of differentially abundant proteins do not derive from differentially active promoters

We next returned our focus to the relationship of the predicted promoter classes with differential protein abundance and, thus, regulation of B cell development. The above mentioned iTRAQ-based proteome quantification from pre-pro-B cells and pro-B cells generated in our laboratory yielded 27,662 peptides which mapped to 3,129 unique proteins. While most proteins displayed no differential abundance, we identified 337 differentially abundant proteins between the cell types (based on +/−1.5 fold change) (Figure 7A–D, unshaded area). A number of these agree with previously published results, verifying our analyses and appropriate differential expression of these genes in our model system. *Ikzf3* (Aiolos), *Pou2af* and *Irf4* , genes previously shown to be up-regulated in pro-B cells, are in our ‘exclusively pro-B’ predicted promoter class and are up-regulated in our proteome data (Figure 3, Supplemental File 3) [33,39,42,43]. Also, *Cd34* and *Flt3*, well-established to be down-regulated upon progression through the hematopoietic differentiation program [32], are in our ‘exclusively pre-pro-B’ predicted promoter class (Figure 3, Supplemental Data File 3) and are down-regulated in our proteome data. Interestingly, our data identify a number of additional proteins that display lower abundance levels at the pro-B cell than pre-pro-B cell stage, consistent with a role in the earliest stages of B cell specification. One example is Cst7 (leukocystatin), which is known to regulate effector serine proteases in thymocytes (T cells) and natural killer cells (NK cells) [44], and we find is ~7 fold down-regulated in pro-B cells at the protein level. Since pre-pro-B cells are a common lymphoid progenitor with the capacity to differentiate towards many immune cell lineages, Cst7 may be in a poised state in pre-pro-B cells, to be up-regulated if the differentiation cascade follows a T cell or NK cell pathway or down-regulated if the differentiation cascade proceeds down the B cell pathway.

Given the mass spectrometry methodology and strategy we employed, we were able to perform integrated analyses on only a subset of the genes and promoters used in our previous analyses (with all identified peptides mapping to 3,129 RefSeq genes, versus 26,414 genes assayed by ChIP-seq, GRO-seq and RNA-seq). The largest number of iTRAQ identified proteins come from genes with unchanging predicted promoter classes, almost all of these are from the predicted ‘active in both’ promoter class (2,808 proteins). However, a few are from the predicted ‘inactive in both’ class (189 proteins); they could derive from gene products with TSSs that are not annotated, genes that are only active in a very small fraction of the cells or for a very small fraction of the time but give protein products that yield peptides that are favored for detection by our LC-MS/MS strategy, or from genes with mis-classified promoters. As expected, the vast majority of the proteins encoded by the genes in the ‘active in both’ and ‘inactive in both’ classes do not have significant differential abundance values (Figure 7A and B, shaded area). Conversely, when focusing on the proteins from the predicted exclusively active promoter classes, a substantial number display differential abundance (Figure 7C and D). This is especially striking for the ‘exclusively pre-pro-B’ class (Figure 7C); the data for the ‘exclusively pro-B’ class (Figure 7D) may appear less dramatic because the low ChIP-seq library depth for the pre-pro-B cells could cause this predicted chromatin class to be contaminated with promoters that are truly ‘active in both’, as noted above. Nonetheless, the majority of the differentially abundant proteins do not appear to come from promoters that are predicted to be differentially active by our cRPKM_P_ method, suggesting post-chromatin regulation, and likely post-transcriptional regulation. The MACS-based prediction of exclusively active chromatin classes performs poorly in enriching for differentially abundant proteins (Figure 2A and Supplemental Figure 10).

### Multi-omics analyses reveal that differential protein abundance in early B cell development is predominantly due to post-transcriptional regulatory mechanisms

We further considered the inter-relationships between predicted promoter classes and differential transcription, transcript steady state, and protein levels. For these mutli-omics differential analyses, there are 27 possible regulatory combinations of differential abundance at the ongoing transcription, steady state mRNA, and protein levels. Defining differential abundance as a change of at least 2-fold, 2-fold, and 1.5-fold, respectively, Supplemental Table 1 shows the numbers and percent of genes that are within each of these regulatory combinations, for all genes and for each of the four predicted chromatin classes. Due to the limited dynamic range of our quantitative proteomic data, we were not able to use the classical 2-fold cut-off to define the most differentially abundant — even using a less-stringent cut-off of 1.5-fold resulted in limiting these analyses to the top 7–15% differentially expressed proteins. A large fraction of genes with predicted exclusively active promoters exhibit corresponding changes at the ongoing transcription, steady state mRNA, and protein levels (Supplemental Table 1). Furthermore, the vast majority of genes with predicted ‘active in both’ promoters do not exhibit differential ongoing transcription, steady state mRNA, or protein levels (Supplemental Table 1). 

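In the available part of Supplemental Data File 3, 176 of the 'active in both' transcripts carry one of the paper's iTRAQ protein ratios, and 170 of these had an FPKM above 0 in both cell types. The FPKM of 130 of the 170 (76.5%) lay within 2-fold between the cell types, 14 (8.24%) were at least 2-fold higher in pro-B cells and 26 (15.3%) were at least 2-fold lower.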

While this analysis is certainly a broad view, and the precise placement of genes into the regulatory combinations is in part subject to the precise cutoffs for differential abundance, a significant fraction of genes appear to display potentially unexpected regulatory combinations with differential RNA expression but not substantially differential protein levels as detected by iTRAQ. These remain to be further investigated. To further interpret and summarize these data, we established broader regulatory groupings: 1) differential protein abundance (iTRAQ) with supporting differential transcription (GRO-seq) and steady state mRNA levels (RNA-seq), 2) differential protein abundance evidently due to post-transcriptional mechanisms (no change in ongoing transcription (GRO-seq), irrespective of mRNA steady-state levels), 3) undetermined or ambiguous inter-relationships, and 4) no called changes in protein abundance, irrespective of the ongoing transcriptional and steady state mRNA data (Supplemental Table 1). Table 1 summarizes the percent of genes that fall into these broader regulatory groupings. Strikingly, for genes displaying high confidence differential protein abundance, not parsed out by predicted promoter class, over half appear regulated predominantly by post-transcriptional mechanisms (Table 1, ‘DE genes’ 52.5%). Approximately 1/3 of them appear to be regulated at the steady state RNA level (possibly due to differential efficiencies of RNA maturation or differential RNA stability), while approximately 2/3 of them appear to be regulated at a subsequent step (possibly due to differential efficiencies of translation or differential protein stability) (Supplemental Table 1). Parsing out the genes that display high confidence differential protein abundance (above the 1.5 fold cut-off for protein differential) into predicted chromatin classes, post-transcriptional regulation is also the predominant regulatory mode in the ‘active in both’ and ‘inactive in both’ classes (58% and 54.9%, respectively) (Table 1), again about 1/3 at the steady state RNA level and 2/3 at a subsequent step (Supplemental Table 1). In contrast, the vast majority of the genes in the ‘exclusively pre-pro-B’ and ‘exclusively pro-B’ classes with differentially abundant proteins follow a transcriptional regulatory mode (Table 1, Table 87% and 71%, respectively), as expected. We find these observations to be striking: that chromatin modifications leading to a direct transcription based model of differential protein expression account for less than half of the observed high confidence protein differential between these developmental stages.

We next asked whether transcriptional or post-transcriptional regulatory mechanisms yielded, in general, larger changes in protein levels in our developmental system. A box and whiskers plot indicates that the magnitude of differential expression was substantially larger for genes that are transcriptionally regulated than genes that are post-transcriptionally regulated when assessed at the steady state mRNA level, as expected (Supplemental Figure 11A), and apparently also larger when assessed at the protein level (WMW p < 0.0001) (Supplemental Figure 11B). Thus, while transcriptional regulatory mechanisms accounted for less than half the differential protein levels noted, regulation by post-transcriptional mechanisms yielded more genes with changes in protein levels. Further interrogating our multi-omics data set confirmed that many genes previously implicated in stage-specific expression patterns in our developmental model and mentioned above are regulated by transcriptional mechanisms, as expected (Supplemental Table 2). This is not surprising since networks of transcriptional regulation and changing chromatin state are clearly important for driving the B cell developmental program. However, we also found differentially abundant proteins that were regulated by either transcriptional or post-transcriptional mechanisms and that have not previously been implicated in our developmental model as shown in Supplemental Table 2 (and data not shown). Of these genes, *Galnt11* is of particular interest, as it has recently been shown to be up-regulated in chronic lymphocytic leukemia (CLL) and associated with poor disease prognosis [45].

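The RNA-seq values of genes in Supplemental Table 2 were as follows. *Galnt11* (NM_144908, chromosome 5 of mm9, 24728700 to 24771736) had an FPKM of 18.7 in pre-pro-B cells (Cuffdiff's 95% confidence interval 0.917 to 40.8) and of 4.24 in pro-B cells (interval 0.0777 to 11.5), a log2 ratio of -2.14 with overlapping intervals. *Cst7* (NM_009977, chromosome 2, 150396151 to 150404680) had an FPKM of 70.0 (interval 5.05 to 150) and of 5.13 (interval 0 to 16.8), a log2 ratio of -3.77, and its intervals overlapped as well. *AB124611* (chromosome 9, 21330620 to 21349777) had an FPKM summed over its transcripts of 60.6 in pre-pro-B cells and of 0.178 in pro-B cells, a log2 ratio of -8.41. Its transcript NM_001198794 had an FPKM of 52.6 (interval 3.54 to 105) in pre-pro-B cells, and its FPKM in pro-B cells was worth less than 1 fragment. NM_206536 had an FPKM of 8.05 (interval 0 to 32.1) and of 0.178 (interval 0 to 0.582).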

Notably, the most dramatically differentially abundant protein observed in our developmental model is encoded by 2410004B18Rik (24-fold down regulated between pro-B and pre-pro-B cell states), even though this gene is in the ‘active in both’ predicted promoter class (Supplemental Figure 12, Supplemental Table 2). A preliminary literature search revealed no known function for 2410004B18Rik, although it appears evolutionarily conserved and is present in humans (C1orf52). While *in silico* protein functional analyses failed to predict known functional domains or sequence similarity with proteins of known structure or function (data not shown), querying the IntAct protein-protein interaction database revealed that 2410004B18Rik interacts with two important transcription factors implicated in immune pathways, NFκB (nuclear factor of kappa light polypeptide gene enhancer in B cells) and Ets-1 (E26 avian leukemia oncogene 1) [46]. 

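*2410004B18Rik* has a single RefSeq transcript in the deposited values, NM_025555, on chromosome 3 of mm9 (145600978 to 145607793). Its FPKM was 5.05 in pre-pro-B cells (Cuffdiff's 95% confidence interval 0 to 17.2) and 5.04 in pro-B cells (interval 0 to 16.5), worth 433 and 392 fragments. The log2 ratio of pro-B to pre-pro-B FPKM was -0.0039, and with the libraries rescaled by their median ratio and a pseudocount of 1 the log2 change was 0.055. The width of the intervals leaves a difference of several fold in either direction undetectable from these libraries.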

Interestingly, *2410004B18Rik* displays no differential ongoing transcription (GRO-seq), steady-state RNA (RNA-seq), or inferred stability levels (Figure 8A), possibly suggesting regulation at the level of translation or protein stability. To investigate the regulatory mechanism(s) that mediate such a dramatic change in 2410004B18Rik protein levels, without affecting transcriptional and steady state mRNA levels, we explored the possibility of microRNA-mediated regulation. Published microRNA:mRNA target prediction databases (microRNA.org/miRanda, PITA, miRwalk, and miRTcat) revealed only one microRNA, miR-139-5p, is predicted by all four databases to have binding site(s) in the *2410004B18Rik* 3’ UTR (Figure 8B) [47–50]. Interestingly, miR-139-5p has previously been shown to regulate Foxo1 protein levels in hepatocytes without changing its mRNA levels [51]. Furthermore, mining of published microRNA deep sequencing data from murine lymphoid lineage cells shows that miR-139-5p is up-regulated 15.5 fold between pre-pro-B and pro-B cells (Figure 7C) [52]. Based on published evidence that miR-139-5p can regulate protein levels independent of corresponding mRNA transcript levels, predicted interactions of miR-139-5p with the 3’ UTR of *2410004B18Rik* by four miR: mRNA interaction databases, and an up-regulation of miR-139-5p that is reciprocal to 2410004B18Rik protein level down-regulation in pro-B cells relative to pre-pro-B cells, we propose that miR139-5p could act to down-regulate 2410004B18Rik protein levels independent of changes in transcript levels. This awaits further investigation.

## Discussion

Numerous studies have demonstrated that promoters enriched in H3K4me3 and H3ac are correlated with gene activity [29]. The majority of these studies have either focused on correlation with steady-state transcript levels, or more recently, utilized differential chromatin modifications as a proxy for identifying genes whose protein products may be regulated in and important for developmental progression [53,54]. To date, integrative studies demonstrating a direct link between changes in chromatin state during development and differential protein expression have been lacking [18,19]. Using existing and new data from an early B cell developmental model system, we addressed how gene expression is regulated from the chromatin state to the protein level and how these inter-relationships may affect B cell development.

In this systems biology approach, we determined whether gene expression is regulated by chromatin, ongoing transcription, transcript steady state, and/or post-transcriptionally, using differential protein levels as the end point measure of gene expression—the end point that actually is an effector of cellular state. We affirm that active chromatin modifications at promoters can in general be used to predict genes that are actively transcribed (Figure 4) and have significant steady state mRNA accumulation (Figure 5). We further show that developmentally differential promoter-proximal chromatin modifications also predict differential protein levels for an appreciable fraction of their assessed proteins (Figure 7C and D). However, we show that such predictions of activity from chromatin state miss many proteins that are differentially abundant, largely due to post-transcriptional regulation (Table 1; Supplemental Table 1). Indeed, our analysis confirms the striking finding that over half of all differentially abundant proteins appear to be regulated by some post-transcriptional mechanism (Table 1; Supplemental Table 1) [55,56]. However, the distribution between transcriptional and post-transcriptional regulation is dramatically different for the various predicted promoter classes. Although transcriptional regulation is the predominant mode to modulate protein abundance in genes whose promoter is predicted to be exclusively active in one of the cell types, we notably demonstrate that changes in protein levels from genes harboring non-differentially active promoters are largely post-transcriptional and therefore uncoupled from active chromatin state (Table 1). Evidently about 1/3 of those instances are regulated at mRNA steady-state abundance and about 2/3 at a subsequent stage (Supplemental Table 1). Thus, a change in chromatin state often predicted transcriptional and protein level changes, while changing protein levels did not indicate a change in promoter chromatin state. We identified many genes who display differential regulation that is uncoupled from their chromatin state, such as *SatB1*, *Arid3a*, and *Foxo1*, all genes involved in hematopoiesis [5,35,36]. In fact, the most up-regulated protein in our model system displayed no changes in its promoter status (Supplemental Figure 12). It is from gene 2410004B18Rik, which we show is regulated beyond the level of steady-state mRNA abundance, and our analyses further provide evidence that expression of this gene is regulated by miR-139-5p post-transcriptionally (Figure 8).

To enable these analyses, we introduce a new robust cRPKM_P_ method of analyzing ChIP-seq data (Figure 3) that appears more efficient at identifying active chromatin modifications at promoters, and thus at predicting gene activity, than is the MACS algorithm as we used it (Supplemental Figure 1). We showed that a number of genes that are implicated as hallmarks of our differentiation model agree with previous observations (Supplemental Table 2), and our collective integrated data can be mined at the gene level to uncover gene expression patterns that are involved in differentiation (e.g., Supplemental Table 1). Many leukemias are hypothesized to arise from early immune developmental stages, and further interrogation of our data could lead to a better understanding of the developmental mechanisms perturbed in such diseases. Moreover, with further advancement of proteomics tools, such as stable isotope labeling by amino acids in cell culture (SILAC) and iTRAQ, the next generation of such analyses will likely uncover more developmentally important proteins that are regulated post-transcriptionally and thus provide further examples where the dynamic epigenome is uncoupled from protein expression. Finally, we submit this type of data integration should be of great use in elucidating relationships between miRNAs and their potential targets on a genome-wide scale, as the GRO-seq data provide a means to rule out transcriptional regulation in modulation of mRNA levels.

## Supplementary Material

Supplemetary files

## Figures and Tables

**Figure 1:**
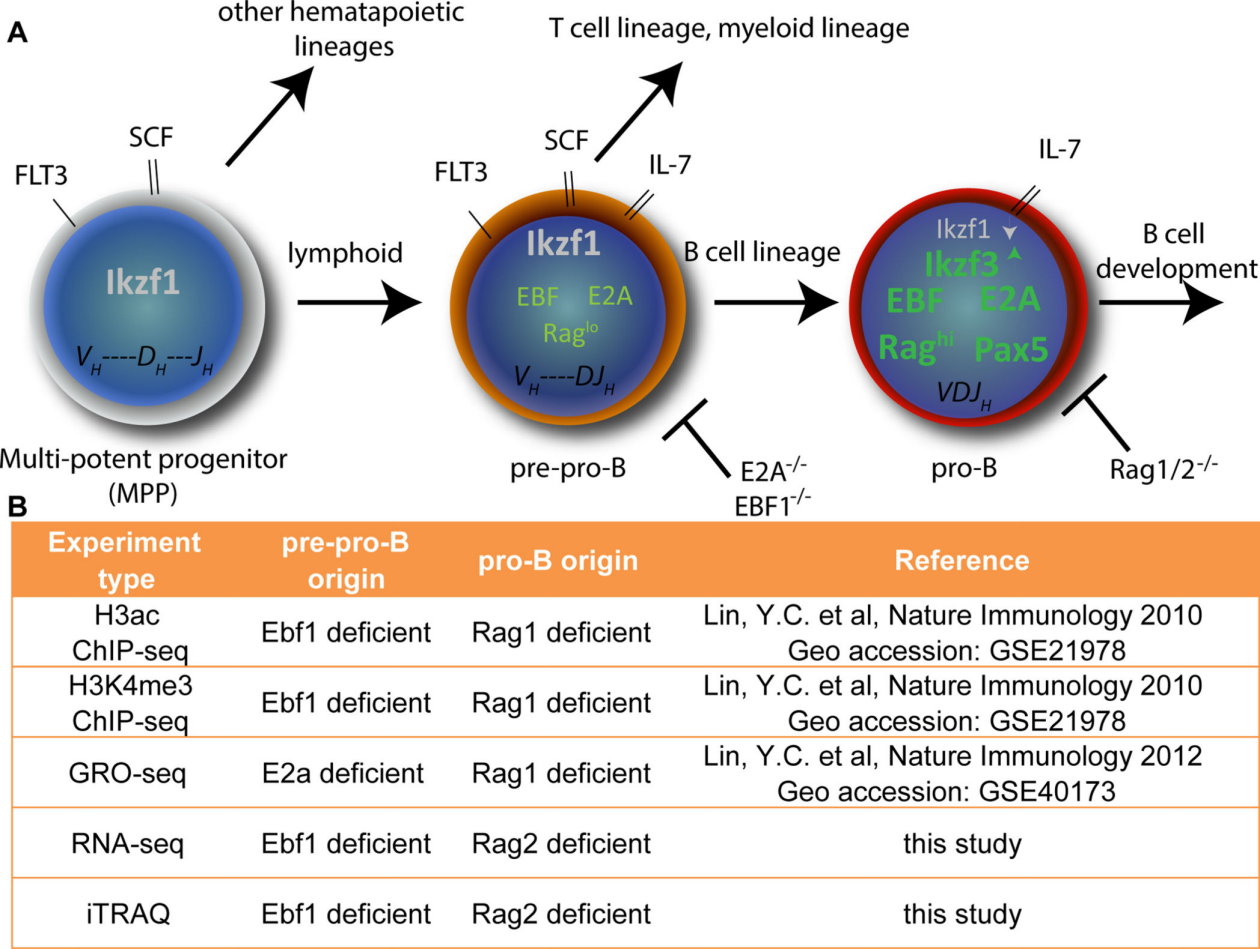
Experimental system and multi-omics data (A) Schematic of early B cell development through three stages: MPP, pre-pro-B, and pro-B cells. Relevant receptors and protein expression are indicated. (B) Multi-’omics’ data used in this study and their respective sources.

**Figure 2:**
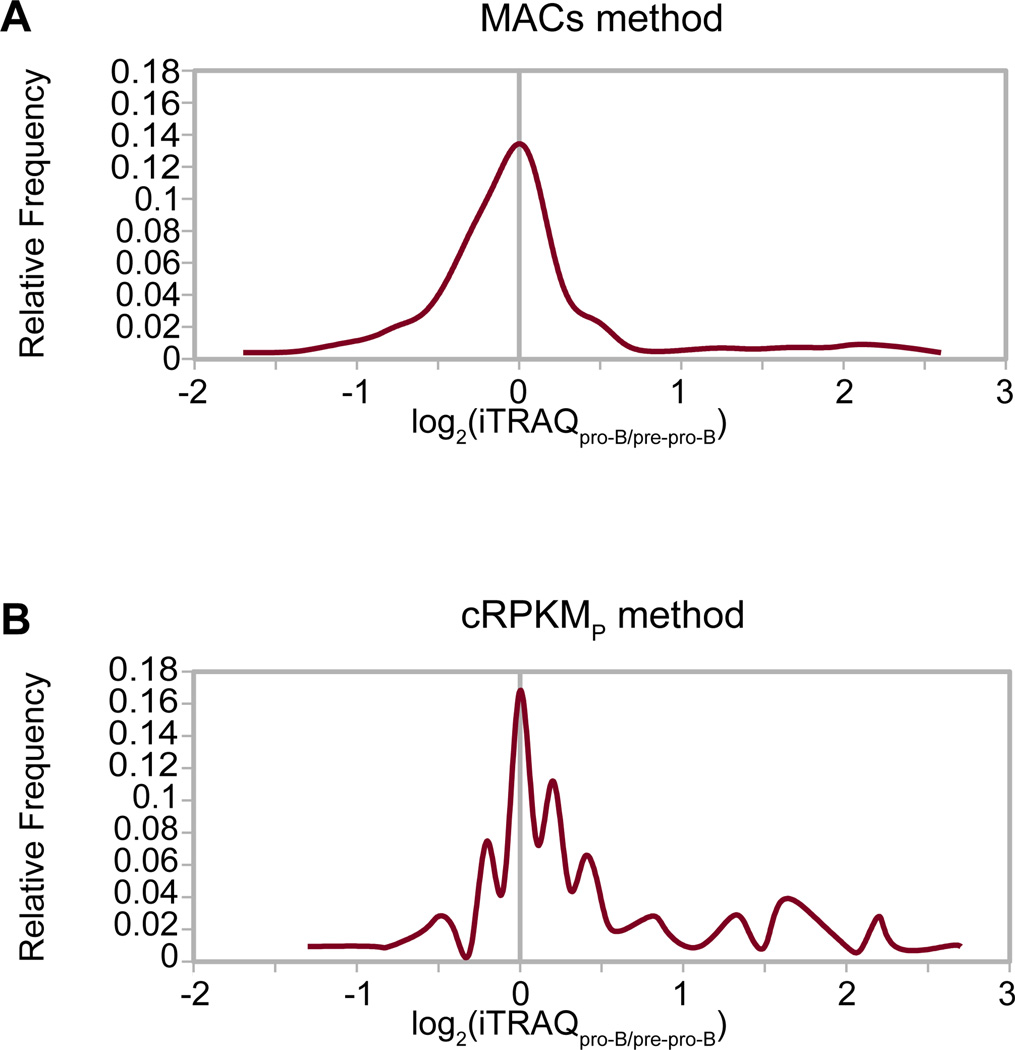
Comparison of MACS and cRPKM_P_ based chromatin prediction methods Directly comparing differential expression of proteins from genes predicted to be exclusively active in pro-B cell by the (A) MACS and (B) cRPKM_P_ (cut-off > 8) methods. The Y-axis represents the frequency in the population (‘relative frequency’) and the X-axis represents the log_2_(iTRAQ_pro-B/pre-pro-B_) of our iTRAQ-based proteome quantification data.

**Figure 3:**
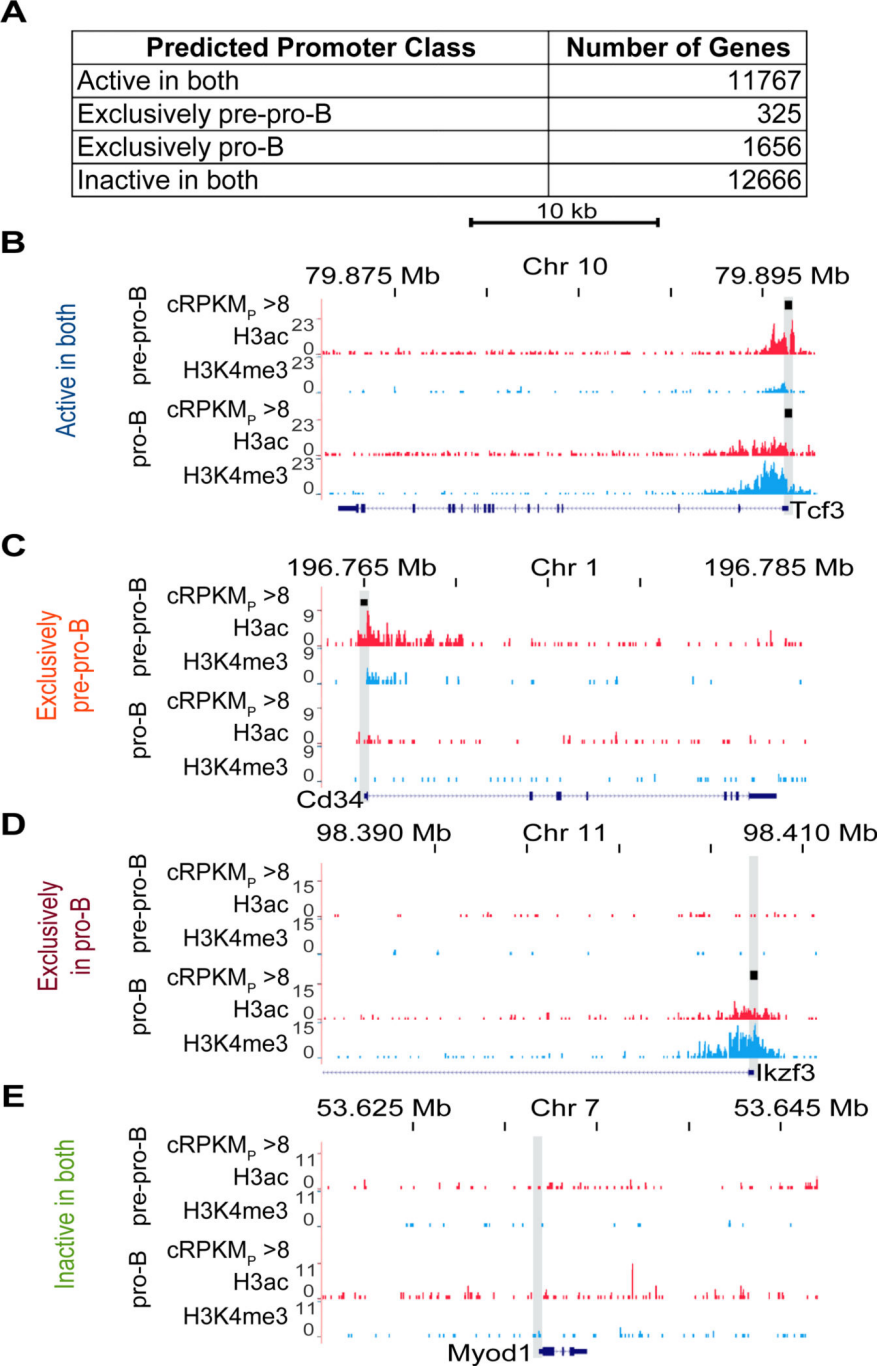
Representative genes in predicted promoter classes (A) Numbers of genes in the four predicted promoter classes: ‘active in both’, ‘exclusively pre-pro-B’, ‘exclusively pro-B’, and ‘inactive in both’. (B–E) An example of a gene in each of the four predicted promoter classes: Tcf3 (B), Cd34 (C), Ikzf3 (D), Myod1 (E). Each panel shows the H3ac (red) and H3K4me3 (blue) abundance for the indicated locus in each cell line. Promoters with cRPKM_P_ > 8 are indicated by black bars. Directional tick marks on the gene depictions indicate direction of transcription. The tall shaded boxes indicate the promoter regions of each gene. Genomic coordinates correspond to the most distal tick marks.

**Figure 4:**
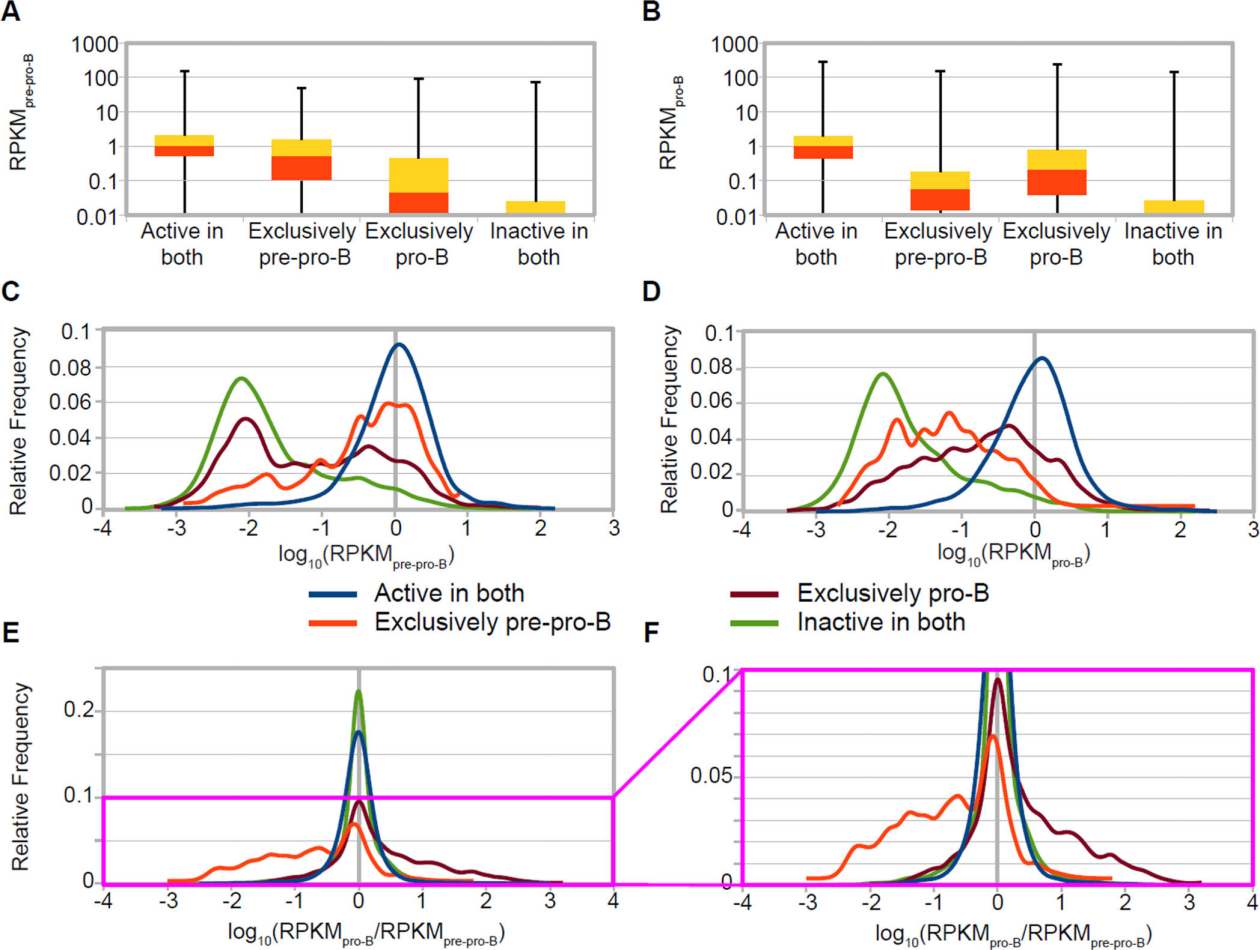
Relationship between predicted promoter class and ongoing transcription (GRO-seq) (A and B) Genes categorized based on their predicted promoter class (‘active in both’, ‘exclusively pre-pro-B’, ‘exclusively pro-B ‘, and ‘inactive in both’) are shown in box and whiskers plots representing the quartiles of GRO-seq values plotted versus GRO-seq transcription levels (RPKM on a log_10_ scale) in pre-pro-B cells (A) and pro-B cells (B). In these representations, all protein-coding genes in RefSeq are considered, including genes with RPKM = 0. (C and D) Graphs showing the relative frequency distribution of GRO-seq transcription levels [log_10_(RPKM)] for each predicted promoter class (see color key) in pre-pro-B cells (C) and pro-B cells (D). (E and F) Graphs showing the relative frequency distribution of the differential ratio of GRO-seq transcription levels [log_10_(RPKM_pro-B_/RPKM_pre-pro-B_)] for each predicted chromatin class, with the magenta box of (E) magnified in (F). In these representations, frequency was assessed at increments of 0.1 of the log_10_ converted transcription level (C and D) or calculated differential (E and F), and genes with RPKM = 0 are not included (C–F). All classes demonstrated statistically significant differences (WMW p < 0.0001).

**Figure 5:**
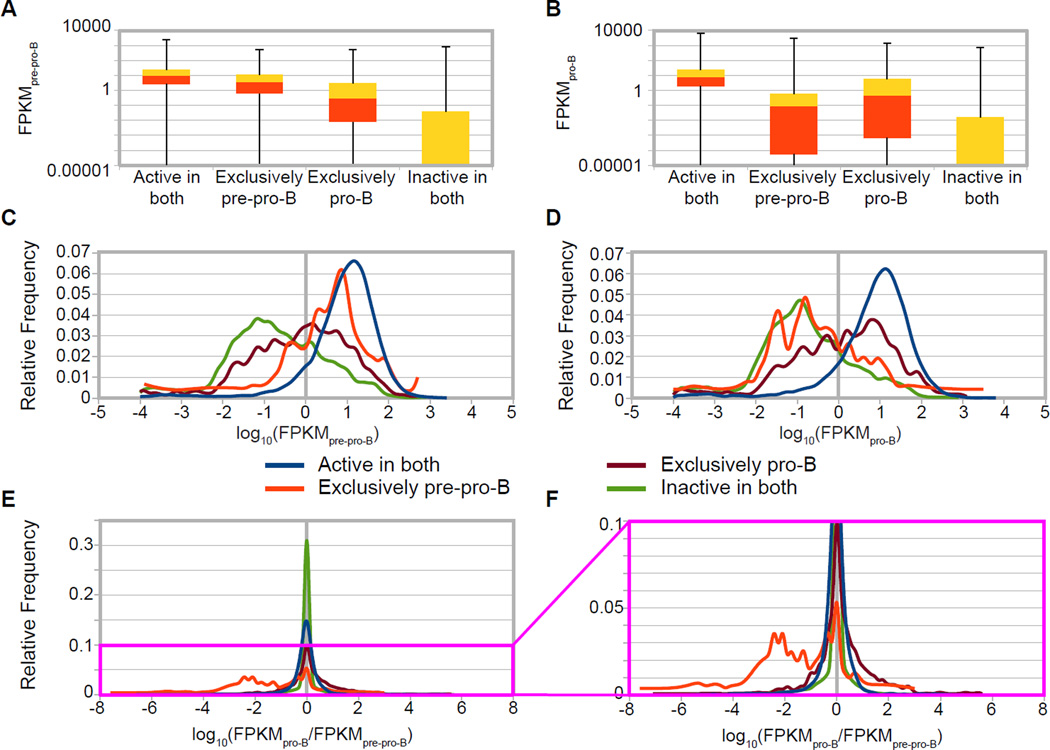
Relationship between predicted promoter classes and steady state mRNA levels (RNA-seq) (A and B) Genes categorized based on their predicted promoter class (‘active in both’, ‘exclusively pre-pro-B’, ‘exclusively pro-B’, and ‘inactive in both’) are shown in a box and whiskers plots representing the quartiles of RNA-seq values plotted versus RNA-seq transcription levels (FPKM on a log_10_ scale) in pre-pro-B cells (A) and pro-B cells (B). In these representations, all protein-coding genes in RefSeq are considered, including genes with FPKM = 0. (C and D) Graphs showing the relative frequency distribution of RNA-seq transcription levels [log_10_(FPKM)] for each predicted promoter class (see color key) in pre-pro-B cells (C) and pro-B cells (D). (E and F) Graphs showing the relative frequency distribution of the differential ratio of RNA-seq steady state mRNA levels [log_10_(FPKM_pro-B_/ FPKM_pre-pro-B_)] for each predicted chromatin class, with the magenta box of (E) magnified in (F). In these representations, frequency was assessed at increments of 0.1 of the log_10_ converted transcription level (C and D) or calculated differential (E and F), and genes with RPKM = 0 are not included (C–F). All classes demonstrated statistically significant differences (WMW p <0.0001).

**Figure 6:**
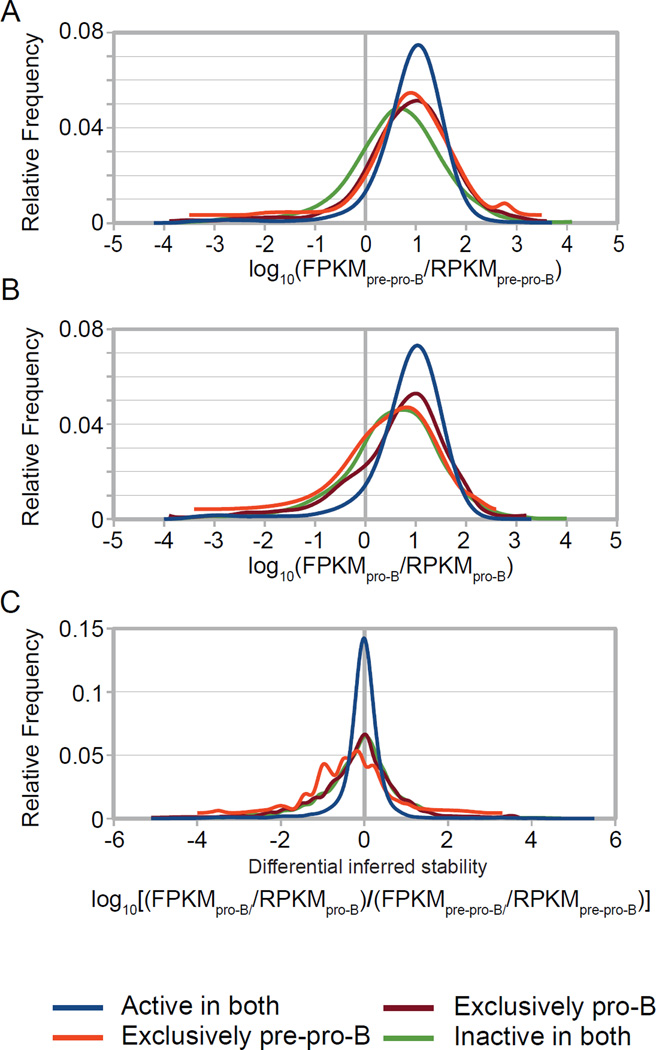
Relationship between predicted promoter classes and FPKM/RPKM ratio (A and B) Graphs showing the relative frequency distribution of FPKM/RPKM ratios [log_10_(FPKM/RPKM)] for each predicted promoter class (see color key) in pre-pro-B cells (A) and pro- B cells (B). Plot displaying the differential ratio of log_10_[(FPKM_pro-B_/RPKM_pro-B_)/(FPKM_pre-pro-B_/RPKM_pre-pro-B_)] for each predicted promoter class (C). Frequency was assessed at increments of 0.1 of the calculated ratio and genes with zero value for either RPKM or FPKM were excluded from this analysis (A–C). All classes demonstrated statistically significant differences, with the exception of ‘exclusively pre-pro-B’ and ‘active in both’ in pre-pro-B cells (WMW p < 0.0001).

**Figure 7:**
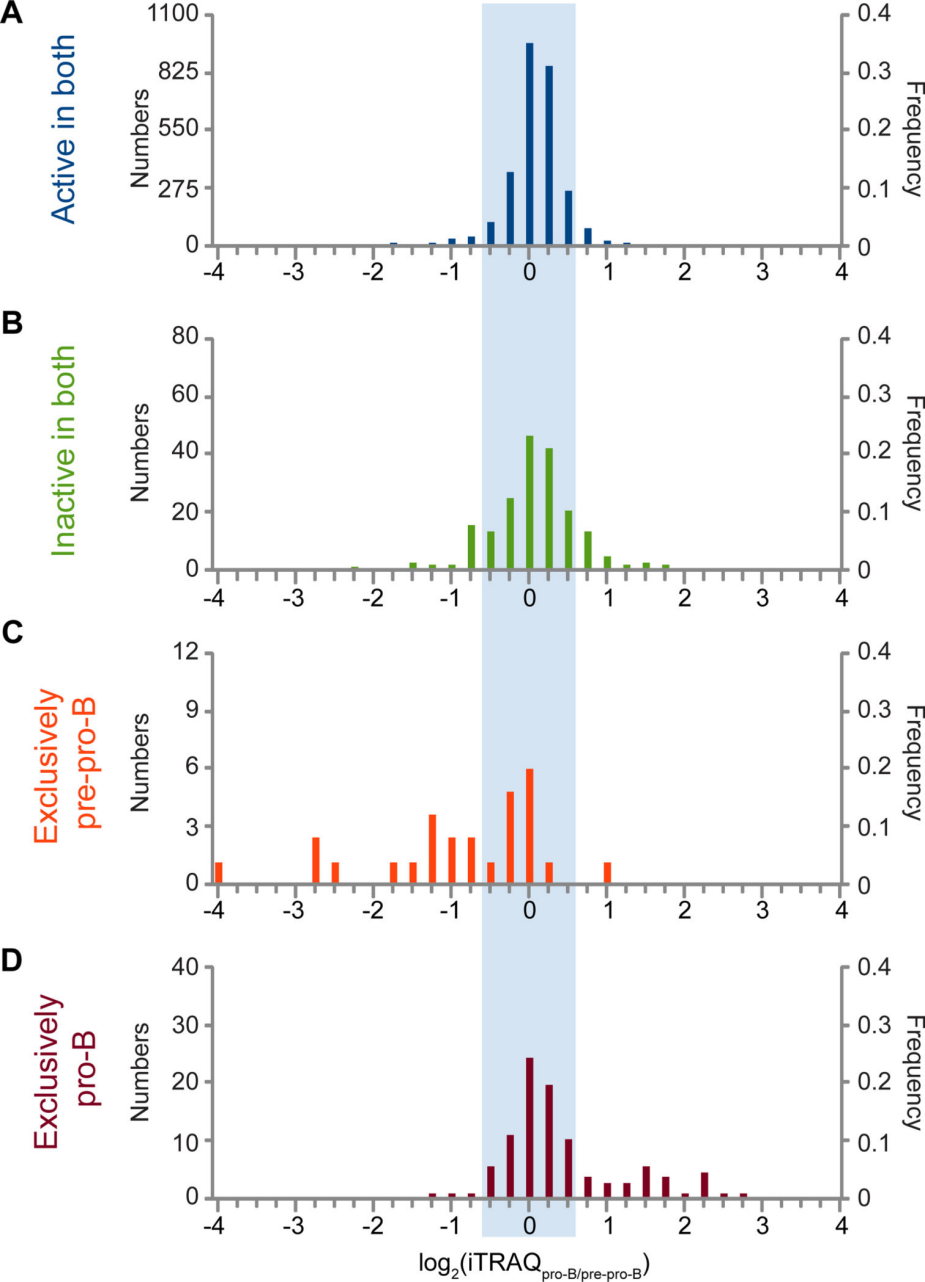
Relationship between predicted promoter classes and protein differential abundance Histograms of differential protein abundance [log_2_(iTRAQ_pro-B/pre-pro-B_)] for genes of the ‘active in both’ (A), ‘inactive in both’ (B), ‘exclusively pre-pro-B’ (C), and ‘exclusively pro-B’ (D) predicted promoter classes. The shaded region of the plot represents non-differentially abundant proteins and the unshaded region indicates differentially abundant proteins based on a 1.5 fold difference threshold. Each bar on the plots represents a bin with a range of 0.25.

**Figure 8:**
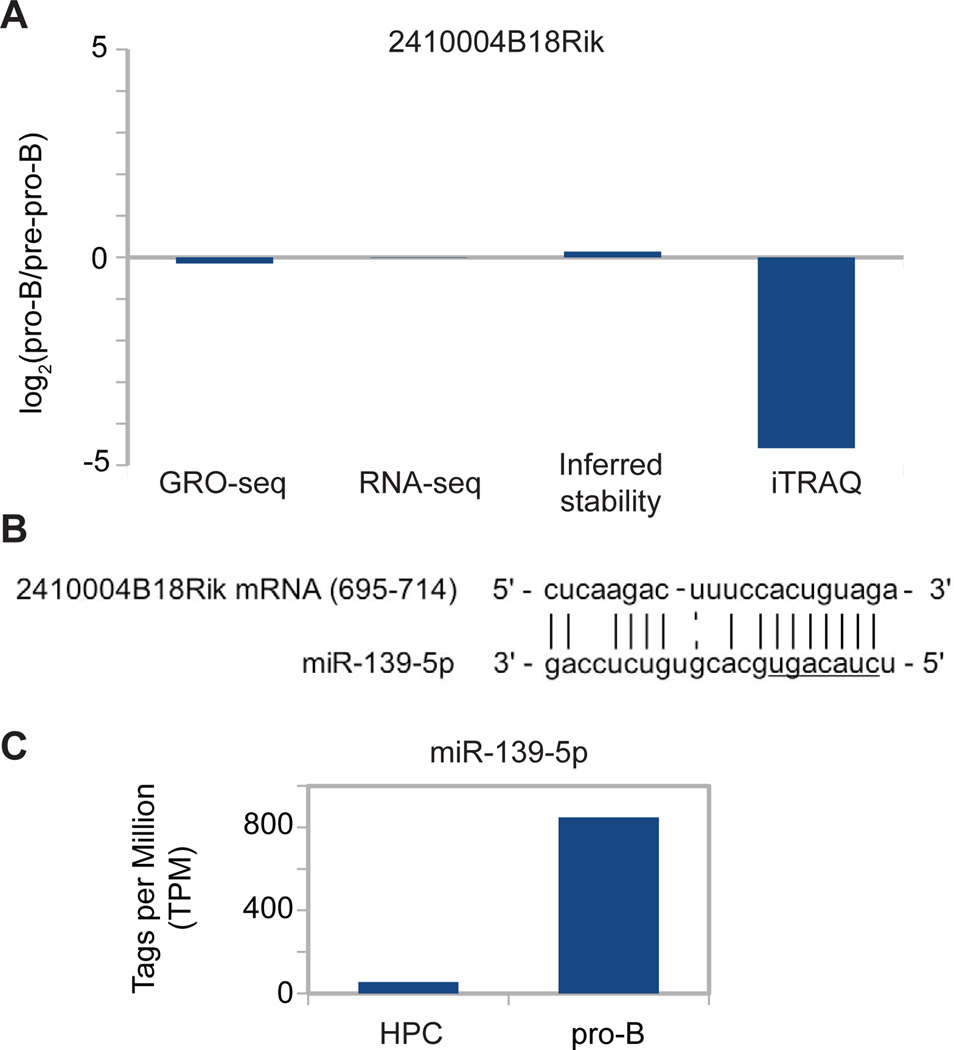
Post-transcriptional regulation of *2410004B18Rik* (A) Differential expression values at the ongoing transcriptional (GRO-seq), steady state mRNA (RNA-seq), inferred stability and protein levels of 241000B18Rik, represented as log_2_(pro-B/pre-pro-B) values. (B) Representation of the 3’ UTR of *2410004B18Rik*:miR-139-5p complementarity with the nucleotide positions of *2410004B18Rik* indicated and the miR-139-5p seed sequence underlined. (C) Mature miR-139-5p abundance estimates in hematopoietic progenitor cells (HPC) and pro-B cells [52].

**Table 1:** Mechanisms of differential protein abundance The percent of all genes (top) and of genes with protein differential abundance (‘DE’, bottom) that fall in the broad regulatory groups: ‘transcriptional’, ‘post-transcriptional’, ‘undetermined or ambiguous mechanism’, and ‘no protein change’, as determined in Supplemental Table 1.

	% All genes	% Active in both	% Exclusively pre-pro-B	% Exclusively pro-B	% Inactive in Both	
Transcriptional (1)	4.0	2.8	52.0	22.4	5.3	All Genes
Post-transcriptional (2)	6.1	5.5	8.4	6.0	10.7	
Undetermined or ambiguous mechanism (3)	1.5	1.2	0.0	1.9	6.9	
No protein change (4)	88.4	90.6	40.0	68.2	73.0	
Transcriptional (1)	34.6	29.9	86.7	70.6	19.6	DE (iTRAQ) genes
Post-transcriptional (2)	52.5	58.0	13.3	23.5	54.9	
Undetermined or ambiguous mechanism (3)	12.9	12.1	0.0	5.9	25.5

# Supplementary material for: Prediction of Gene Activity in Early B Cell Development Based on an Integrative Multi-Omics Analysis
**Source:** J Proteomics Bioinform. Author manuscript; Available in PMC 2014 Dec 24.
**Supplement:** Supplemetary files

## Legends for Supplemental Figures and Tables

### Supplemental Figure 1: Comparison of cRPKM<sub>P</sub>- and MACS-based active chromatin prediction methods

Two representative examples where MACS-based promoter prediction failed to categorize promoter regions as active, despite having a significant enrichment of active chromatin modifications. Each panel shows the H3ac (red) and H3K4me3 (blue) abundance, and above that promoters predicted to be active by the cRPKM<sub>P</sub> (> 8) method and by the MACS method are indicated by black bars for each cell line. Directional tick marks on the gene depictions indicate direction of transcription. The tall shaded boxes indicate the promoter regions of each gene.

### Supplemental Figure 2: Validation of cRPKM<sub>P</sub> prediction method

Graph showing the relative frequency distribution of cRPKM values (A) and box and whiskers plot representing the quartiles of cRPKM values (B) for all protein-coding RefSeq promoters (+/- 200 bp of the TSS), regions 2 kb upstream of RefSeq protein-coding promoters, and 1,000,000 random genomic intervals in pre-pro-B and pro-B cells. Frequency was assessed at increments of 0.1 (A), and regions with cRPKM = 0 are not represented in (A) but are included in (B). The Y-axis in (B) is

cRPKM on a  $\log_{10}$  scale.

### **Supplemental Figure 3: Statistical validation of cRPKM method**

Random genomic intervals with  $\text{cRPKM}_R > 8$  in pre-pro-B cells (A) and pro-B cells (B), and random genomic intervals with  $\text{cRPKM} < 8$  in pre-pro-B cells (C) and pro-B cells (D) were analyzed for enrichment at RefSeq protein-coding TSS using the GenometriCorr R package [28]. The summary graphical output from this program is shown in panels (A-D). The black trend line indicates the frequency (Y-axis) with which a tested fragment (random intervals of  $\text{cRPKM}_R > 8$  or  $\text{cRPKM}_R < 8$ ) is found to be at a relative distance from the nearest RefSeq promoter element (0 indicates closest to the promoter and 0.5 the farthest possible). The trend line is generated by a large sliding window which averages frequencies over a large number of bins, thus this line only reaches '0' when large genomic distances have a zero value (as in A and B). Note the nearly 20-fold greater scale of the Y-axis in (A and B) versus (C and D). The heat map display of each graph indicates the range of correlation for that individual analysis by bins. The results of the statistical analyses are summarized to the right of the graphical summaries adjacent to panel (B) for  $\text{cRPKM}_R > 8$  and to the right of panel (D) for  $\text{cRPKM}_R < 8$ . (E) The random genomic intervals in (A), (B), (C), and (D) were analyzed for enrichment at protein-coding RefSeq promoters using the Genomic Hyperbrowser [44]. The results from this analysis are shown.

### **Supplemental Figure 4: Relationship between $\text{cRPKM}_P$ and ongoing transcription (GRO-seq).**

Plot of  $\text{cRPKM}_P$  values of genes in the top quartile of RPKM (GRO-seq) values (red points) or the bottom quartile of RPKM values (blue points) in pre-pro-B cells (A) and pro-B cells (B). Points are plotted on the X-axis based on their rank within their respective quartiles, from lowest (left) to highest (right). The olive line indicates  $\text{cRPKM}_P = 8$ .

**Supplemental Figure 5: Relationship between MACS-based predicted promoter class and ongoing transcription (GRO-seq)**

(A and B) Genes categorized based on their MACS-based predicted promoter class ('active' or 'inactive') are shown in box and whiskers plots representing the quartiles of GRO-seq values plotted versus GRO-seq transcription levels (RPKM on a  $\log_{10}$  scale) in pre-pro-B cells (A) and pro-B cells (B). In these representations, all protein-coding genes in RefSeq are represented, including genes with RPKM = 0. (C and D) Graphs showing the relative frequency distribution of GRO-seq transcription levels [ $\log_{10}(\text{RPKM})$ ] for each predicted promoter class (see color key) in pre-pro-B cells (C) and pro-B cells (D). (E and F) Graphs showing the relative frequency distribution of the differential ratio of GRO-seq transcription levels [ $\log_{10}(\text{RPKM}_{\text{pro-B}}/\text{RPKM}_{\text{pre-pro-B}})$ ] for each predicted chromatin class, with the magenta box of (E) magnified in (F). In these representations, frequency was assessed at increments of 0.1, and genes with RPKM = 0 are not included (C-F).

**Supplemental Figure 6: Relationship between MACS predicted promoter class and steady state mRNA levels (RNA-seq)**

(A) Genes categorized based on their MACS-based predicted promoter class ('active in both' or 'inactive in both') are shown in box and whiskers plots representing the quartiles of RNA-seq values plotted versus RNA-seq transcription levels (FPKM on a  $\log_{10}$  scale) in pre-pro-B cells (A) and pro-B cells (B). In these representations, all protein-coding genes in RefSeq are considered, including genes with FPKM = 0. (C and D) Graphs showing the relative frequency distribution of RNA-seq transcription levels [ $\log_{10}(\text{FPKM})$ ] for each predicted promoter class (see color key) in pre-pro-B cells (C) and pro-B cells (D). (E and F) Graphs showing the relative frequency distribution of the differential ratio of RNA-seq steady state mRNA levels [ $\log_{10}(\text{FPKM}_{\text{pro-B}}/\text{FPKM}_{\text{pre-pro-B}})$ ] for each predicted

chromatin class, with the magenta box of (E) magnified in (F). In these representations, frequency was assessed at increments of 0.1, and genes with RPKM = 0 are not included (C-F).

### **Supplemental Figure 7: GRO-seq and RNA-seq comparison**

The ongoing transcription (RPKM) and steady state mRNA (FPKM) levels for the cRPKM<sub>P</sub>-based predicted promoter classes: 'active in both' (A, B), 'inactive in both' (C, D), 'exclusively pre-pro-B' (E, F), 'exclusively pro-B' (G, H), and all genes (I, J) in pre-pro-B cells (A, C, E, G, I) and pro-B cells (B, D, F, H, J) are plotted as a contour plot (color scale indicates density of data points). Lines drawn at RPKM = -1 and FPKM = 0 were used to demarcate plot quadrants. The percent of genes in each quadrant was calculated and shown in each quadrant. Genes with '0' values for either (or both) RPKM and FPKM were excluded from these plots.

### **Supplemental Figure 8: Differentially unstable genes**

(A and B) Plots comparing ongoing transcription (RPKM) and steady state mRNA levels (FPKM) of genes in the 'active in both' predicted promoter class in pre-pro-B (A) and pro-B (B) cells (as in Supplemental Figure 7A and B). (C) Genes in the highlighted boxes in (A, orange) and (B, burgundy) are plotted by their differential expression at the ongoing transcriptional [ $\log_{10}(\text{RPKM}_{\text{pro-B}}/\text{RPKM}_{\text{pre-pro-B}})$ ] and steady state mRNA [ $\log_{10}(\text{FPKM}_{\text{pro-B}}/\text{FPKM}_{\text{pre-pro-B}})$ ] levels. Genes that are in both highlighted boxes of (A) and (B) are colored blue and genes that are only in one of the highlighted boxes, in either (A) or (B), are colored based on which box they are exclusively in.

### **Supplemental Figure 9: Relationship between MACS-based predicted promoter classes and FPKM/RPKM ratio**

Graphs showing the relative frequency distribution of FPKM/RPKM ratios [ $\log_{10}(\text{FPKM}/\text{RPKM})$ ] for

each MACS-based predicted promoter class (see color key) in pre-pro-B cells (A) and pro-B cells (B). Plot displaying the differential ratio of  $\log_{10}(\text{FPKM}_{\text{pro-B}}/\text{RPKM}_{\text{pro-B}})/(\text{FPKM}_{\text{pre-pro-B}}/\text{RPKM}_{\text{pre-pro-B}})$  for each MACS-based predicted promoter class (C). Frequency was assessed at increments of 0.1, and genes with zero value for either RPKM or FPKM were excluded from this analysis (A-C).

### **Supplemental Figure 10: Relationship between MACS-based predicted chromatin status and differential protein abundance**

Histograms of differential protein abundance [ $\log_2(\text{iTRAQ}_{\text{pro-B/pre-pro-B}})$ ] for genes of the ‘active in both’ (A), ‘inactive in both’ (B), ‘exclusively pre-pro-B’ (C), and ‘exclusively pro-B’ (D) predicted promoter classes. The shaded region of the plot represents non-differentially abundant proteins and the unshaded region indicates differentially abundant proteins based on a 1.5 fold difference threshold. Each bar on the plots represents a bin with a range of 0.25.

### **Supplemental Figure 11: Magnitudes of differential steady-state mRNA (RNA-seq) and differential protein (iTRAQ) from post-transcriptional and transcriptional regulatory mechanisms**

(A and B) Genes whose protein products have a differential levels ( $\pm 1.5$ -fold change in abundance) in pre-pro-B versus pro-B cells were grouped into four categories (‘transcriptional down’ regulated, ‘transcriptional up’ regulated, ‘post-transcriptional down’ regulated, and ‘post-transcriptional up’ regulated) based on whether the differential protein level appeared explained by post-transcriptional or transcriptional mechanisms [ $\log_2(\text{RPKM}_{\text{pro-B}}/\text{RPKM}_{\text{pre-pro-B}})$  between -1 and 1, or  $<-1$ , or  $>1$ ] and the direction of the differential expression (see Supplemental Table 1). Box and whiskers plot show the differential steady-state levels of their mRNAs [ $\log_2(\text{FPKM}_{\text{pro-B}}/\text{FPKM}_{\text{pre-pro-B}})$ ] (A) and proteins [ $\log_2(\text{iTRAQ}_{\text{pro-B/pre-pro-B}})$ ] (B), as quartiles. (C and D) The average fold change for the mRNA (C) and

protein (D) of the genes in the groups described in (A) and (B). Post-transcriptional regulation versus transcriptional regulation demonstrated statistically significant differences for both RNA and protein abundances (WMW  $p < 0.001$ ).

### **Supplemental Figure 12: Relationship between steady differential state mRNA (RNA-seq) and differential protein (iTRAQ) levels**

Differential steady state mRNA levels [ $\log_2(\text{FPKM}_{\text{pro-B}}/\text{FPKM}_{\text{pre-pro-B}})$ , X-axis] and differential steady state protein levels [ $\log_2(\text{iTRAQ}_{\text{pro-B/pre-pro-B}})$ , Y-axis] for all genes in which protein was detected by iTRAQ-based proteome quantification (irrespective of chromatin prediction group) are shown in a contour plot (color scale indicates density of data points). The arrow indicates 2410004B18Rik.

### **Supplemental Table 1: Genes in regulatory classes and groups**

All genes for which protein products were identified by iTRAQ-based proteome quantification, and in each predicted promoter class, were classified in regulatory combinations based on their differential levels of ongoing transcription (GRO-seq), steady state mRNA (RNA-seq), and protein (iTRAQ-based proteome quantification). These 27 regulatory combinations were sorted into broader regulatory groupings. Fold change thresholds of differential ongoing transcriptional, steady state mRNA, and protein levels were set at 2, 2, and 1.5, respectively. Numbers and percentages of genes found to be in each group are presented for the predicted promoter classes and all genes.

### **Supplemental Table 2: Established and novel differentially abundant genes in this developmental model**

Examples of genes that were previously established to be differentially expressed in our early B lymphopoiesis model (upper six lines) and genes shown newly in this study to be differentially

expressed (lower four lines) .The differential expression status of transcription, steady state mRNA, and protein levels are indicated along with the proposed mode of regulation. Actual values can be found in Supplemental Data File 3.

## **Supplemental Data File information**

### **Supplemental Data File 1: Genome wide analysis parameters**

This spreadsheet contains the parameters used for data analysis of ChIP-seq, GRO-seq, and RNA-seq data.

### **Supplemental Data File 2: Massively parallel sequencing library metrics**

This spreadsheet contains the sequencing library size and number of mapped reads for ChIP-seq, GRO-seq, and RNA-seq data.

### **Supplemental Data File 3: Integrated multi-omics data**

This spreadsheet contains the cRPKM, RPKM, FPKM, FPKM/RPKM, and iTRAQ data for all protein-coding genes in RefSeq and their respective predicted promoter classifications.

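The 1996 available entries of this spreadsheet carry 1569 gene names, the first in alphabetical order, and 24418 entries were not available. By the paper's classification, 809 of the available entries are 'active in both', 23 'exclusively pre-pro-B', 111 'exclusively pro-B' and 1053 'inactive in both'. The FPKM of all 1996 available entries are the FPKM that the authors deposited, transcript by transcript. The column of FPKM/RPKM is the ratio of steady state mRNA to ongoing transcription that the paper uses as an inferred measure of stability, and iTRAQ is the ratio of protein abundance between the cell types measured with isobaric tags.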

## Data access

Data used in this work can be found on Galaxy and GEO. All RNA-seq data, including fastq reads, aligned reads, and quantitative abundance measurements can be found on Galaxy. Bedgraph files corresponding to all ChIP-seq, GRO-seq, and RNA-seq data are available on Galaxy as well.

<https://usegalaxy.org/u/thereddylab/p/prediction-of-gene-activity-based-on-an-integrative-multi-omics-analysis>

Raw fastq RNA-seq reads and transcript quantification data are hosted on GEO under the accession: GSE52450.

<http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE52450>

## Acknowledgements

We are thankful to members of the Reddy laboratory for helpful discussions and on-going dialogue. We thank Tai-Chung Huang, M.D.-Ph.D. for proteome sample preparation assistance and helpful discussions. We are grateful to the Galaxy Community for developing and maintaining Cloudman as well as the numerous tools employed in our analyses. We are especially thankful to Dave Clements of the Galaxy Project, who initially introduced us to performing NGS analysis with Galaxy Cloudman.

# Supplementary material for: Prediction of Gene Activity in Early B Cell Development Based on an Integrative Multi-Omics Analysis
**Source:** J Proteomics Bioinform. Author manuscript; Available in PMC 2014 Dec 24.
**Supplement:** Supplemetary files

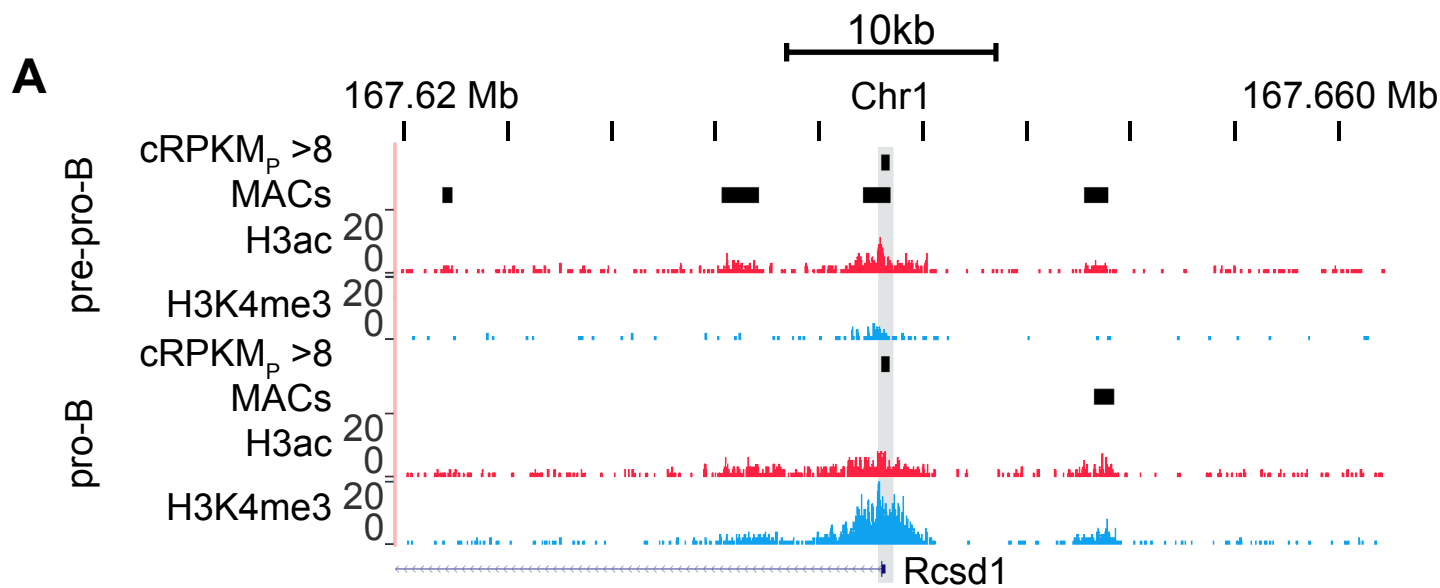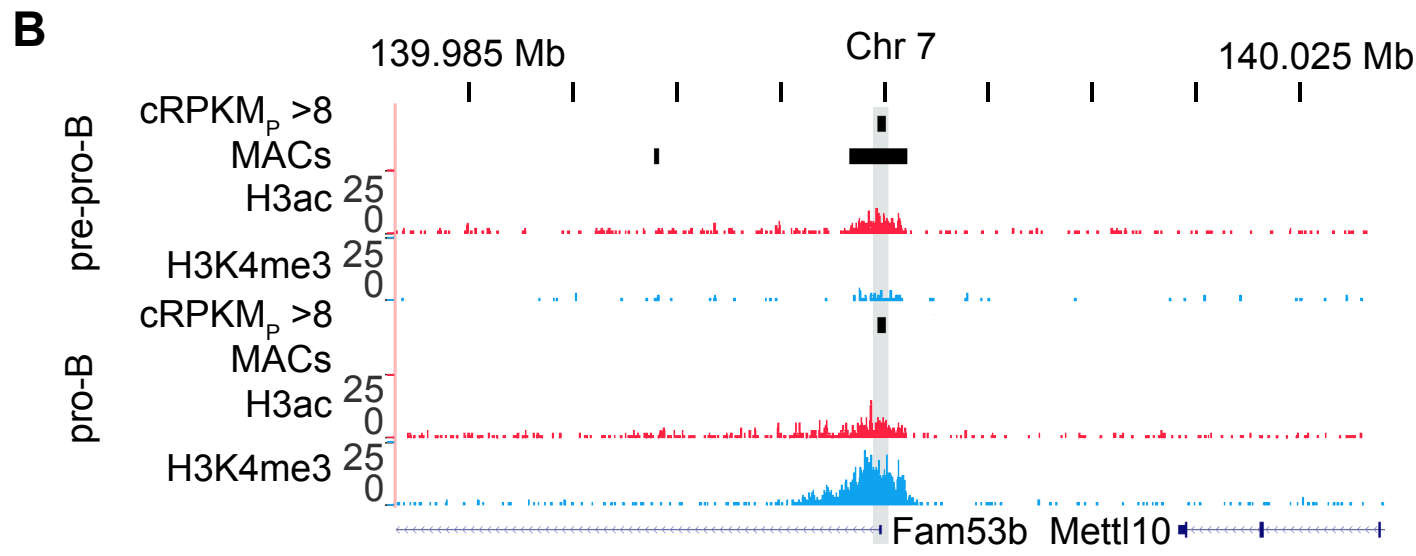

**A**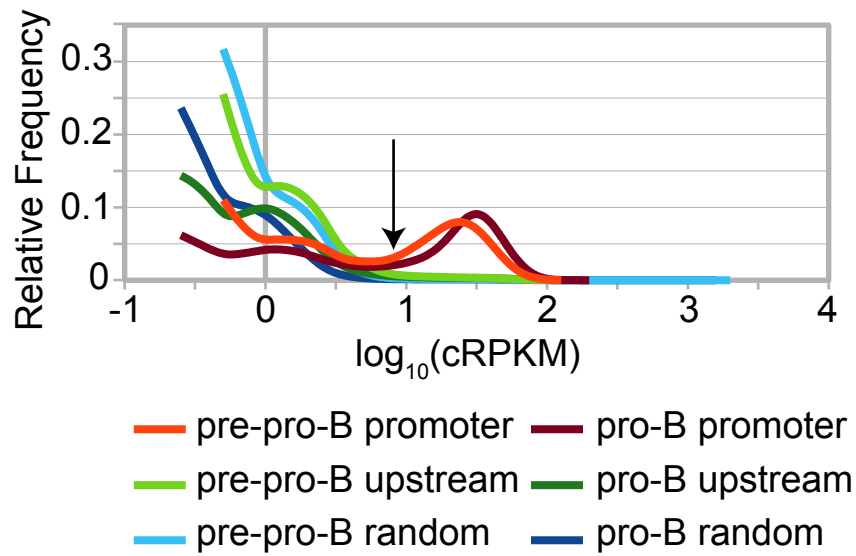**B**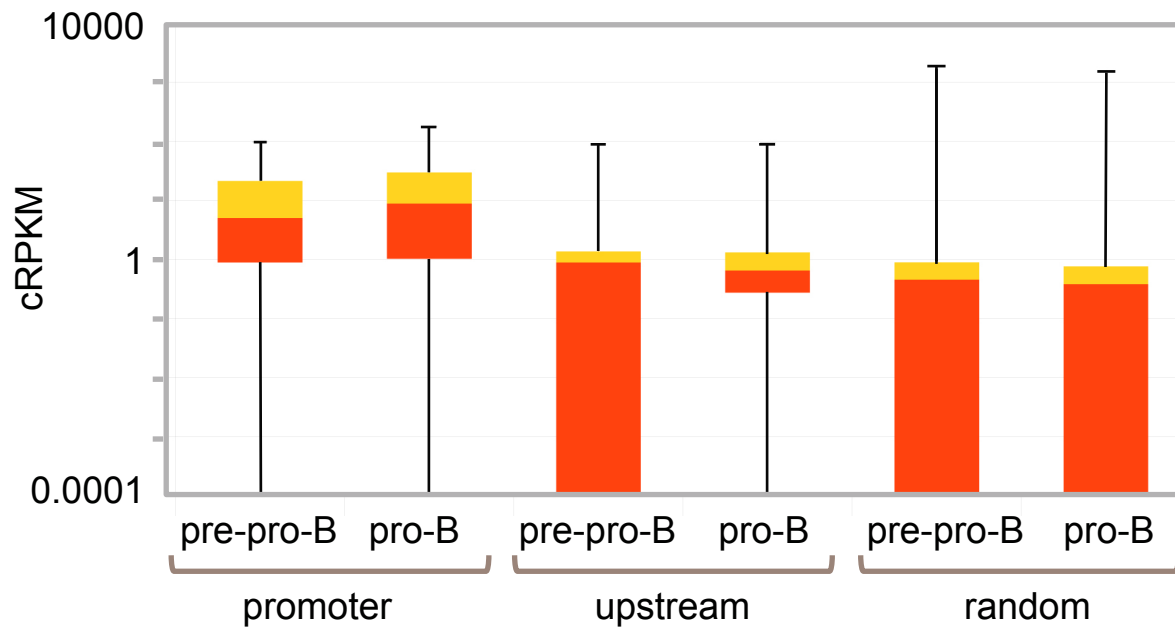

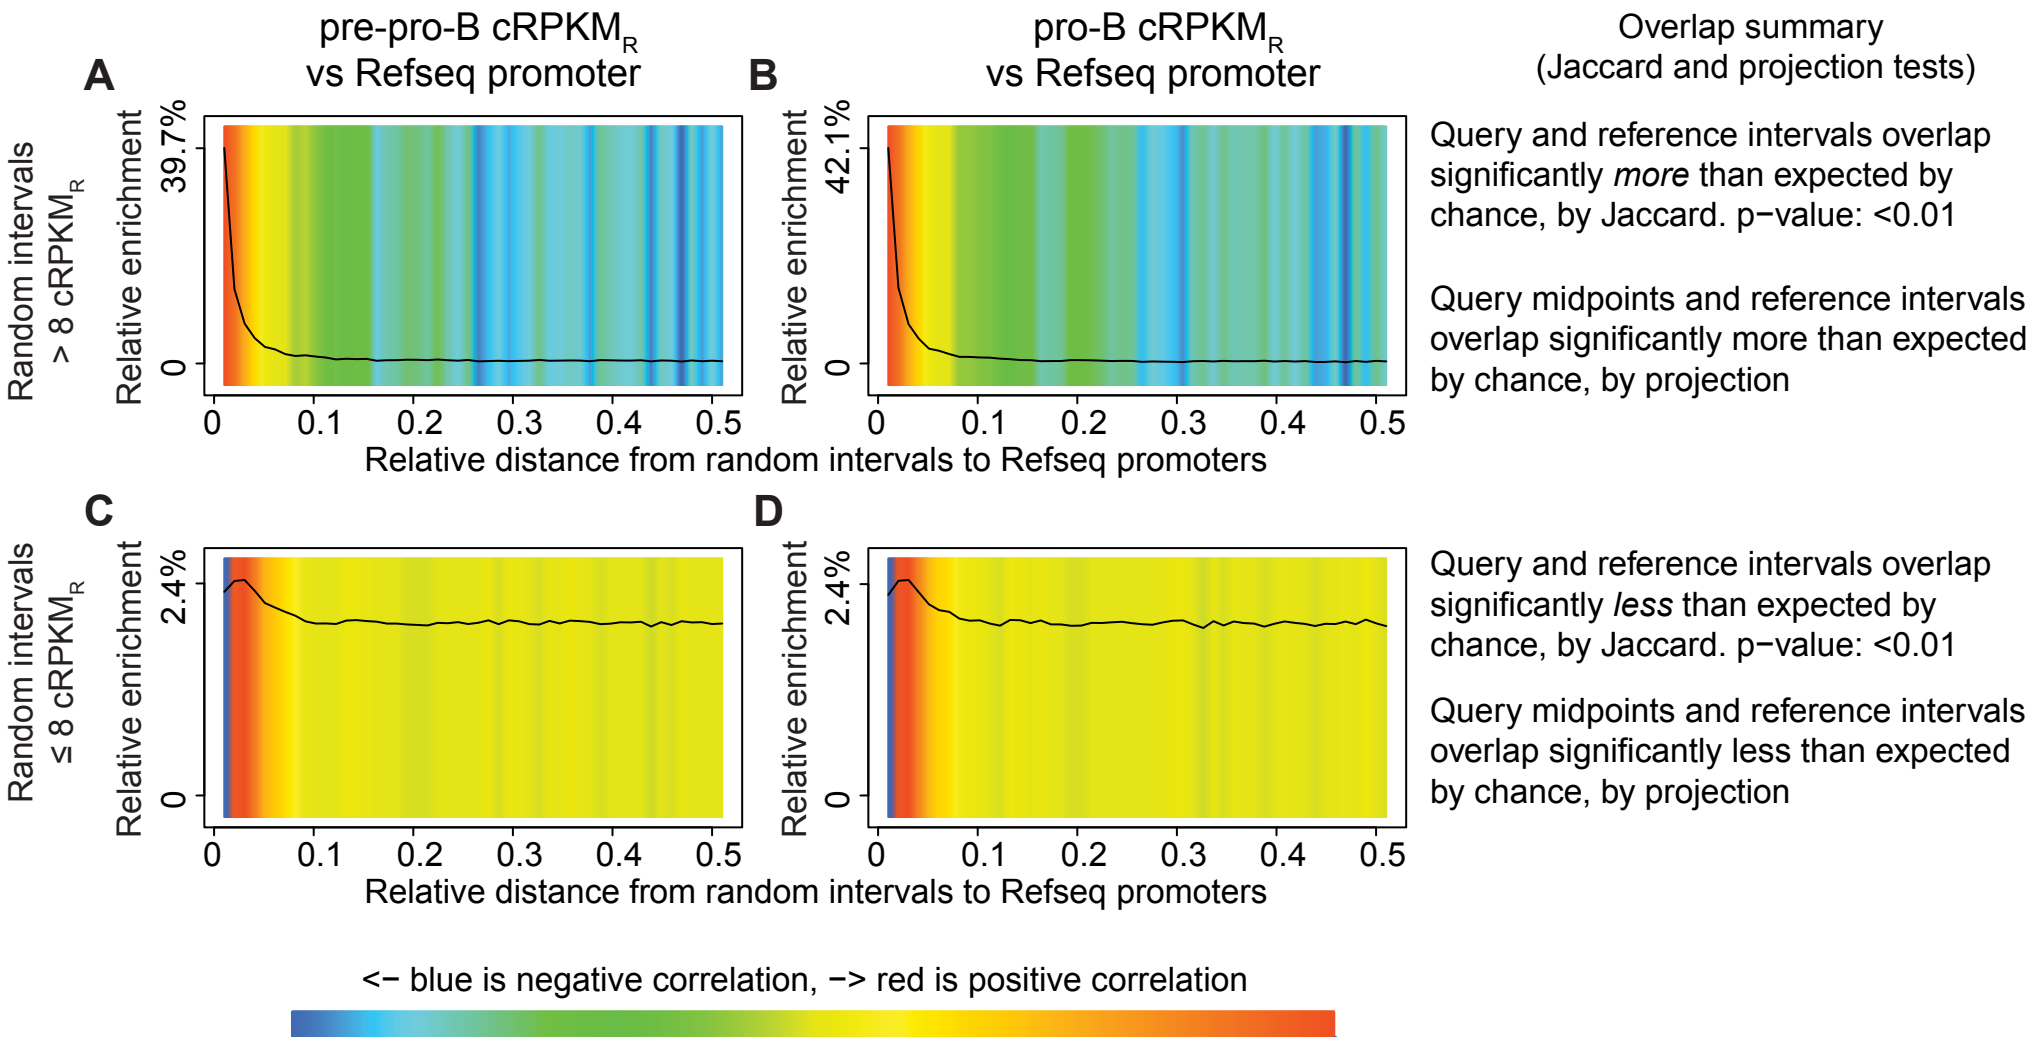

**E**

|                                                      | Overlap with Refseq promoters -- Genomic Hyperbrowser answer | Genomic Hyperbrowser p-value |
|------------------------------------------------------|--------------------------------------------------------------|------------------------------|
| Random intervals in pre-pro-B, cRPKM <sub>R</sub> >8 | Yes -- the data suggest this.                                | 0.004975                     |
| Random intervals in pro-B, cRPKM <sub>R</sub> >8     | Yes -- the data suggest this.                                | 0.004975                     |
| Random intervals in pre-pro-B, cRPKM <sub>R</sub> <8 | No support from data for this conclusion.                    | 1.0                          |
| Random intervals in pro-B, cRPKM <sub>R</sub> <8     | No support from data for this conclusion.                    | 1.0                          |

A

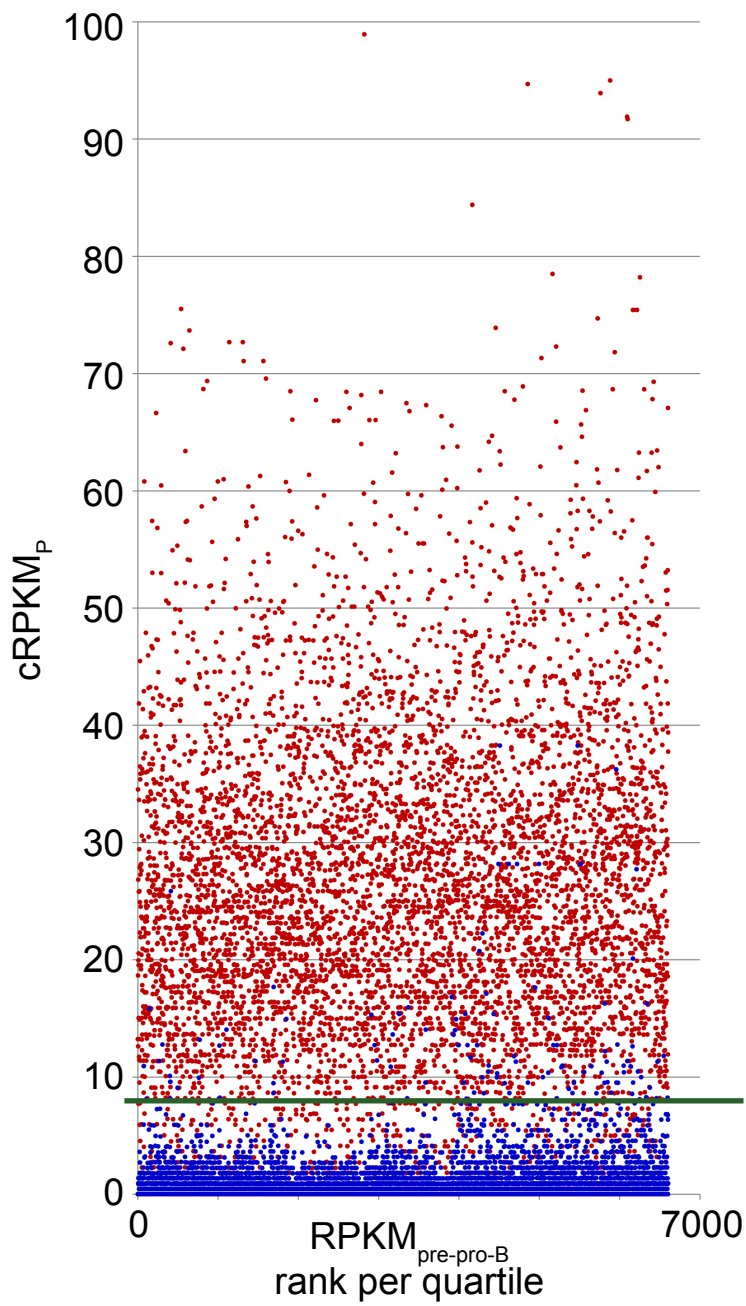

B

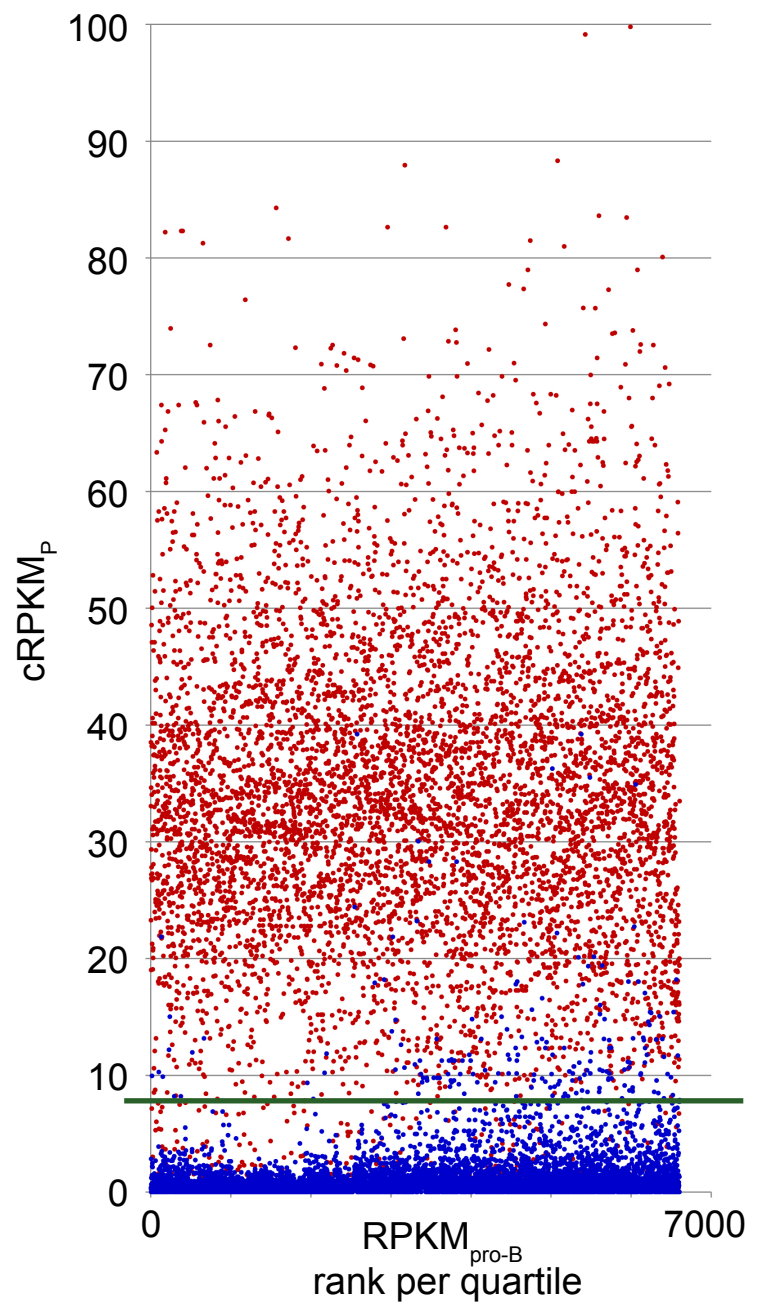

● Top 25%

● Bottom 25%

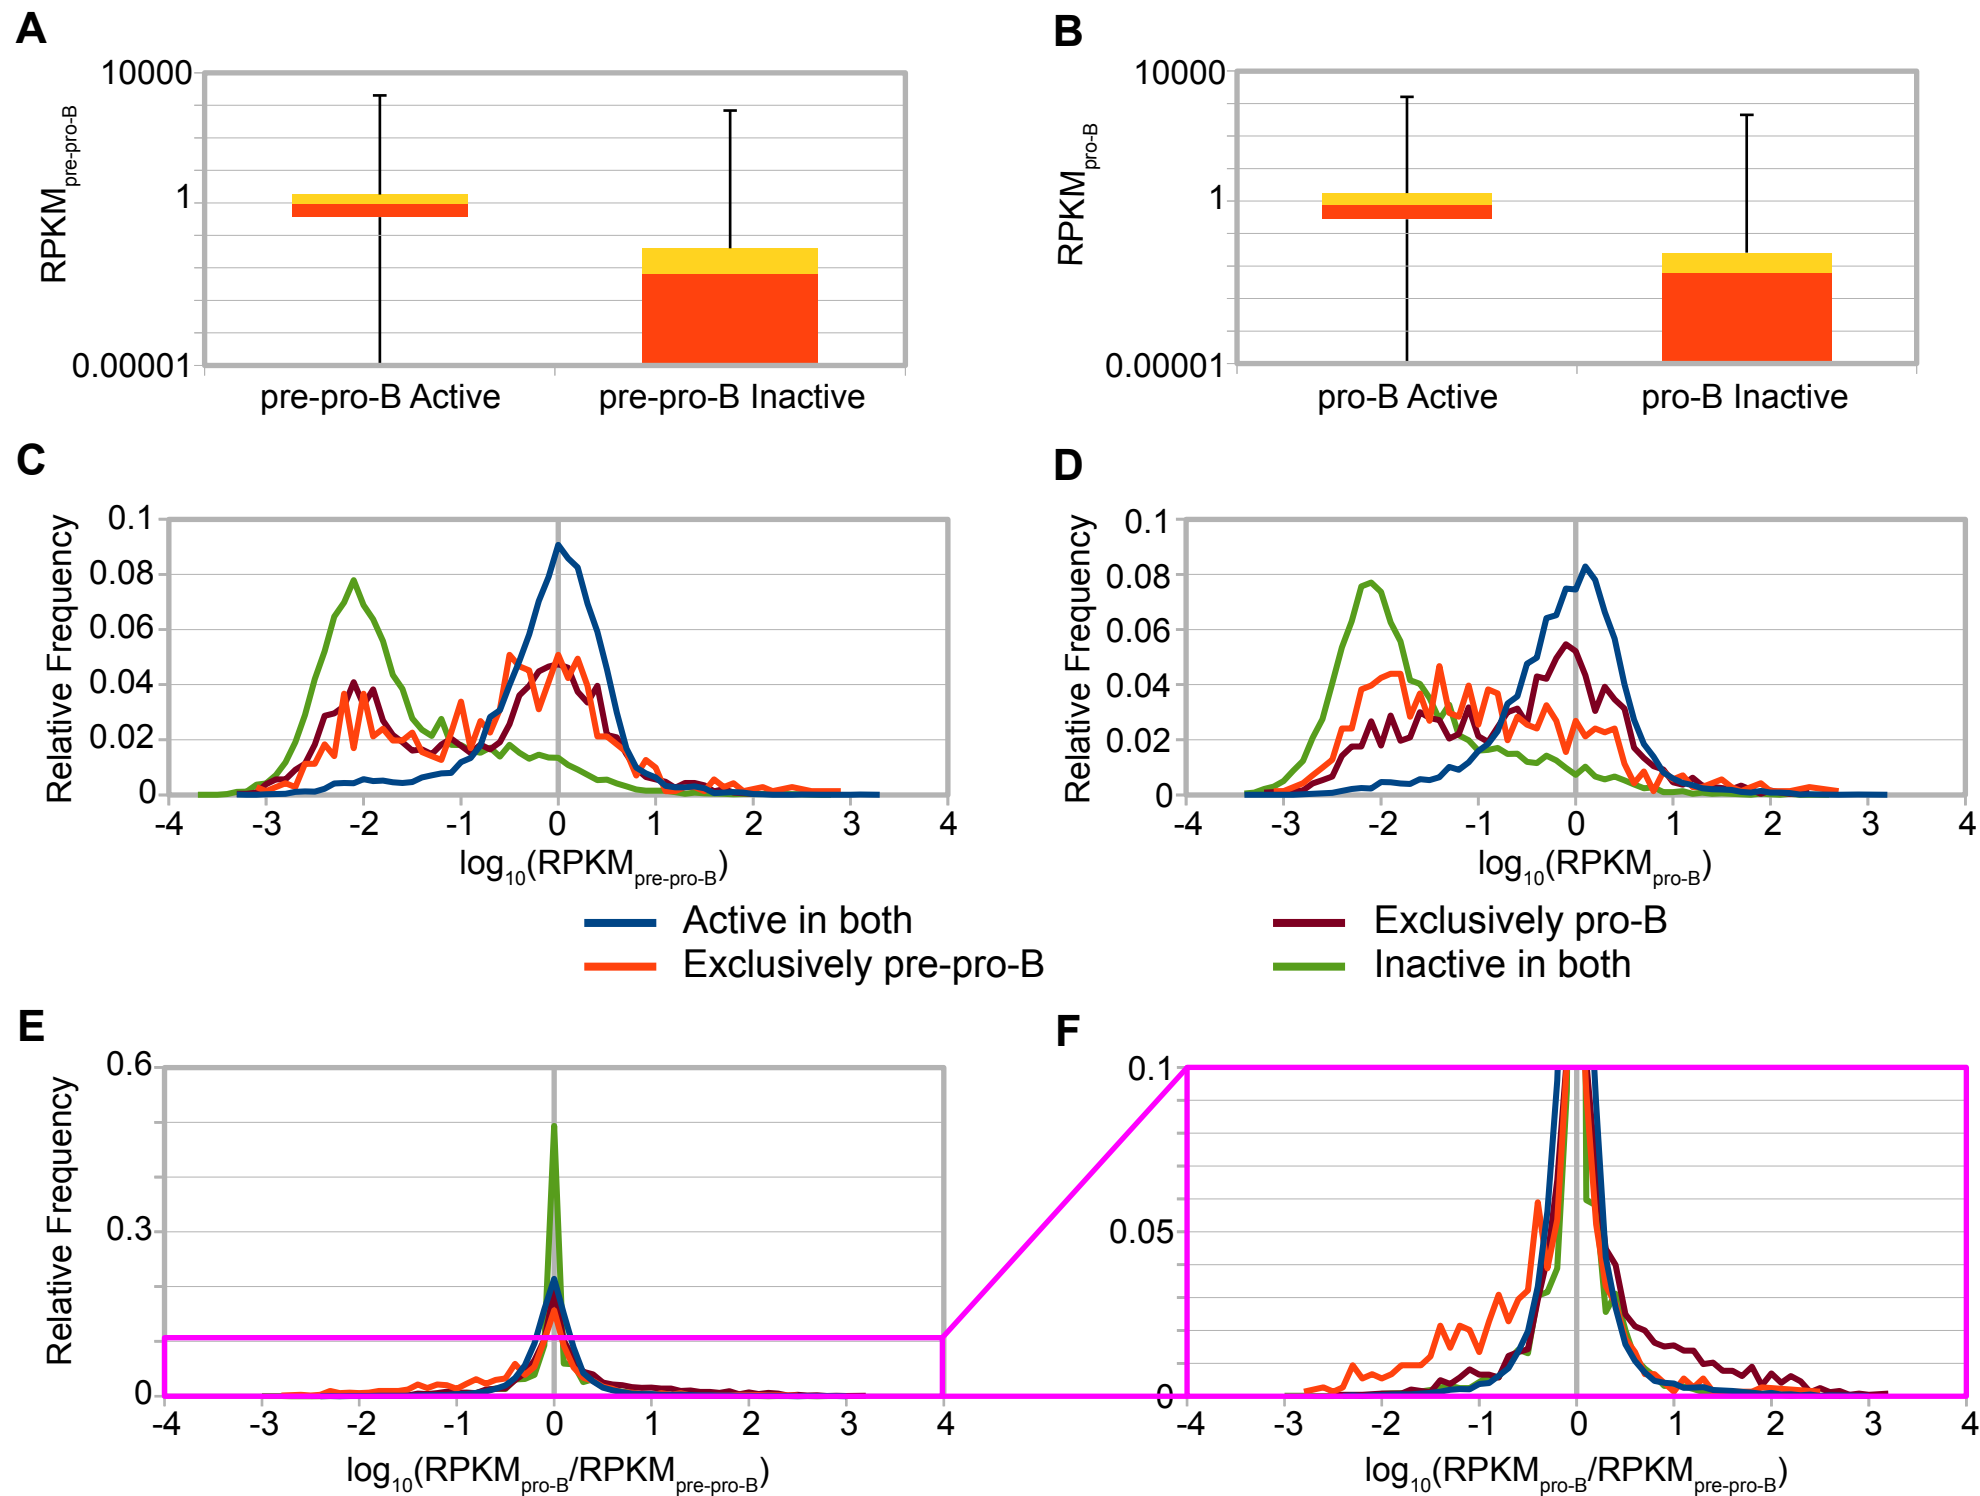

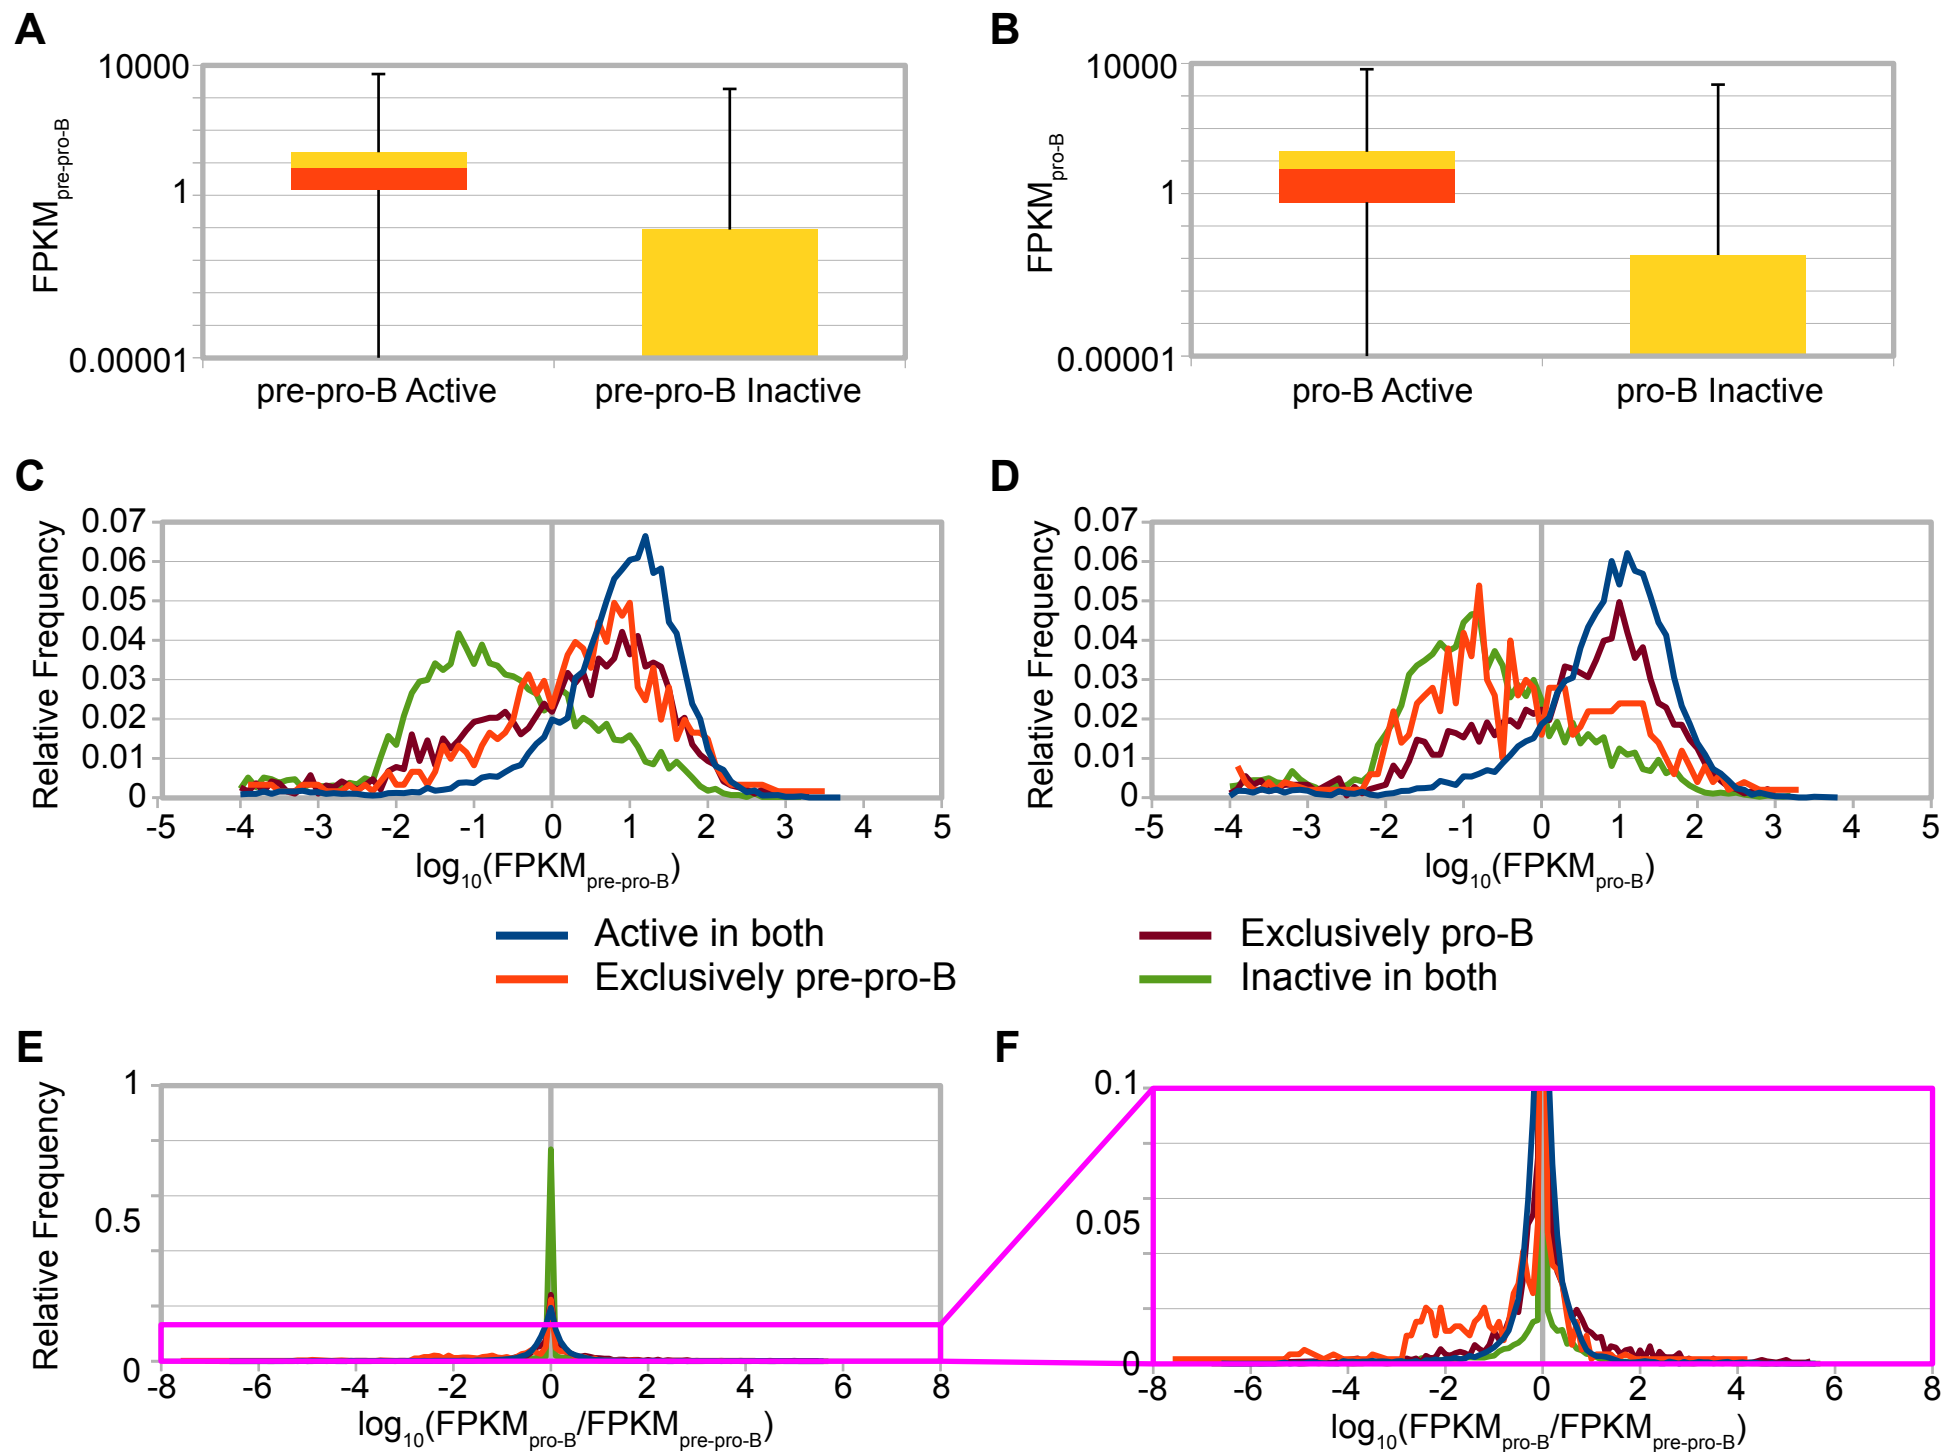

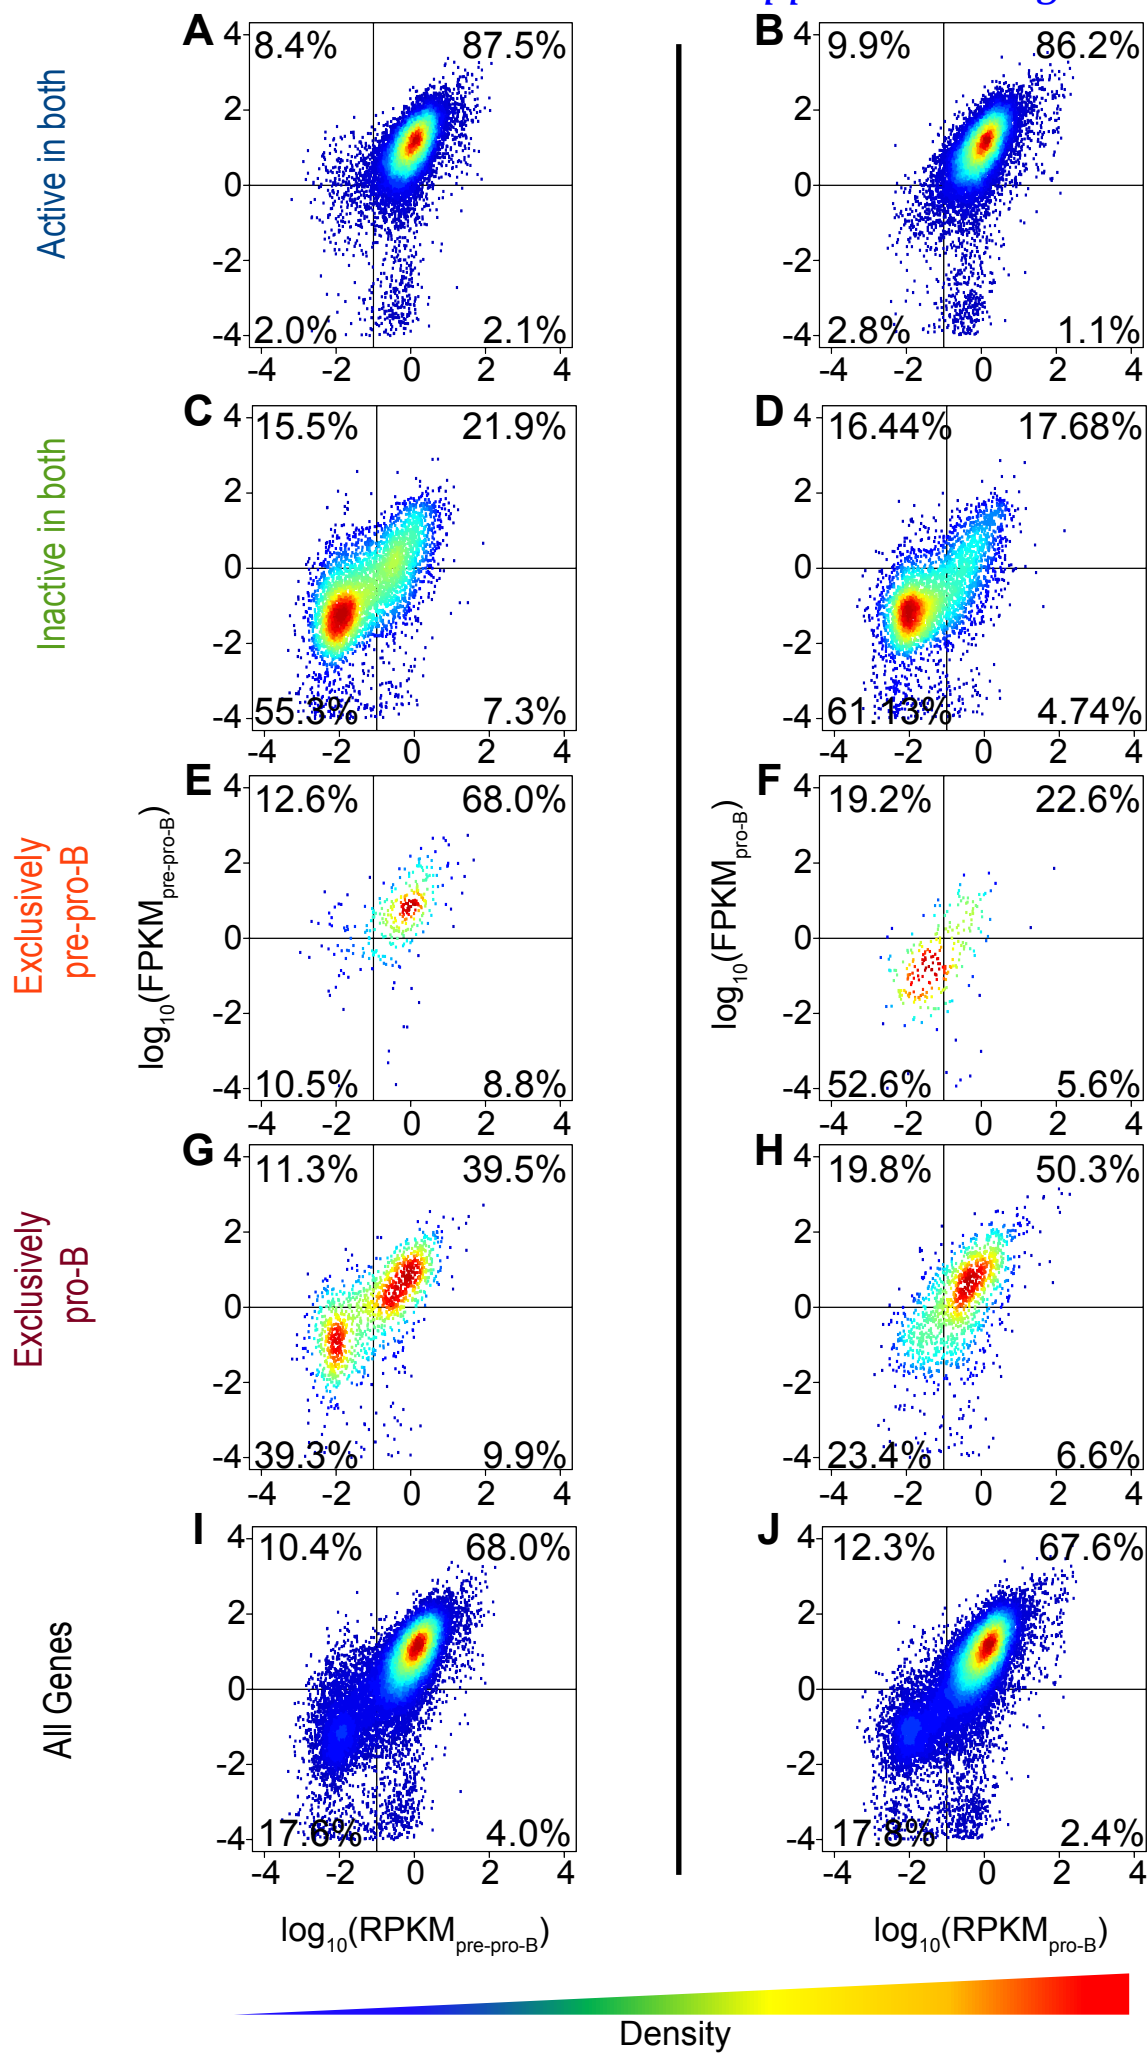

A

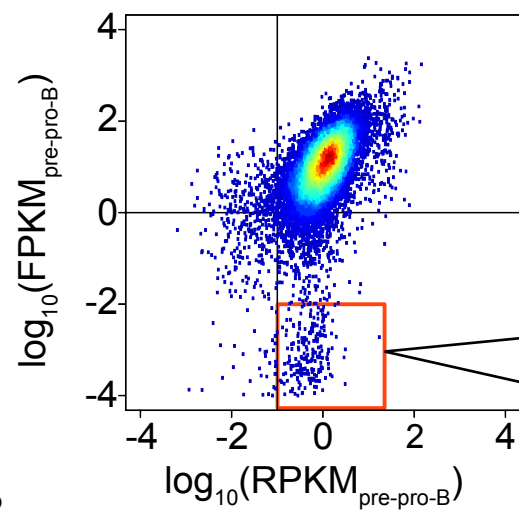

B

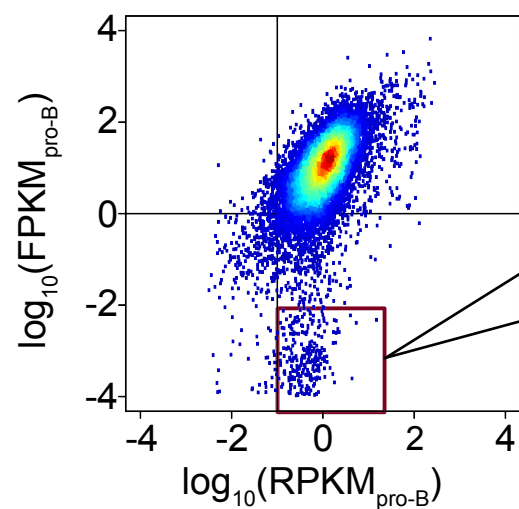

C

◆ Unstable in pre-pro-B    ■ Unstable in both    ▼ Unstable in pro-B

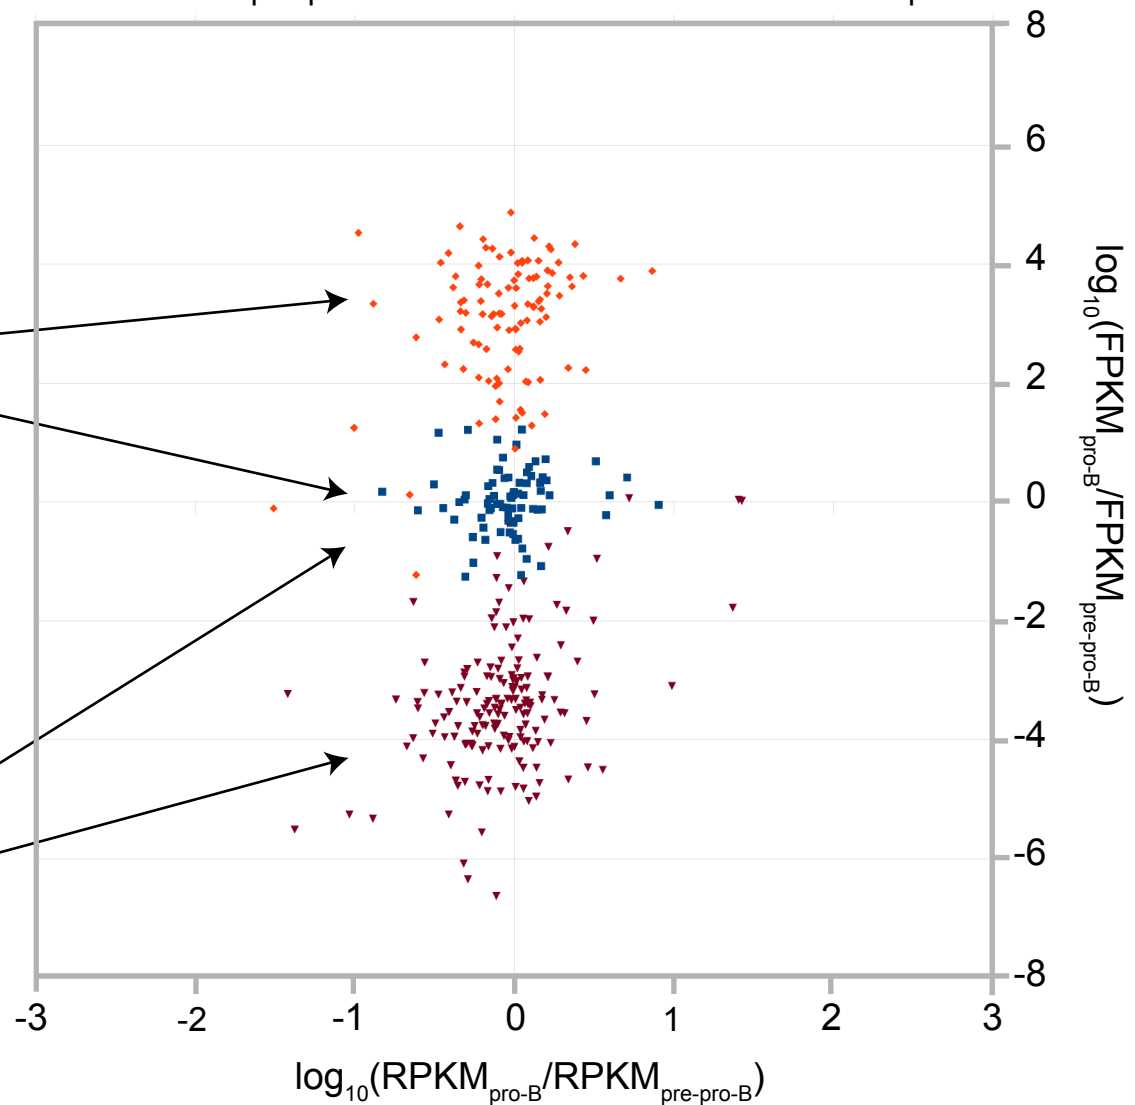

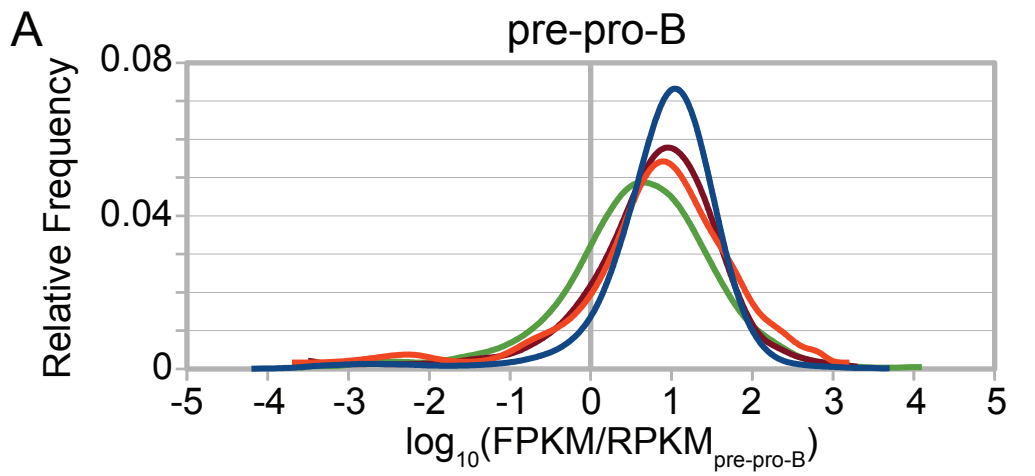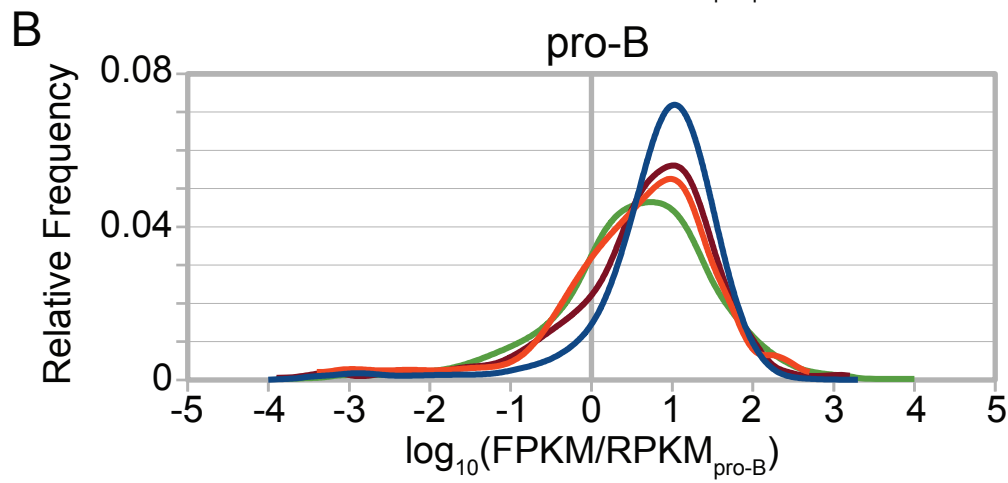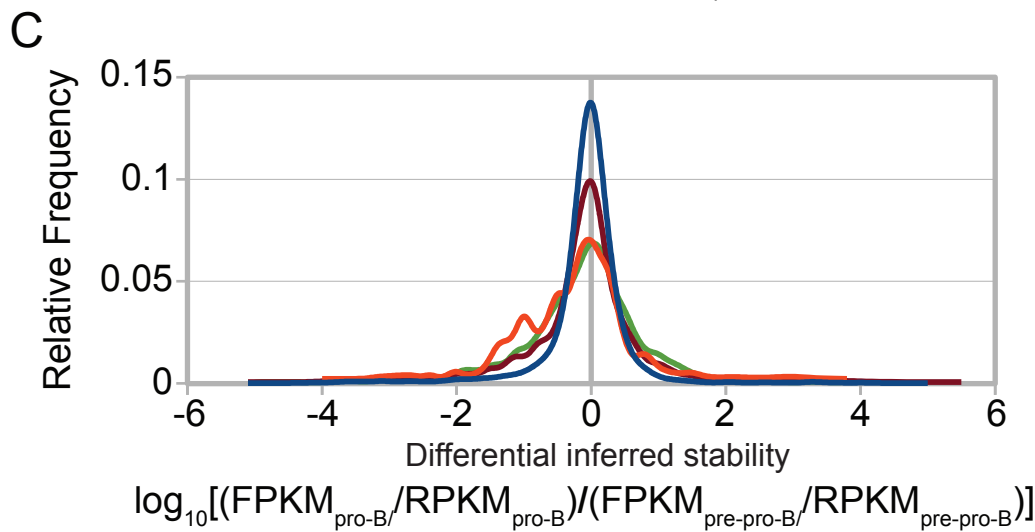

— Active in both      — Exclusively pro-B  
— Exclusively pre-pro-B      — Inactively in both

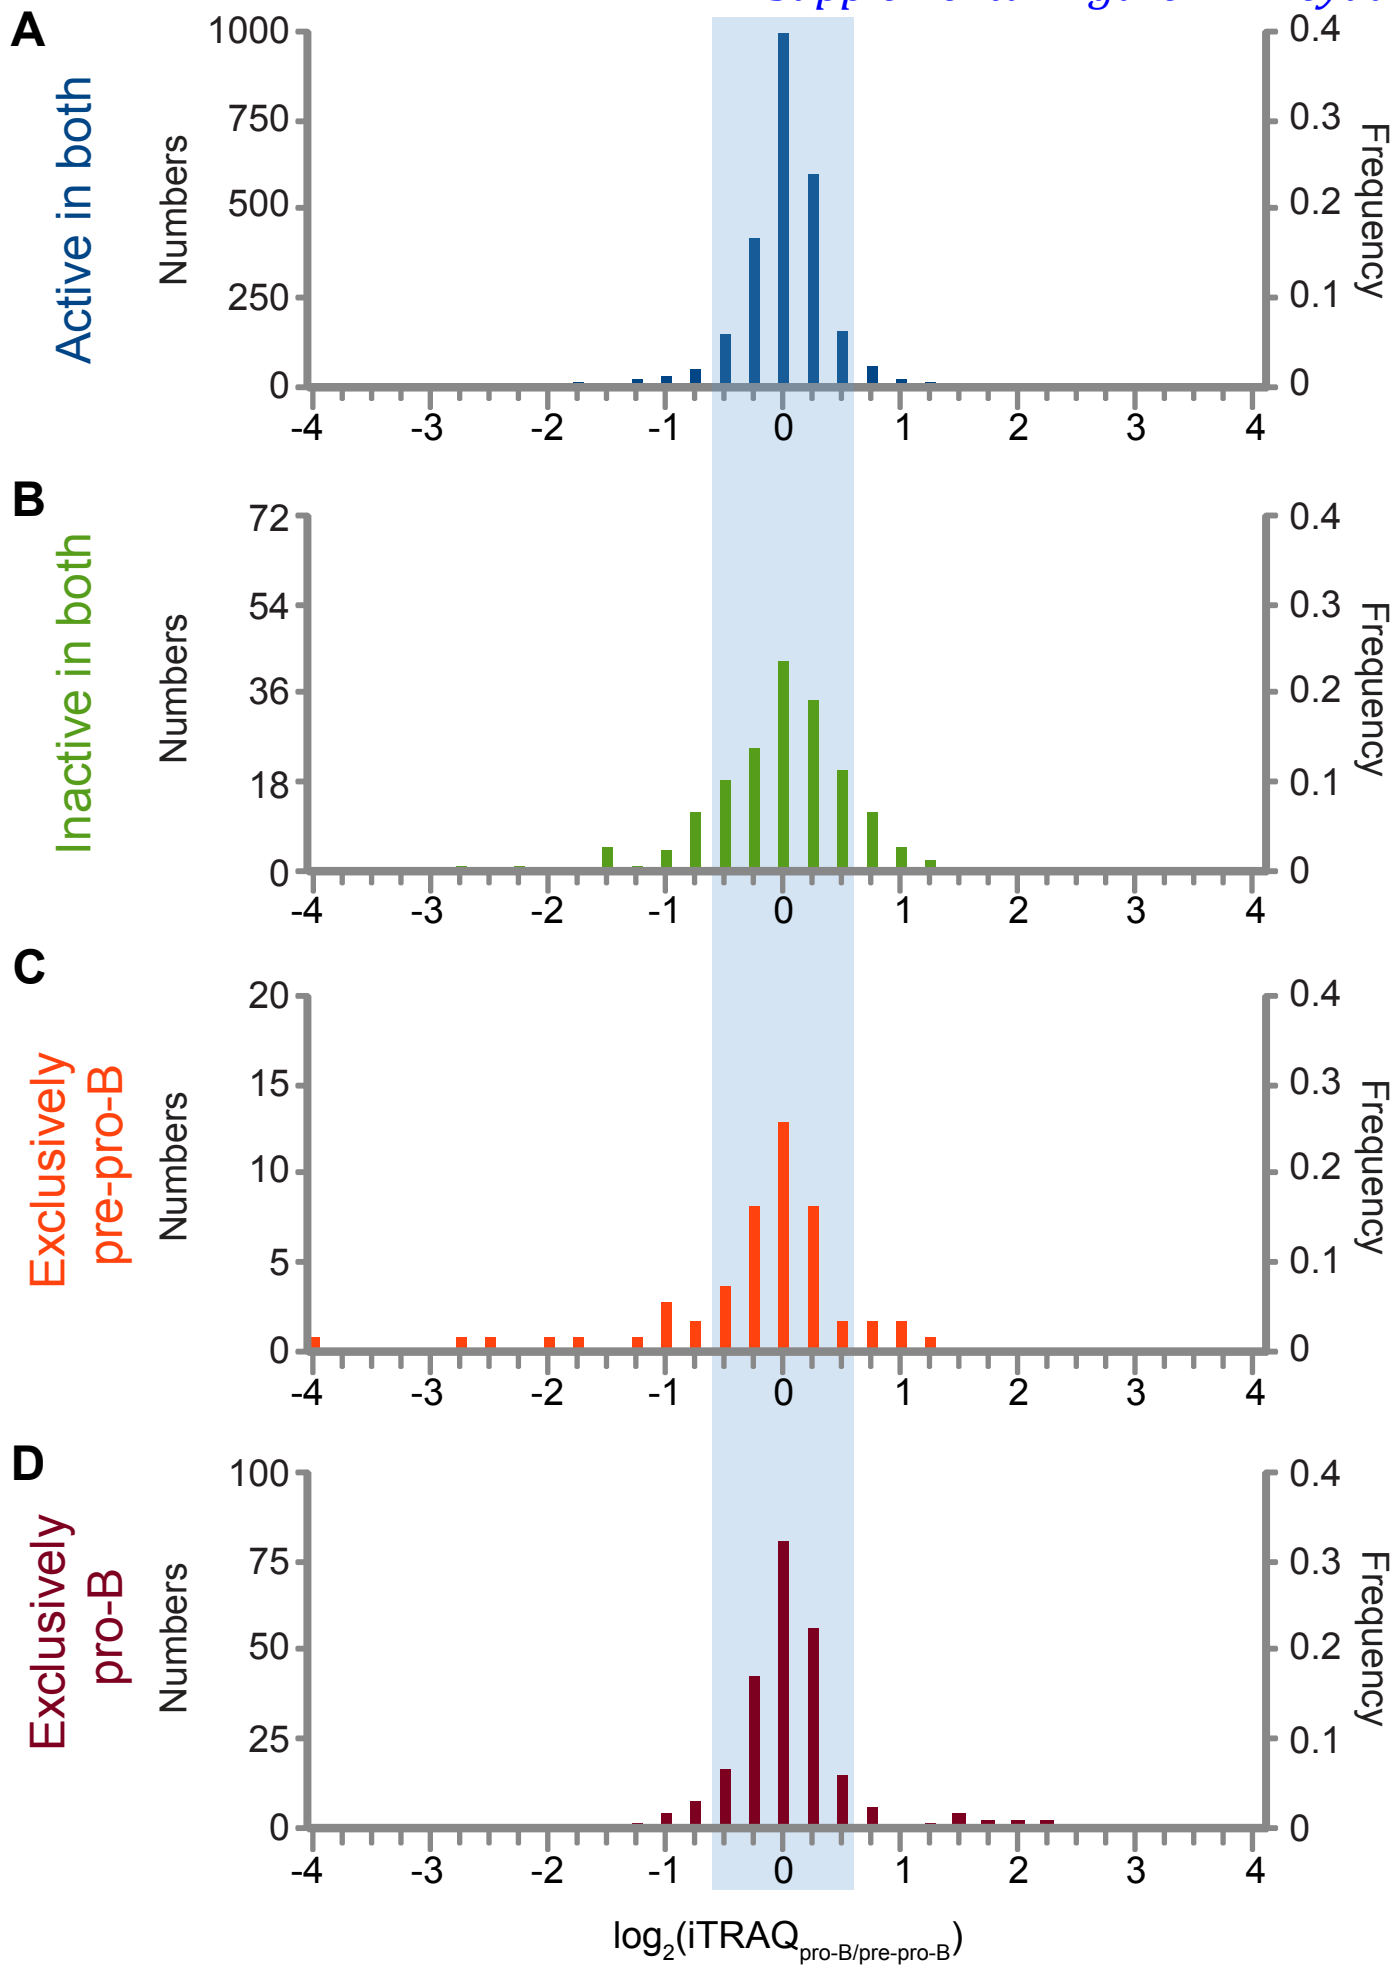

**A**

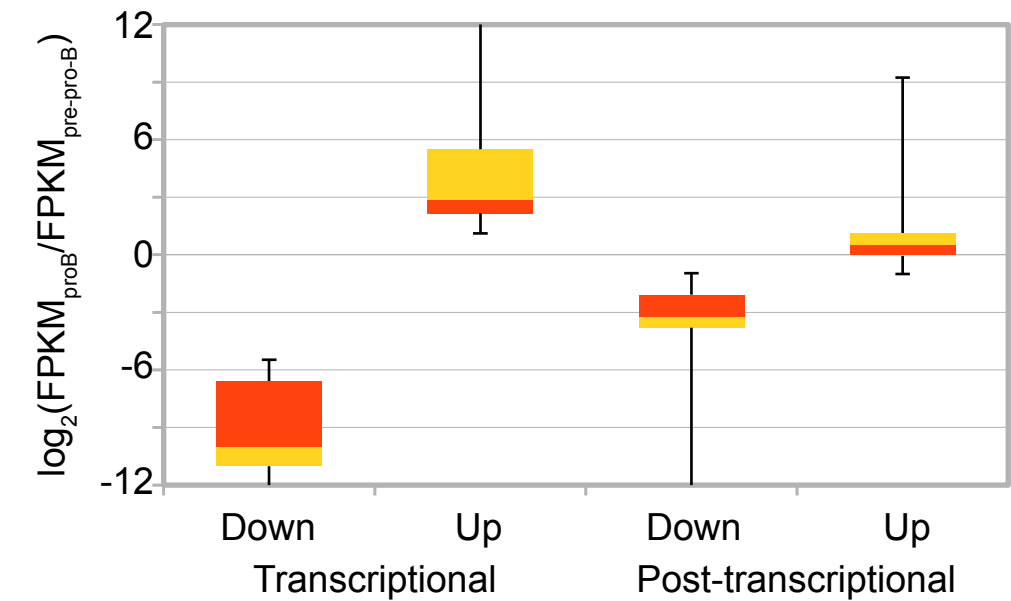

**B**

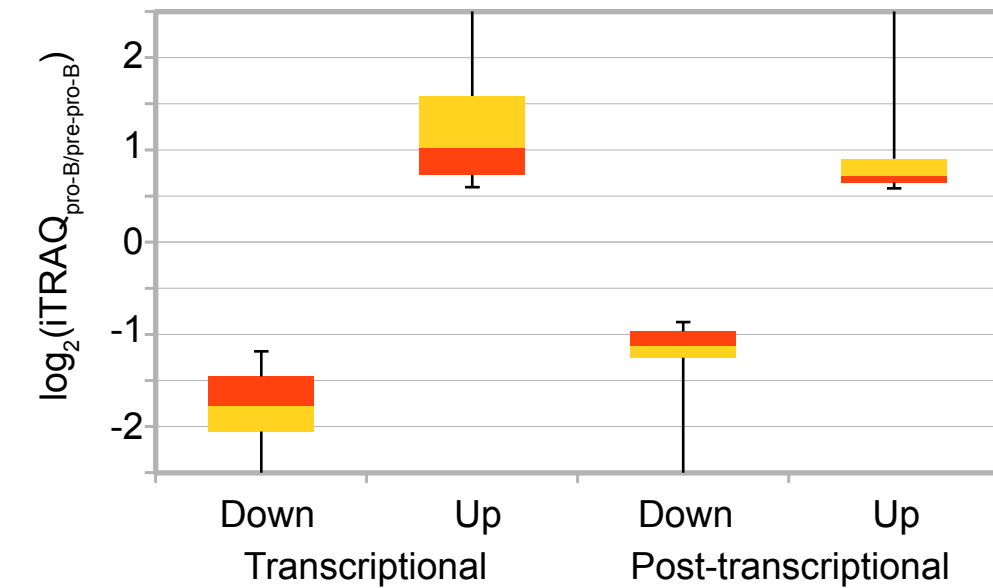

**C**

|                           | mean<br>$\log_2(\text{FPKM}_{\text{proB}} / \text{FPKM}_{\text{pre-pro-B}})$ |
|---------------------------|------------------------------------------------------------------------------|
| Transcriptional down      | -4.77                                                                        |
| Transcriptional up        | 4.00                                                                         |
| Post-transcriptional down | -2.10                                                                        |
| Post-transcriptional up   | 2.78                                                                         |

**D**

|                           | mean<br>$\log_2(\text{iTRAQ}_{\text{pro-B/pre-pro-B}})$ |
|---------------------------|---------------------------------------------------------|
| Transcriptional down      | -1.32                                                   |
| Transcriptional up        | 1.23                                                    |
| Post-transcriptional down | -0.95                                                   |
| Post-transcriptional up   | 0.84                                                    |

*Supplemental Figure 12: Heydarian et al.*

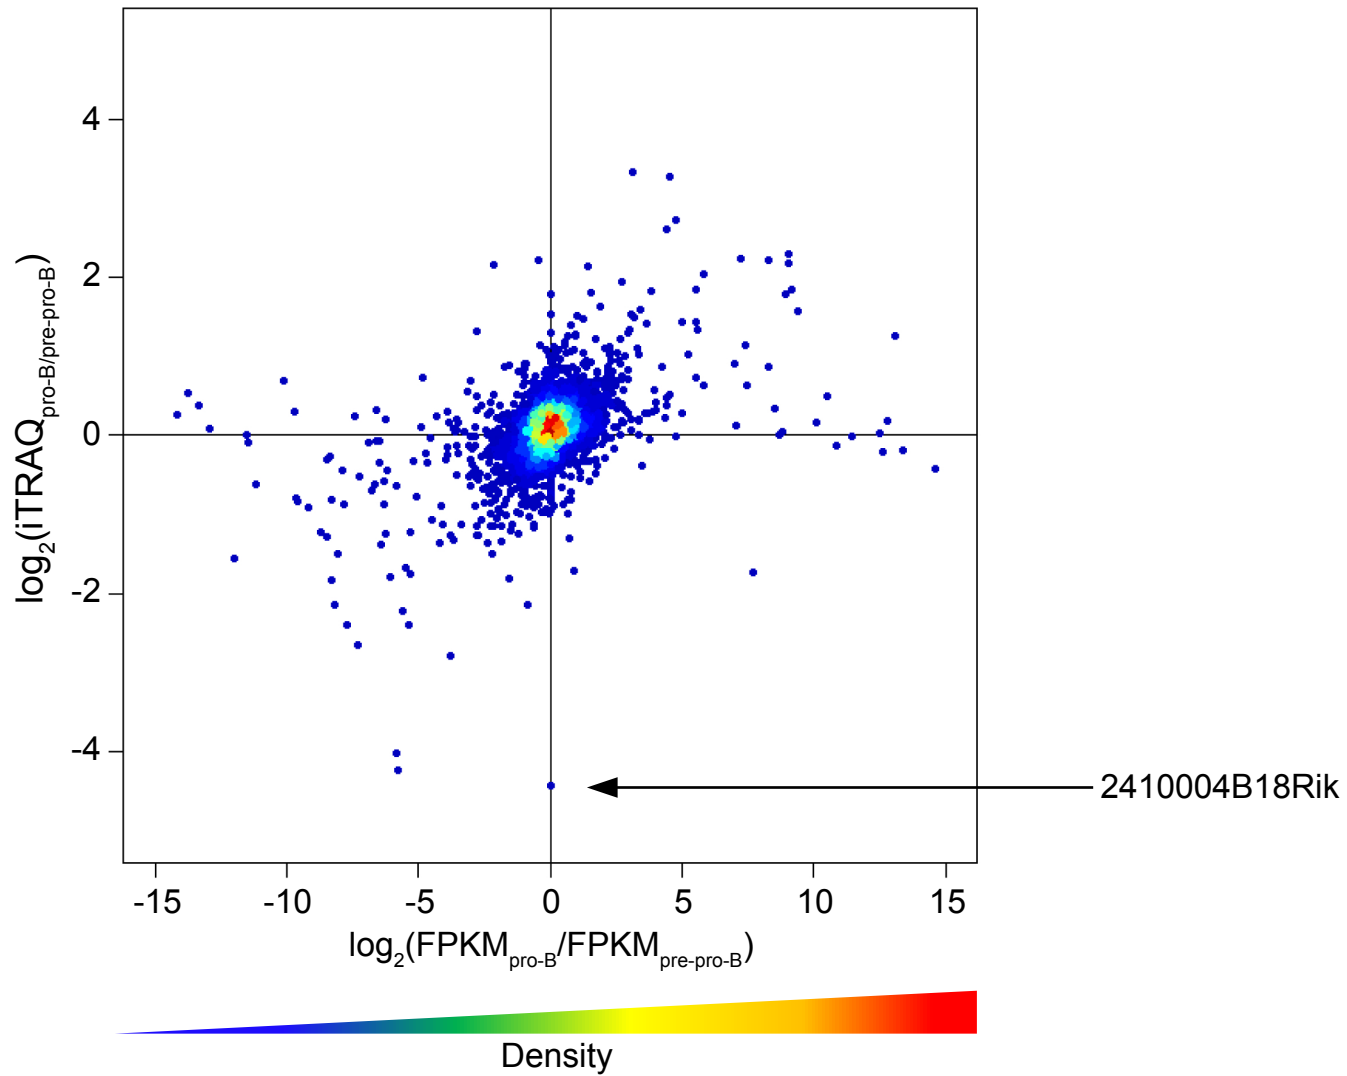

| Broad regulatory group                  | Regulatory combination |           |           | Number of genes |                |                       |                   |                  | Percentage of class |                |                       |                   |                  |
|-----------------------------------------|------------------------|-----------|-----------|-----------------|----------------|-----------------------|-------------------|------------------|---------------------|----------------|-----------------------|-------------------|------------------|
|                                         | GRO-seq                | RNA-seq   | iTRAQ     | All genes       | Active in both | Exclusively pre-pro-B | Exclusively pro-B | Inactive in both | All genes           | Active in both | Exclusively pre-pro-B | Exclusively pro-B | Inactive in both |
| Transcriptional (1)                     | UP                     | UP        | UP        | 68              | 41             | 0                     | 24                | 3                | 2.17                | 1.46           | 0                     | 22.43             | 1.59             |
|                                         | DOWN                   | DOWN      | DOWN      | 58              | 38             | 13                    | 0                 | 7                | 1.85                | 1.35           | 52.00                 | 0                 | 3.70             |
| Post-transcriptional (2)                | no change              | UP        | UP        | 29              | 22             | 0                     | 3                 | 4                | 0.93                | 0.78           | 0                     | 2.80              | 2.12             |
|                                         | no change              | DOWN      | DOWN      | 37              | 28             | 1                     | 2                 | 6                | 1.18                | 1.00           | 4.00                  | 1.87              | 3.17             |
|                                         | no change              | no change | UP        | 81              | 66             | 1                     | 2                 | 12               | 2.59                | 2.35           | 4.00                  | 1.87              | 6.35             |
|                                         | no change              | no change | DOWN      | 44              | 37             | 0                     | 1                 | 6                | 1.41                | 1.32           | 0                     | 0.93              | 3.17             |
| Undetermined or ambiguous mechanism (3) | UP                     | no change | UP        | 13              | 9              | 0                     | 0                 | 4                | 0.42                | 0.32           | 0                     | 0                 | 2.12             |
|                                         | DOWN                   | no change | DOWN      | 6               | 4              | 0                     | 0                 | 2                | 0.19                | 0.14           | 0                     | 0                 | 1.06             |
|                                         | UP                     | UP        | DOWN      | 0               | 0              | 0                     | 0                 | 0                | 0                   | 0              | 0                     | 0                 | 0                |
|                                         | UP                     | no change | DOWN      | 1               | 1              | 0                     | 0                 | 0                | 0.03                | 0.04           | 0                     | 0                 | 0                |
|                                         | UP                     | DOWN      | UP        | 3               | 2              | 0                     | 0                 | 1                | 0.10                | 0.07           | 0                     | 0                 | 0.53             |
|                                         | UP                     | DOWN      | DOWN      | 8               | 3              | 0                     | 2                 | 3                | 0.26                | 0.11           | 0                     | 1.87              | 1.59             |
|                                         | no change              | UP        | DOWN      | 1               | 1              | 0                     | 0                 | 0                | 0.03                | 0.04           | 0                     | 0                 | 0                |
|                                         | no change              | DOWN      | UP        | 7               | 5              | 0                     | 0                 | 2                | 0.22                | 0.18           | 0                     | 0                 | 1.06             |
|                                         | DOWN                   | UP        | UP        | 2               | 2              | 0                     | 0                 | 0                | 0.06                | 0.07           | 0                     | 0                 | 0                |
|                                         | DOWN                   | UP        | DOWN      | 1               | 1              | 0                     | 0                 | 0                | 0.03                | 0.04           | 0                     | 0                 | 0                |
|                                         | DOWN                   | no change | UP        | 4               | 3              | 0                     | 0                 | 1                | 0.13                | 0.11           | 0                     | 0                 | 0.53             |
|                                         | DOWN                   | DOWN      | UP        | 1               | 1              | 0                     | 0                 | 0                | 0.03                | 0.04           | 0                     | 0                 | 0                |
| No protein change (4)                   | UP                     | UP        | no change | 74              | 63             | 0                     | 6                 | 5                | 2.36                | 2.24           | 0                     | 5.61              | 2.65             |
|                                         | UP                     | no change | no change | 91              | 76             | 0                     | 6                 | 9                | 2.91                | 2.71           | 0                     | 5.61              | 4.76             |
|                                         | UP                     | DOWN      | no change | 9               | 7              | 0                     | 2                 | 0                | 0.29                | 0.25           | 0                     | 1.87              | 0                |
|                                         | no change              | UP        | no change | 214             | 195            | 0                     | 3                 | 16               | 6.84                | 6.94           | 0                     | 2.80              | 8.47             |
|                                         | no change              | no change | no change | 2008            | 1896           | 1                     | 38                | 73               | 64.17               | 67.52          | 4.00                  | 35.51             | 38.62            |
|                                         | no change              | DOWN      | no change | 220             | 187            | 1                     | 8                 | 24               | 7.03                | 6.66           | 4.00                  | 7.48              | 12.7             |
|                                         | DOWN                   | UP        | no change | 7               | 6              | 0                     | 1                 | 0                | 0.22                | 0.21           | 0                     | 0.93              | 0                |
|                                         | DOWN                   | no change | no change | 66              | 58             | 1                     | 6                 | 1                | 2.11                | 2.07           | 4.00                  | 5.61              | 0.53             |
|                                         | DOWN                   | DOWN      | no change | 76              | 56             | 7                     | 3                 | 10               | 2.43                | 1.99           | 28.00                 | 2.80              | 5.29             |

| Gene          | Chromatin class       | Differential expression<br>(pro-B/pre-pro-B) |           |       | Regulatory mechanism                                  |
|---------------|-----------------------|----------------------------------------------|-----------|-------|-------------------------------------------------------|
|               |                       | GRO-seq                                      | RNA-seq   | iTRAQ |                                                       |
| Cd34          | Exclusively pre-pro-B | down                                         | down      | down  | Transcriptional                                       |
| Flt3          | Exclusively pre-pro-B | down                                         | down      | down  | Transcriptional                                       |
| Ikzf3         | Exclusively pro-B     | up                                           | up        | up    | Transcriptional                                       |
| Pou2af1       | Exclusively pro-B     | up                                           | up        | up    | Transcriptional                                       |
| Irf4          | Exclusively pro-B     | up                                           | up        | up    | Transcriptional                                       |
| Cst7          | Exclusively pre-pro-B | down                                         | down      | down  | Transcriptional                                       |
| Arid3a        | Active in both        | down                                         | down      | down  | Transcriptional                                       |
|               |                       |                                              |           |       |                                                       |
| AB124611      | Active in both        | no change                                    | down      | down  | Post-transcriptional – stability                      |
| Galnt11       | Active in both        | no change                                    | down      | up    | Post-transcriptional – translational/protein turnover |
| 2410004B18Rik | Active in both        | no change                                    | no change | down  | Post-transcriptional – translational/protein turnover |

How the deposited data were processed for this re-analysis (not part of the article)

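RNA-seq was measured in 1 library from *Ebf1* null pre-pro-B cells, derived from female fetal liver, and 1 library from *Rag2* null pro-B cells, derived from male adult bone marrow, both grown on OP-9 stromal cells. Cell type is therefore joined with genotype, sex, age and tissue of origin, and no comparison has a replicate check.

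The authors made the deposited FPKM by trimming the single-end 97 bp reads, aligning them to mm9 with TopHat 1.4.0 (strand-specific library, up to 20 alignments per read) and estimating each RefSeq transcript with Cuffdiff 2.1.1. They used multi-read correction, fragment bias correction, a minimum alignment count of 10 and no scaling between the libraries. Each FPKM comes with a status and with the lower and upper limits of a 95% confidence interval from Cuffdiff's model. In a further deposited table, the authors computed the log2 values with Cuffdiff as the ratio of pro-B to pre-pro-B FPKM without a pseudocount. That table also holds the authors' p-values and q-values, made with a blind dispersion over the 2 libraries and a false discovery rate of 0.05, and these are cited only as the authors' calls. Of the per-sample columns, 2 were not used. Supplemental Data File 2 gives 87.9 M aligned reads for pre-pro-B cells and 79.8 M for pro-B cells. FPKM carry no counts, so the number of fragments behind each was approximated from transcript length and aligned reads, and a value of 3 fragments was taken as the level that a count of 0 allows. Intervals of shares are exact binomial intervals and cover counting error only.

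The computations were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Of 30485 transcripts, the 26968 protein-coding ones were used, with 26580 different accessions. A RefSeq gene table of a later assembly, GRCm38, gave gene names for 26555 of them and was used for names only. Coordinates are those of a gene annotation on mm9. FPKM were summed over protein-coding transcripts with the same gene name, which gave 20250 genes, 3657 of them with several transcripts. Where the deposited tables held different FPKM for a transcript, the FPKM table was used.

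A transcript with an FPKM above 0 in both libraries was counted as higher or lower at 2-fold. A collapsing transcript had an FPKM above 0 and below 0.01 in one library and at least 1 in the other. Log2 changes of gene lists used FPKM summed per gene and a pseudocount of 1. The lists were Y-linked genes, stromal genes, genes of fetal origin, B lineage genes and non-B lineage genes, and the median of each was placed among 10000 random lists of the same size matched on mean expression in 20 bins. Genes examined by name were those the paper names with RNA-seq or stability statements, in Figure 1, Figure 3, the introduction or Supplemental Table 2, the targeted genes, the lists, and the 5 genes with the largest rise and the 5 with the largest fall. These rules, the lists and the alternatives were fixed before the data were examined, except where stated. The promoter classes, GRO-seq RPKM and iTRAQ ratios are the paper's and cover 1996 of 26414 entries of Supplemental Data File 3, so class results describe that part alone. The GRO-seq, ChIP-seq and proteomic measurements themselves were not analysed.

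The alternatives were other pseudocounts, filters on low FPKM, TPM and median-ratio scaling, sums per gene, the most abundant transcript of each gene, genes with a single transcript, and other limits for collapse. The scripts were tested on simulated data. The fold counts recovered 200 of 200 changed transcripts and called 0 of 17264 unchanged ones, and the collapse counts found 100 of 100 collapsing transcripts. These counts checked that the scripts apply their rules to simulated values. They give no rate of false calls for the real libraries, whose FPKM have wide intervals and no replicate check. Of 200 simulated unchanged lists, 89.5% fell between percentiles 5 and 95. Genomic copies of ribosomal protein genes were counted as exact matches of 32-base stretches of their transcripts to mm9, and 7 of 7 copies placed in a simulated genome were found.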

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

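The test of donor sex was set before the data were examined, and the tests of carry-over and admixture for *Ebf1* and *Rag2* were chosen only after their values were seen.

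Y-linked genes and *Xist* are outside the genes the paper discusses, and their FPKM stood above the level of 3 fragments. In pro-B cells the FPKM was 151 for *Eif2s3y*, 85.0 for *Ddx3y*, 55.3 for *Uty* and 19.4 for *Kdm5d*, where 3 fragments are worth an FPKM of 0.0213, 0.00811, 0.00719 and 0.00687. In pre-pro-B cells the FPKM of *Xist* was 505 with a Cuffdiff interval from 0.191 to 1509, against 1.60 in pro-B cells. A swap of the library labels is argued against by these markers, which go with the female and male donors the paper states. The sex of the donors needs Y-linked genes near 0 in pre-pro-B cells, and the highest FPKM of the 8 genes there was 0.176. A difference in depth is argued against by aligned reads of 87.9 M and 79.8 M, with fewer reads in the library where the Y-linked genes were higher. Reads shared with X-linked relatives as the source of the low FPKM in pre-pro-B cells were not tested. Since each cell type comes from 1 sex, the libraries cannot separate effects of sex from effects of developmental stage in other genes.

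*Ebf1* had an FPKM of 64.0 in the *Ebf1* null library, where 3 fragments are worth 0.0152, and the paper's text does not discuss its level there. Carry-over of OP-9 stromal cells as the source would bring the abundant stromal transcripts at a level to match, but the highest of 22 stromal genes in that library was *Pdgfrb* with an FPKM of 15.9 and the next stood at 4.62. Admixture of pro-B cells would bring the other B lineage genes at the same share of their pro-B level. *Ebf1* stood at 23.5% of its pro-B level and the 13 other B lineage genes at a median of 0.473%, with 1 of the 13 at or above the share of *Ebf1*. Transcription of the targeted allele outside its deleted part stays open, as do reads shared with related genes, and neither was tested because an FPKM covers the whole transcript.

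*Rag2* had an FPKM of 22.9 in the *Rag2* null library, where 3 fragments are worth 0.0111. Admixture of pre-pro-B cells would bring the genes of other lineages at the same share of their pre-pro-B level. *Rag2* stood at 66.3% of its pre-pro-B level, and the 13 non-B lineage genes with an FPKM of at least 1 in pre-pro-B cells stood at a median of 0.353% of theirs, with 2 of the 13 at or above the share of *Rag2*. Transcription of the targeted allele outside its deleted part was not tested here either and stays open.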

How the results depend on the processing

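The alternatives were set before the data were examined, except the counts with non-coding transcripts, the grouping by any transcript at the locus and the comparisons of genomic copies without named ribosomal protein genes (see the observations), which were chosen after seeing the data. Unless another cause is given, the cause of a change was not tested.

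The numbers of transcripts at least 2-fold higher (2899) and lower (3642) in pro-B cells fell to 1320 and 1449 with an FPKM of at least 1 in both libraries and to 1674 and 2035 among genes with a single transcript, and in both cases fewer transcripts were compared (10127 and 9488 instead of 15073). With a pseudocount of 1 on all transcripts the higher count was 1816. Under the other settings, non-coding transcripts included, each count stayed within 1.5 times its main value. Across all settings, the share of calls that were higher went from 39.7% (pseudocount of 1) to 47.7% (an FPKM of at least 1 in both libraries).

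The share of collapsing transcripts in genes with several transcripts (92.5%) was 97.8% with a low level of 0.001, 59.0% with 0.1, 73.2% with FPKM of 0 included, 96.0% with at least 5 in the other library and 95.1% with any other transcript at the locus. The share whose gene total changed less than 2-fold (39.9%) was 21.2% with a low level of 0.1 and 29.4% with FPKM of 0 included, and lay between 36.0 and 40.2% under its other settings.

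With FPKM summed per gene, class medians in pre-pro-B and pro-B cells were 12.1 and 10.6 ('active in both', 615 genes) and 0.267 and 0.197 ('exclusively pro-B', 70 genes). The sums per gene cover only genes whose available entries all lie in 1 class. Over FPKM above 0 alone they were 0.294 and 0.467 ('exclusively pro-B') and 0.147 and 0.109 ('inactive in both'), since this leaves out the zeros. The medians of the 'exclusively pre-pro-B' class stayed within their intervals.

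With a pseudocount of 0.1 the median log2 change of the stromal list was 1.09 instead of 0.46, and the medians of the other lists stayed within their intervals. The percentile of the fetal list, 3.16, went from 0.17 to 4.53 across the alternatives.

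Among 102 genes examined by name, 3 changed direction under an alternative. The log2 change of *Zfp120*, 0.02, became -1.24 with its most abundant transcript and -0.093 on the TPM scale. That of *Zfp275* became 0.051 with its most abundant transcript, and that of *2410004B18Rik* became 0.055 on the median-ratio scale. The other log2 changes kept their direction. With the most abundant transcript 75 values were the same to the printed decimals and 25 others moved, by up to 1.32. On the TPM scale the largest shift was 0.12, on the median-ratio scale it was 0.07, and with a pseudocount of 0.1 it was 3.31.

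The depth limits FPKM below the level of 3 fragments, such as 0.0386 for *2410004B18Rik* in pro-B cells, and folds against such values are not given.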

Differences from the paper's values

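No test was chosen for these differences after the values were seen, except the comparison of opposite quadrants. All of them concern values shown in figures over the paper's full classes, while the values here cover the available 1996 of 26414 entries. Of 38 values read from figures, 17 differed by more than 1.5 times and lay outside the interval computed here. The paper's number of protein-coding RefSeq genes, 26414, and the 26580 accessions counted here are within 1.5 times of each other. The 3 log2 ratios taken from the supplement had the same sign and size here without rescaling. On the median-ratio scale, without a pseudocount, that of *2410004B18Rik* was 0.065 against the paper's -0.0039.

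The median FPKM of the 'exclusively pro-B' class in pre-pro-B cells was 0.0806, against the paper's about 0.27 in Figure 5A, read by eye. With FPKM summed per gene it was 0.267 and over FPKM above 0 alone it was 0.294, and under both of these alternatives, set before the data were examined, the difference was gone. The sums cover the 70 genes whose available entries all lie in this class, so the set of genes changed together with the summing. By its legend, however, Figure 5A and B include genes with an FPKM of 0, so leaving out the zeros departs from what the figure shows. In pro-B cells the median of this class was 0.0620, against the paper's about 0.43 in Figure 5B, read by eye. Under the same alternatives the difference was gone as well. Over FPKM above 0 alone the median was 0.467, and with FPKM summed per gene it was 0.197, with an interval from 0.0620 to 0.901 that holds the paper's value.

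The percentages that Supplemental Figure 7 prints in its quadrants, read by eye, differed as follows, with no alternative set for them. In the 'active in both' class, low RPKM with high FPKM was 2.62% against the paper's about 8.4% in Supplemental Figure 7A, while the opposite quadrant, high RPKM with low FPKM, was 8.51% against about 2.1%. In Supplemental Figure 7B the same pair was 1.06% against the paper's about 9.9% and 10.2% against about 1.1%, and low values of both were 4.62% against about 2.8%. In the 'inactive in both' class the pair was 6.86% against the paper's about 16% and 18.3% against about 7.3% in Supplemental Figure 7C, and 3.28% against about 16% and 18.7% against about 4.7% in Supplemental Figure 7D. With the 2 quadrants exchanged, all 8 of these printed percentages lie within the interval of the value computed here, and 0 of 8 do without the exchange. Over all 4 classes this holds for 16 of 16 with the exchange and for 6 of 16 without it.

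In the smaller classes, high values of both were 0% of 16 'exclusively pre-pro-B' transcripts in pro-B cells against the paper's about 23% in Supplemental Figure 7F, read by eye, and high RPKM with low FPKM was 25% against about 5.6%. For 'exclusively pro-B' transcripts, high values of both were 25.9% against the paper's about 40% in Supplemental Figure 7G. In Supplemental Figure 7H they were 32.4% against about 50%, low values of both were 37.8% against about 23%, and high RPKM with low FPKM was 18.9% against about 6.6%, all read by eye.

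The paper counts *Dnmt3a* and *Creb1* among differentially unstable mRNAs, and for 10 Zfp and Zbtb genes it proposes regulation after transcription through RNA stability. All 12 of these genes have several RefSeq transcripts, and for 8 of the 12 the summed FPKM changed less than 2-fold. The count was 9 on the median-ratio scale and 8 on the TPM scale. Without rescaling the folds were 1.66 for *Dnmt3a* and 1.22 for *Creb1*.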

Other observations

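The tests for all collapsing transcripts, for the fetal list and for the difference in stromal genes were set before the data were examined, and the tests for values worth less than 1 fragment, for the genes the paper names when it discusses RNA stability, for the rise of stromal genes and for ribosomal protein genes were chosen only after the results were seen.

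Transcripts that fall below an FPKM of 0.01 in one cell type were found mostly in genes with several RefSeq transcripts (92.5%, against 36.0% of expressed transcripts). Most of this share goes with the low FPKM itself, since it was 85.0% and 88.3% for all transcripts above 0 and below 0.01 in pre-pro-B and pro-B cells. If the assignment of reads among the transcripts of one gene were the whole cause, most gene totals would change less than 2-fold, but 39.9% of the collapsing transcripts had such a total. Among expressed transcripts the share was 63.9%. The totals that changed by 2-fold or more are left unexplained by the assignment. This test cannot tell how much of a transcript's fall the assignment made, because the transcripts changed far more than the totals. The median absolute log2 change was 12.8 for the collapsing transcripts and 1.69 for their gene totals. The low FPKM was worth less than 1 fragment for 82.7% of these transcripts. A part played by the assignment in the falls stays open. For FPKM above 0 worth less than 1 fragment, a candidate explanation is that Cuffdiff leaves a small remainder to a transcript when it divides shared reads. Of 1843 such values in both libraries, 98.9% lay where several transcripts share a locus. Among the 12 genes the paper names when it discusses RNA stability, the same assignment may account for the fall of single transcripts in the 8 whose summed FPKM changed less than 2-fold. The sums of *Zbtb43* and *Zbtb44* fell 2.41-fold and 2.31-fold, a change of the gene that the assignment leaves unexplained. These falls were 2.30-fold and 2.20-fold on the median-ratio scale and 2.62-fold and 2.51-fold on the TPM scale. That of *Zfp710* was 2.03-fold without rescaling, 1.94-fold on the median-ratio scale and 2.21-fold on the TPM scale. With a log2 change of -0.81 at a pseudocount of 1, *Zfp710* lies near the 2-fold limit. Single transcripts changed far more than these sums, by up to 48.7-fold in *Zbtb43*, 825-fold in *Zbtb44* and 1578-fold in *Zfp710*. In *Zbtb44*, NM_172765 rose from an FPKM of 0.00480 to 3.96 while the sum fell. A part played by the assignment in these single transcripts stays open as well. The assignment is argued against as the whole cause for *Zfp27*, whose summed FPKM had a log2 ratio of -6.96. A real switch between transcripts of a gene, which would also leave its total in place, was not tested and stays open, as does a difference in RNA stability. Differences in depth are small (87.9 M and 79.8 M aligned reads).

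Of 9 fetal genes, 6 were lower and 2 higher in pro-B cells. The median log2 change of the list was -0.20, at percentile 3.16 of random lists and inside the range from -0.22 to 0.10 that holds the central 95% of them. With a pseudocount of 0.1 the median was -1.33 at percentile 0.17, and with the most abundant transcript the percentile was 2.13, both outside the central 95%. On the median-ratio and TPM scales the percentiles were 2.55 and 4.53, both inside it. Of the 3 genes with an FPKM of at least 1 in a library, *Igf2bp3* fell from 63.9 to 1.61, *Hmga2* from 44.0 to 0.328 and *Igf2* from 1.76 to 0.0445. The other 6 genes, with both of those that were higher (*Igf2bp1* and *Igf2bp2*), stood below an FPKM of 1 in both libraries. The fetal liver origin of the pre-pro-B cells and their developmental stage cannot be told apart as reasons for the falls, since they go together in this design.

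Of 22 stromal genes, 12 had an FPKM of at least 1 in a library, 9 higher and 3 lower in pro-B cells, and the median log2 change of the list was 0.46, at percentile 99.97 of random lists. Carry-over of OP-9 stromal cells alone would move the abundant genes one way, and it is argued against as the whole cause by *Pdgfrb*, the most abundant of them in pre-pro-B cells, with a log2 ratio of -5.40, and by *Serpinf1* and *Thbs1*, which also fell. For the 9 genes that were higher, folds went from 2.00 (*Bgn*) to 4.74 (*Cxcl12*), a ratio of 2.37. Among all 22 genes, 16 were higher and 3 lower. The risers below an FPKM of 1 in both libraries spread wider, with folds from 1.34 (*Fbn1*) to 9.21 (*Col5a2*). Carry-over and expression in the pro-B cells themselves cannot be told apart for the 9 genes, which were chosen for the pattern and have no stromal library beside them. Their highest FPKM in pro-B cells was 5.16, that of *Fn1*.

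B lineage genes had a median log2 change of 5.86 over 14 genes, above all random lists (percentile 100), and non-B lineage genes had one of -4.50 over 16 genes, below all of them (percentile 0). The median of the 8 Y-linked genes was 2.16, at percentile 100.

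Low FPKM were also found for *Gapdh* and ribosomal protein genes. *Gapdh* had an FPKM of 0.0273 in pre-pro-B cells and 0.0991 in pro-B cells. *Rpl29* had 237 and 1.91, and *Rpl34* had 209 and 1.96. Of 81 ribosomal protein genes with a sequence, 24 had a mean FPKM below 10. Between the libraries, 13 differed at least 2-fold, 3 more were listed at 0 in 1 library and 2 were listed at 0 in both. Reads shared with paralogs or pseudogenes might lower such estimates. Genomic copies, counted as exact matches of 32-base stretches, had a median of 3 for the 24 genes with a mean below 10 (range 1 to 13) and of 1.5 for the 32 with a mean of at least 100 (range 1 to 22). The second group holds *Rpl29*, with its highest count, and *Rpl34*, both low in pro-B cells, and without these 2, left out after their values were seen, it had a median of 1 and a range of 1 to 5. The 8 genes with an FPKM below 1 in at least one library had a median of 1 copy. *Rpl3l*, *Rpl10l* and *Rpl39l*, with a median of 1 copy each, are among them, so this median does not decide against shared reads. The low gene had more copies in 66.3% of pairs of a low and a high gene, with ties counted as 0.5, and in 69.0% without *Rpl29* and *Rpl34*. Without the paralogs *Rpl3l*, *Rpl10l* and *Rpl39l*, also left out after their values were seen, because other genes of the set are their near relatives, the first share was 72.2%, and the remaining 5 genes below 1 had a median of 2 copies. The shared reads and other causes cannot be told apart for these genes, since 8 of the 24 low genes had a median of 1 copy while 7 had more copies than any gene of the second group without *Rpl29* and *Rpl34*, and since copies with mismatches were not counted. *Gapdh* had a median of 56 copies, and 77.8% of its stretches had more than 20, the number of alignments per read that the authors allowed. *Rpl7a*, with 61.2% of its stretches above 20 copies, had an FPKM of 50.1 in pre-pro-B cells and 76.7 in pro-B cells. Whether this limit lowered the FPKM of *Gapdh* was not tested. No biological explanation was tested.

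*Ptprc*, singled out after its values were seen, had a summed FPKM of 269 in pre-pro-B cells and 0.917 in pro-B cells over 3 transcripts, with no cause tested.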
